# Nanoparticle-boosted myeloid-derived suppressor cell therapy for immune reprogramming in multiple sclerosis

**DOI:** 10.1126/sciadv.ady4135

**Published:** 2025-10-15

**Authors:** Endong Zhang, Hanan Algarni, Luyu Zhang, Chih-Jia Chao, Shan He, Aditi Upadhye, Qing Bao, Dahee Jung, Shubhi Srivastava, Edidiong Udofa, Philana Phan, Dejan S. Nikolic, Steve Seung-Young Lee, Jalees Rehman, Zongmin Zhao

## Abstract

Massive immune cell infiltration and persistent inflammation in the central nervous system (CNS) are key hallmarks of multiple sclerosis. Here, we report a myeloid-derived suppressor cell (MDSC)–based therapeutic strategy, named CNS Immune Targeting Enabled by MDSCs (CITED), which uses surface-decorated MDSCs carrying rapamycin nanoparticles (NPs) for targeted multimodal immune reprogramming in CNS. We show that NP decoration enhances MDSC immunomodulatory function, facilitates their trafficking to inflamed CNS regions, and increases NP accumulation within CNS. In an experimental autoimmune encephalomyelitis model, CITED exhibited robust therapeutic efficacy, resulting in reduced disease progression, improved motor function, and diminished myelin damage. Mechanistic studies reveal that CITED exerts its therapeutic effects by targeted reprogramming of both innate and adaptive immune responses in CNS. Specifically, CITED inhibits immune cell infiltration, rebalances CD4 T cell phenotypes, and promotes the polarization of myeloid cells toward anti-inflammatory phenotypes. Collectively, CITED could provide a broadly effective approach for targeted immune restoration in multiple sclerosis and potentially other autoimmune diseases.

## INTRODUCTION

Multiple sclerosis (MS) is a chronic inflammatory autoimmune disease characterized by immune tolerance breakdown, persistent inflammation, and demyelination within the central nervous system (CNS) (*1*, *2*). These pathological changes result in progressive neurodegeneration and long-term disability. The exact causes of MS are complex and multifactorial, involving a combination of genetic and environmental triggers (e.g., virus infection, diet, and obesity) (*1*, *3*–*6*). Current treatments for MS primarily consist of disease-modifying therapies, including pan-immunosuppressive drugs, immune cell migration inhibitors, and immune cell–depleting agents (*7*–*10*). These therapies work by inhibiting or depleting CNS-homing, autoreactive immune cells to inhibit lesion development. However, while they can alleviate symptoms, they have only limited capacity to prevent or reverse disease progression. Moreover, most of these treatments rely on global immunosuppression and are not specific to immune cells in the CNS lesions due to their limited ability to cross the blood-brain barrier and inefficient delivery to the CNS (*7*, *11*). Such global immunosuppressive approaches increase the vulnerability of patients to infections by pathogens, thus highlighting the need for targeted therapies.

The disturbance of immune tolerance, leading to the activation and infiltration of autoreactive immune cells that attack the myelin sheath in the CNS, is a primary driver of MS progression (*1*, *2*). The onset and progression of MS involves a complex and dynamic interplay between innate and adaptive immune cells within the CNS. Accumulating evidence suggests that both the innate and adaptive immune cells create a vicious cycle that exacerbates disease progression (*1*, *2*, *7*, *11*, *12*). For instance, the massive infiltration of CD4 and CD8 T cells injures the myelin sheath (*13*, *14*). Moreover, the phenotypic shift of CD4 T cells toward proinflammatory subsets, such as T helper 1 (T_H_1) and T helper 17 (T_H_17) cells, coupled with a reduction in regulatory T (T_reg_) cells, further amplifies the autoimmune response (*12*, *15*–*19*). Beyond adaptive immunity, emerging studies reveal that innate immune cells, such as myeloid cells, also promote MS progression. For instance, infiltrating myeloid cells and resident microglia are frequently polarized to a proinflammatory phenotype in the CNS, thus perpetuating persistent neuroinflammation and tissue damage (*20*–*23*). Consequently, therapeutic strategies that could efficiently target the CNS and simultaneously reprogram both innate and adaptive immune responses to reestablish immune homeostasis are needed.

Here, we report a nanoengineered myeloid-derived suppressor cell (MDSC)–based approach, CNS Immune Targeting Enabled by MDSCs (CITED), as an effective therapeutic strategy for MS that enables targeted, multilevel immune reprogramming. MDSCs, a heterogeneous population of immature myeloid cells characterized by their immunosuppressive function (*24*–*26*), are critical immunomodulatory cells with context-dependent disease inhibiting or promoting roles in various autoimmune diseases including MS (*27*, *28*). While the precise mechanisms underlying MDSC function in MS remain incompletely understood, emerging evidence suggests that MDSCs accumulate in the CNS and peripheral tissues during MS, where they regulate both innate and adaptive immune responses (*28*). However, despite their multifaceted roles, the direct use of MDSCs as a cell therapy remains underexplored (*29*, *30*), and their therapeutic efficacy has been limited largely attributed to their high plasticity, suboptimal immunoregulatory function in dynamic disease immune environments, and rapid loss of suppressive activity due to cellular maturation and differentiation. The CITED strategy involves decorating MDSC surface with rapamycin-loaded polymeric nanoparticles (NPs) as “backpacks” to regulate their differentiation and enhance their immunomodulatory function. The CITED approach enables CNS-targeted, multimodal immune reprogramming aimed at restoring immune homeostasis in MS. By leveraging the inherent ability of MDSCs to actively home toward inflamed tissues (*24*, *31*), CITED facilitates efficient MDSC infiltration into the spinal cord and brain, resulting in enhanced rapamycin delivery. Moreover, stable anchoring of NPs to MDSC surface enables sustained rapamycin release, which autocrinally reinforces the immunosuppressive function of adoptively transferred MDSCs by modulating immunoregulatory signaling pathways such as nuclear factor κB (NF-κB) signaling (*32*). Together, CITED integrates functionally enhanced MDSCs with optimized rapamycin delivery to achieve robust, targeted modulation of both innate and adaptive immune responses. In an experimental autoimmune encephalomyelitis (EAE) model, we demonstrate that CITED induces multilevel immune reprogramming in the CNS, including suppression of immune cell infiltration, rebalancing CD4 T cell phenotypes, and polarization of myeloid cells toward anti-inflammatory phenotypes. These findings suggest that CITED could provide a promising and broadly effective strategy for targeted immunotherapy in MS and potentially other autoimmune disorders.

## RESULTS

### Design, fabrication, and characterization of CITED

We first developed a robust method to derive MDSCs from bone marrow cells (Fig. 1A). This method involves culturing bone marrow cells with two proinflammatory cytokines, granulocyte-macrophage colony-stimulating factor (GM-CSF) and interleukin-6 (IL-6), for 3 days (*33*), followed by a purification step. Using this method, we achieved a high purity of cells (>94%) (Fig. 1, B and C), which express the MDSC characteristic surface markers CD11b and Gr1 (*26*, *34*) (Fig. 1, B and C). Natural MDSCs include two subtypes: polymorphonuclear MDSCs (P-MDSCs; CD11b^+^Ly6G^+^Ly6C^lo^) and monocytic MDSCs (M-MDSCs; CD11b^+^Ly6G-Ly6C^high^) (*26*). Our method yielded a mixture of both subtypes (Fig. 1D), mimicking the heterogeneity of natural MDSCs. To functionally validate these MDSC-like cells, we performed a T cell suppression assay via coculturing MDSC-like cells and splenocytes to measure their suppression effect toward proliferation of activated T cells, a characteristic function of natural MDSCs (*26*, *34*). Our results demonstrated that the MDSC-like cells effectively inhibited the proliferation of both CD4 and CD8 T cells (activated by anti-CD3 and anti-CD28 antibodies) in a dose-dependent manner (Fig. 1, E and F, and fig. S1). For simplicity, we refer to these MDSC-like cells as MDSCs unless mentioned otherwise.

**Fig. 1.**
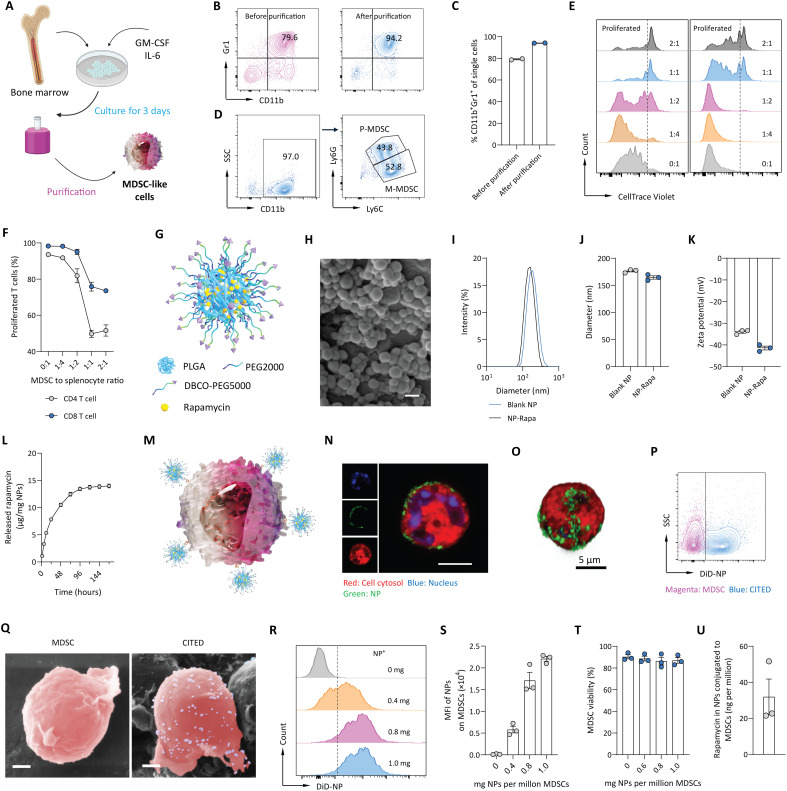
Design and characterization of immunomodulatory NP decorated MDSCs (CITED). (**A**) Schematic showing the method to culture MDSC-like cells. Created in BioRender: Z. Zhao (2025); https://BioRender.com/2tie67h. (**B** and **C**) Characterization of the expression of MDSC markers (CD11b and Gr1) on MDSC-like cells. Representative flow cytometry plots (B) and quantification of the purity of obtained MDSCs (C) are shown. (**D**) Representative flow cytometry plots showing that the obtained MDSCs contain both M-MDSCs and P-MDSCs. (**E** and **F**) Characterization of the immunosuppressive activity of MDSCs in inhibiting proliferation of activated T cells. (E) Representative flow cytometry plots of CellTrace Violet–stained CD4 or CD8 T cells after coculture with MDSCs in the presence of anti-CD3 and anti-CD28 antibodies for 5 days. (F) Percentage of proliferated CD4 or CD8 T cells following coculture with MDSCs for 5 days. (**G** to **L**) Design and characterization of rapamycin-loaded PLGA NPs (NP-Rapa).(G) Schematic showing the design of NP-Rapa NPs. (H) Representative SEM image of NP-Rapa NPs. Scale bar, 200 nm. (I to K) Size distribution (I), average diameter (J), and zeta potential (K) of NP-Rapa NPs. (L) Release profile of rapamycin from NP-Rapa NPs in PBS. (**M** to **U**) Design and characterization of decoration of NPs to MDSCs. (M) Schematic showing the design of CITED. [(N) and (O)] 2D (N) and reconstructed 3D (O) confocal fluorescence microscopy images of P-MDSCs decorated with NPs. (P) Flow cytometry of native MDSCs or MDSCs decorated with DiD-labeled NPs. (Q) Pseudocolored SEM images of a P-MDSC carrying NPs. P-MDSC and NPs were pseudocolored in pink and purple, respectively. Scale bars, 1 μm. [(R) and (S)] Representative flow cytometry plot (R) and corresponding quantification (S) of the number of NPs on MDSCs as indicated by mean fluorescence intensity (MFI) at different NP feed conditions. (T) Viability of MDSCs conjugated with NPs. (U) Amount of rapamycin carried by MDSCs in CITED. Data in (C), (F), (J) to (L), and (S) to (U) are presented as means ± SEM.

Next, we designed and synthesized a biodegradable immunomodulatory NP (NP-Rapa) composed of poly(lactide-*co*-glycolide) (PLGA), which encapsulates rapamycin and displays reactive dibenzocyclooctyne (DBCO) ligands on its surface (Fig. 1G). The resulting NP-Rapa NPs are spherical, with an average diameter of 176.4 nm, and have a negatively charged surface (Fig. 1, H to K). We measured the release kinetics of rapamycin from NP-Rapa NPs in phosphate-buffered saline (PBS) and found that the drug is released in a sustained manner over 7 days, with the majority being released within the first 72 hours (Fig. 1L). To decorate NP-Rapa NPs to the surface of MDSCs, we used a DBCO-azido click chemistry method (Fig. 1M) (*35*, *36*). This method involves introducing azido functional groups to the MDSC surface, allowing them to react with the DBCO ligands on NP-Rapa NPs. Our data confirmed that adding N-azidoacetylmannosamine-tetraacylated (Ac_4_ManNAz) during MDSC culture effectively introduced reactive azido groups to MDSC surface (fig. S2, A to C). MDSCs, without azido functionalization, did not efficiently internalize the NPs, likely due to their limited phagocytic activity (fig. S3, A to C). Using the click chemistry method, NPs were efficiently decorated onto the surface of both P-MDSCs and M-MDSCs, as demonstrated by our flow cytometry, confocal laser fluorescence microscopy (CLSM), and scanning electron microscopy (SEM) data (Fig. 1, N to Q, and fig. S4, A and B). We further optimized the conjugation process by adjusting the feed ratio of NPs to MDSCs. The decoration of NPs on MDSCs reached saturation when 1 mg of NPs per million MDSCs was used, without substantially affecting MDSC’s viability (Fig. 1, R to T). Under these conditions, each million MDSCs carried ~32 ng of rapamycin (Fig. 1U). In addition, rapamycin release from CITED in PBS containing 10% fetal bovine serum (FBS) exhibited an initial burst phase followed by a sustained release pattern (fig. S5). We used this lead CITED formulation for the following studies.

### Surface conjugation of NPs enhances the immunomodulatory activity of CITED

CITED relies on surface-anchored NPs as “backpacks” to store and sustainably release rapamycin, which autocrinally regulates MDSC differentiation and enhances their immunomodulatory function. We conducted a set of experiments to determine the impact of NP conjugation on the immunomodulatory activity of CITED. First, we assessed the expression of immune checkpoint ligands and anti-inflammatory cytokines in MDSCs (Fig. 2, A to D), two key mechanisms underlining the immunosuppressive activity of MDSCs (*37*). Through cell contact–dependent mechanisms, such as immune checkpoint interactions, MDSCs can effectively suppress T cell proliferation (*37*). Via cell contact–independent pathways, MDSCs secrete anti-inflammatory cytokines that not only inhibit T cell proliferation but also influence the phenotype of T cells and innate immune cells, including macrophages and dendritic cells (DCs) (*25*, *38*). Compared to control MDSCs and MDSCs conjugated with blank PLGA NPs (MDSC-NP-Blk), CITED exhibited a significantly higher expression of immune checkpoint ligands, including CD155, CD95L, programmed death ligand-1 (PD-L1), and V-domain immunoglobulin suppressor of T cell activation (VISTA) (Fig. 2, A and B), showing a 1.3- to 1.5-fold increase over MDSCs alone. Notably, conjugation of blank PLGA NPs to MDSCs also significantly increased the expression of PD-L1 and VISTA. This effect is possibly attributed to lactic acid released from PLGA NP degradation, which has been reported to modulate myeloid cell metabolism and polarize them toward immunosuppressive phenotypes (*39*–*41*). Moreover, we also observed markedly increased expression of anti-inflammatory mediators such as IL-10, transforming growth factor–β (TGF-β), and arginase-1 on MDSCs when surface-decorated with NP-Rapa NPs (Fig. 2, C and D). For example, CITED led to a ~1.2-fold increase in IL-10–expressing cells compared to MDSCs alone or MDSCs conjugated with blank NPs (Fig. 2D). Our reverse transcription quantitative polymerase chain reaction (RT-qPCR) results validated the higher expression of PD-L1 and TGF-β of CITED at the mRNA level (fig. S6). The enhanced expression of immune checkpoint ligands and anti-inflammatory cytokines in CITED can contribute to increased immunosuppressive activity through cell contact–dependent and cell contact–independent mechanisms, respectively.

**Fig. 2.**
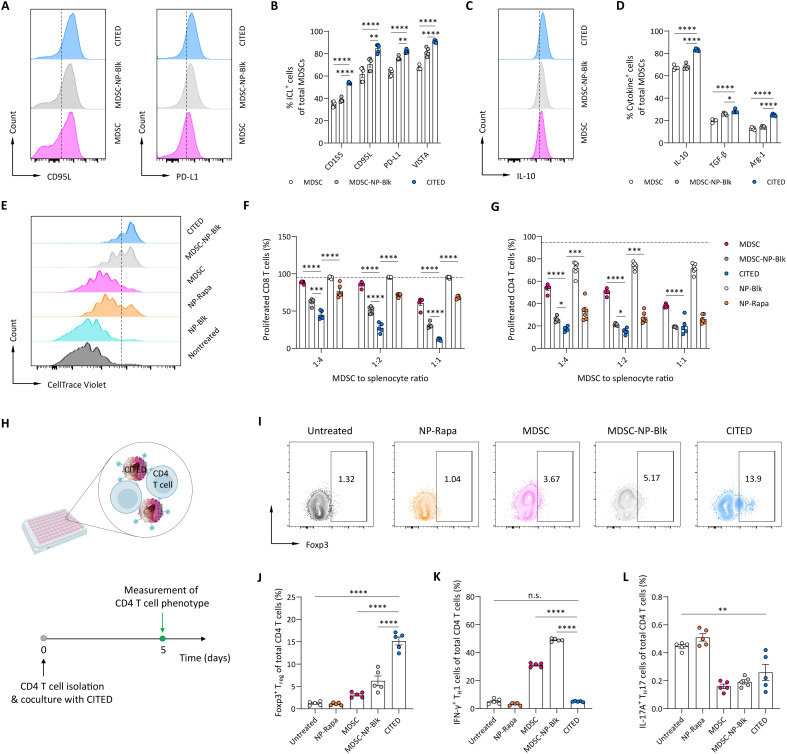
Cell-surface conjugation of rapamycin NPs enhances the immunomodulatory activity of CITED. (**A** to **D**) NP conjugation led to higher expression of immune checkpoint ligands and anti-inflammatory cytokines/factors in MDSCs. (A) Representative flow cytometry plot showing the expression of CD95L and PD-L1 on MDSCs. (B) Percentage of MDSCs expressing immune checkpoint ligands (ICLs). (C) Representative flow cytometry plot showing the expression of IL-10 in MDSCs following NP conjugation. (D) Percentage of MDSCs expressing anti-inflammatory factors. In (A) to (D), marker expression was measured 48 hours after NP conjugation. (**E** to **G**) NP conjugation enhanced MDSC’s capability to inhibit T cell proliferation. (E) Representative flow cytometry plot showing the proliferation of CD8 T cells after coculturing with different formulations for 5 days, at an MDSC to splenocyte ratio of 1:4 or equivalent amount of NPs, in the presence of anti-CD3 and anti-CD28 antibodies to activate T cells. (F) Percentage of proliferated CD8 T cells 5 days after coculture. (G) Percentage of proliferated CD4 T cells 5 days after coculture. In (F) to (G), the dotted lines indicate the average percentage of proliferated T cells in nontreated splenocytes. (**H** to **L**), CITED modulated the phenotype of CD4 T cells in a coculture setup. (H) Schematic showing the experimental design. Created in BioRender: Z. Zhao (2025); https://BioRender.com/2tie67h. (I) Representative flow cytometry plots showing the relative number of Foxp3^+^ T_reg_ cells. [(J) to (L)] The relative number of Foxp3^+^ T_reg_ cells (J), IFN-γ^+^ T_H_1 cells (K), and IL-17A^+^ T_H_17 cells (L) after coculturing CD4 T cells with CITED or control formulations in the presence of anti-CD3 and anti-CD28 antibodies for 5 days. Data in (B), (D), (F), (G), and (J) to (L) are presented as means ± SEM. For (B), (D), (F), (G), and (J) to (L), statistical analysis was conducted by one-way analysis of variance (ANOVA) with Dunnett’s test: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. n.s., not significant.

To functionally evaluate the immunomodulatory activity of CITED, we performed a T cell coculture assay to evaluate its inhibitory effect on proliferation of activated T cells. Across various MDSC to splenocyte ratios, CITED demonstrated a significantly stronger inhibitory effect on the proliferation of both CD8 and CD4 T cells (activated by anti-CD3 and anti-CD28 antibodies) compared to MDSCs alone or MDSCs conjugated with blank NPs (Fig. 2, E to G). Specifically, CITED showed a 2.0- to 5.0-fold greater inhibitory effect on CD8 T cell proliferation and a 1.9- to 3.3-fold increase in inhibition of CD4 T cell proliferation compared to MDSCs alone. Notably, MDSCs conjugated with blank PLGA NPs also showed markedly stronger inhibition of CD8 and CD4 T cell proliferation, likely due to the increased surface expression of PD-L1 and VISTA. However, their effect was not as potent as that of CITED, indicative of the synergistic effects of NP conjugation and use of rapamycin. Beyond directly inhibiting T cell proliferation, MDSCs can modulate CD4 T cell phenotypes and promote their transition to anti-inflammatory T_reg_ cells (*42*, *43*). To assess CITED’s capability to modulate CD4 T cell phenotypes, we performed a CD4 T cell–MDSC coculture assay and measured the relative abundance of T_reg_ cells, T_H_1 cells, and T_H_17 cells, 5 days post-coculture (Fig. 2H). Coculturing CD4 T cells with MDSCs alone significantly increased the percentage of both Foxp3-expressing T_reg_ cells and interferon-γ (IFN-γ)–expressing T_H_1 cells compared to untreated CD4 T cells (Fig. 2, I to K). Conjugation of NP-Rapa NPs to MDSCs (CITED) further enhanced their immunomodulatory effect on CD4 T cell phenotypes. Specifically, CITED led to a 4.8-fold increase in T_reg_ cells and an 83.8% decrease in T_H_1 cells compared to MDSCs alone. In addition, CITED resulted in a 58.3% reduction in IL-17A–expressing T_H_17 cells compared to untreated CD4 T cells, and its effect is similar to that of MDSCs alone (Fig. 2L). Moreover, beyond their improved immunomodulatory activity on T cells, our data in a DC-MDSC coculture study suggest that CITED significantly reduced the expression of costimulatory molecules on DCs including CD80 and CD40, when stimulated with lipopolysaccharide and a model antigen ovalbumin (fig. S7, A to D). This indicates that CITED promoted the DCs toward the tolerogenic phenotype, which is critical for inducing and maintaining immune tolerance (*44*). Collectively, our findings suggest that Rapa NP conjugation to MDSCs significantly enhances MDSCs’ immunomodulatory activity.

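Bulk RNA-seq compared 3 groups of MDSCs, each with 4 biologically independent replicates. MDSCs are immunosuppressive myeloid cells, and those used here were grown from mouse bone marrow with IL-6 and GM-CSF. The groups were unmodified MDSCs, MDSCs conjugated with blank PLGA NPs (MDSC-NP-Blk), and MDSCs conjugated with rapamycin-loaded NPs (CITED). NPs were attached to azido-labeled cells by incubation and washing. Whether the unmodified MDSCs were labeled and handled alike is not stated, so comparisons with MDSC may include these steps. The methods state that the cells were kept for 24 hours with IL-6 (40 ng/ml) and that RNA was enriched for poly(A) before paired-end sequencing. The groups were taken from the sample titles; a tissue field in the same labels names the CNS, whereas the methods describe cultured bone marrow cells. The authors quantified transcripts with Salmon against GENCODE transcripts of GRCm39 and deposited 1 whole-number count per gene symbol and library, without normalization or a filter on low counts. Between 20604809 and 37855478 counts were assigned to genes in each library, with a median of 23253335 in MDSC, 23633198 in MDSC-NP-Blk, and 22524605 in CITED. The smallest share that could be shown, 3 counts, was between 7.92e-06% and 1.46e-05% of a library, which covers counting error only. The 17676 symbols with at least 2 counts over the 12 libraries were tested with edgeR's quasi-likelihood test after TMM normalization, with all 12 libraries in a single fit. A gene was called differentially expressed at the thresholds stated in the paper, an adjusted p-value below 0.05 (Benjamini-Hochberg) and an absolute log2 fold change of at least 1. Each standard error is the absolute log2 fold change divided by the square root of the test's F. Positions are those of GENCODE release 39 on GRCm39, in which 17648 of the 17676 symbols were found.
The TMM factors were 1.12 to 1.15 in MDSC, 0.938 to 0.947 in MDSC-NP-Blk, and 0.921 to 0.944 in CITED. The biological coefficient of variation within groups was 9.03%. The paper does not say whether replicates with the same number in different groups were paired. After the group means were removed, same-numbered MDSC-NP-Blk and MDSC libraries had a mean correlation of −0.016 across 11244 genes, and other pairs of these groups had 0.0056. For CITED and MDSC-NP-Blk libraries, the means were 0.031 and −0.010. With the replicate number added to the model as a block, 1621 genes were called for CITED against MDSC, 766 for MDSC-NP-Blk against MDSC, and 441 for CITED against MDSC-NP-Blk. Within a library, the expression of 11231 genes relative to their mean over all libraries was related to transcript length. Spearman's rho across genes, which are not independent replicates, was 0.21 to 0.33 in MDSC, −0.40 to 0.09 in MDSC-NP-Blk, and −0.32 to −0.18 in CITED.

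**Figure D1:**
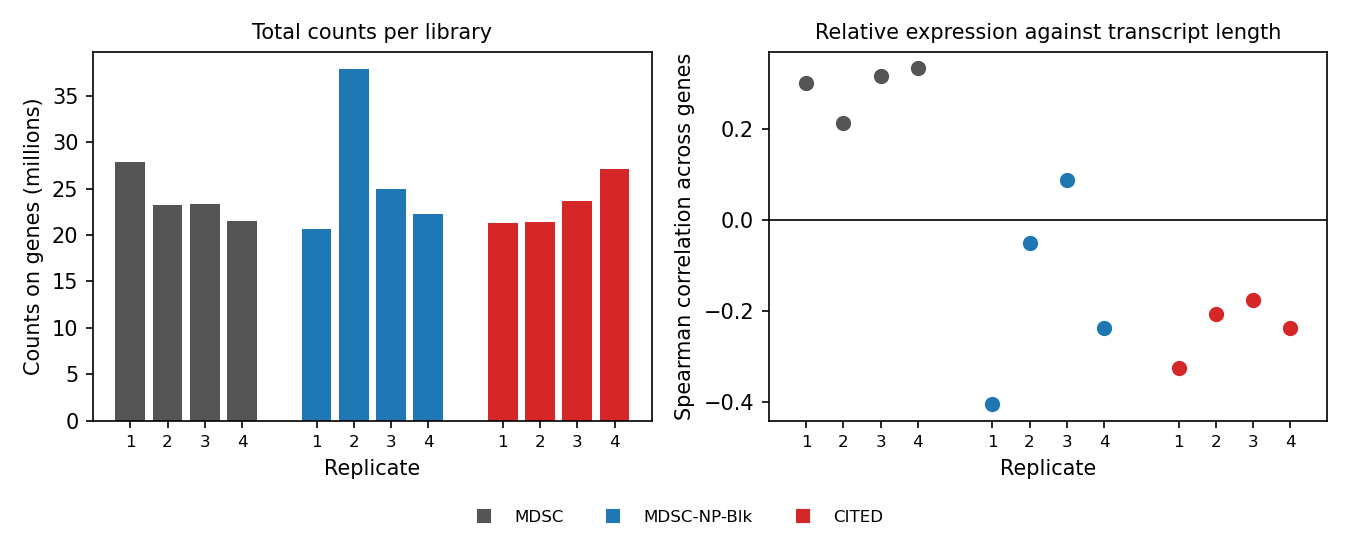
Left, counts assigned to genes in each library, by group and replicate; right, Spearman correlation across 11231 genes between relative expression in a library and transcript length. The 4 MDSC libraries lie above 0 and the 4 CITED libraries below 0, with the MDSC-NP-Blk libraries between −0.40 and 0.09.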

We next analyzed how CITED affected the transcriptome of MDSCs by performing unbiased transcriptomic analysis using bulk RNA sequencing (RNA-seq) of control MDSCs, MDSCs decorated with blank NP, as well as MDSCs decorated with Rapa NP (figs. S8 to S11). 

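Between CITED and MDSC, 1765 genes were differentially expressed, of which 580 were up-regulated and 1185 down-regulated in CITED. The choice that moved this number most was the fold change threshold, since 7862 genes had an adjusted p-value below 0.05 without it. With each library left out in turn, 1631 to 1772 genes were called. With DESeq2, the tool named in the paper, 1721 genes were called, and 1638 of them were also called by edgeR. Between MDSC-NP-Blk and MDSC, 838 genes were differentially expressed, 333 up-regulated and 505 down-regulated, and 722 to 892 were called with each library left out. Mpo, which encodes myeloperoxidase, lies on chromosome 11 from 87684407 to 87695239. Its normalized count was 1279 ± 67.4 (SD, n = 4) in CITED and 27175 ± 1410 (SD, n = 4) in MDSC, a log2 fold change of −4.41 (standard error 0.0759, adjusted p = 5.2e-31 from edgeR's quasi-likelihood test). Rtp4, on chromosome 16 from 23337811 to 23432972, rose from 23.7 ± 4.61 in MDSC to 363 ± 75.1 in CITED (SD, n = 4 each). This is a log2 fold change of 3.94 (standard error 0.188, adjusted p = 1.0e-18 from the same test). Cyp1b1, on chromosome 17 from 80008966 to 80022532, had log2 fold changes of 3.87 in CITED and 3.17 in MDSC-NP-Blk against MDSC.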

MDSCs conjugated with either blank NP or Rapa NP showed markedly distinct transcriptome profiles (figs. S8, A and B, and S10A). 

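A set of 42 genes with inhibitory roles in immunity was written before the data were examined, although the paper's results were known. It was tested with fgsea, which compares the ranks of a set with those of randomly drawn genes. Genes were ranked by the square root of the quasi-likelihood F with the sign of the fold change, and those with a mean normalized count above 50 were used, which kept 39 of the 42. Between CITED and MDSC, the normalized enrichment score (NES) of this set was 2.07 (adjusted p = 1.4e-05, Benjamini-Hochberg over 15 sets). In CITED, 31 of the 39 genes were higher and 8 were lower, and 6 were called higher and 2 lower. The choice that moved this result most was the test, since camera, which allows for correlation between genes, gave an adjusted p of 0.0421. Between MDSC-NP-Blk and MDSC the set also had an NES of 2.07 (adjusted p = 1.0e-05 from fgsea), with 28 of 39 genes higher. Camera gave an adjusted p of 0.0575 there. The enrichment over MDSC by fgsea was thus not specific to CITED. Tgfb1, on chromosome 7 from 25386390 to 25404506, had a normalized count of 17036 ± 800 (SD, n = 4) in CITED and 7894 ± 271 (SD, n = 4) in MDSC. The log2 fold change of Tgfb1 was 1.11 (standard error 0.0470, adjusted p = 5.1e-20 from edgeR's quasi-likelihood test). Fcgr2b, on chromosome 1 from 170786186 to 170804177, encodes the inhibitory Fc receptor and shares 10.3% of its 31-base words with transcripts of other genes. For Fcgr2b the log2 fold change was 1.08 (standard error 0.0442, adjusted p = 2.1e-20). Gpnmb, on chromosome 6 from 49013426 to 49047863, had a log2 fold change of 1.02 (standard error 0.0438, adjusted p = 6.7e-20). The 2 genes of the set called in the other direction were Nos2, with a log2 fold change of −3.12 (standard error 0.176, adjusted p = 1.0e-16), and Ptpn22, with −1.35 (standard error 0.109, adjusted p = 1.2e-12). Nos2 lies on chromosome 11 from 78811613 to 78851080 and Ptpn22 on chromosome 3 from 103767062 to 103819565. The Gene Ontology sets of the paper were not used here.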

Further gene set enrichment analysis (fig. S8C) showed that compared to MDSCs, CITED up-regulated genes related to immune response regulation pathways, such as genes related to negative regulation of immune response (fig. S9A), suggesting that Rapa NP decoration enhances MDSC immunomodulatory function. In addition, CITED also resulted in up-regulation of genes related to cell chemotaxis and locomotion (fig. S9, B and C), suggesting an augmented migratory potential of CITED compared to MDSCs. 

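Of 37 genes for chemokine ligands, 18 had a mean normalized count above 50, and their NES between CITED and MDSC was 1.89 (adjusted p = 0.0022 from fgsea over 15 sets). Of these, 13 were higher and 5 lower in CITED, and 12 and 2, respectively, were called. For 9 chemokine receptor genes, the NES was 1.22 (adjusted p = 0.25), and 8 were higher. Ccl6, on chromosome 11 from 83478708 to 83483913, had a normalized count of 248490 ± 12313 (SD, n = 4) in CITED and 104622 ± 4912 (SD, n = 4) in MDSC. Its log2 fold change was 1.25 (standard error 0.0409, adjusted p = 7.3e-23 from edgeR's quasi-likelihood test), and 1 MDSC library, replicate 2, stood apart at 111893. Ccl9, on chromosome 11 from 83463745 to 83473161, rose from 21922 ± 663 to 56598 ± 3418 (SD, n = 4 each), a log2 fold change of 1.37, and the same MDSC replicate stood apart at 22912. Cxcl3, on chromosome 5 from 90933962 to 90937459, had 32447 ± 1486 in CITED and 3473 ± 117 in MDSC (SD, n = 4 each). Its log2 fold change of 3.22 had a standard error of 0.0498 and an adjusted p of 5.9e-32. Ccl2, on chromosome 11 from 81926397 to 81928279, changed in the other direction, from 1245 ± 69.9 in MDSC to 34.3 ± 14.1 in CITED (SD, n = 4 each). That is a log2 fold change of −5.18 (standard error 0.158, adjusted p = 9.0e-24), and the other ligand called lower was Ccl17, with −1.80. Among receptors, Ccr1 had a log2 fold change of 1.02, Cxcr2 of 0.80, and Ccr2 of −1.18 (adjusted p = 7.7e-18). Cxcr2 shares 11.0% of its 31-base words with other genes. From the up-regulated genes for chemotaxis and locomotion, the paper proposes that CITED has a greater capacity to migrate than MDSCs.

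**Figure D2:**
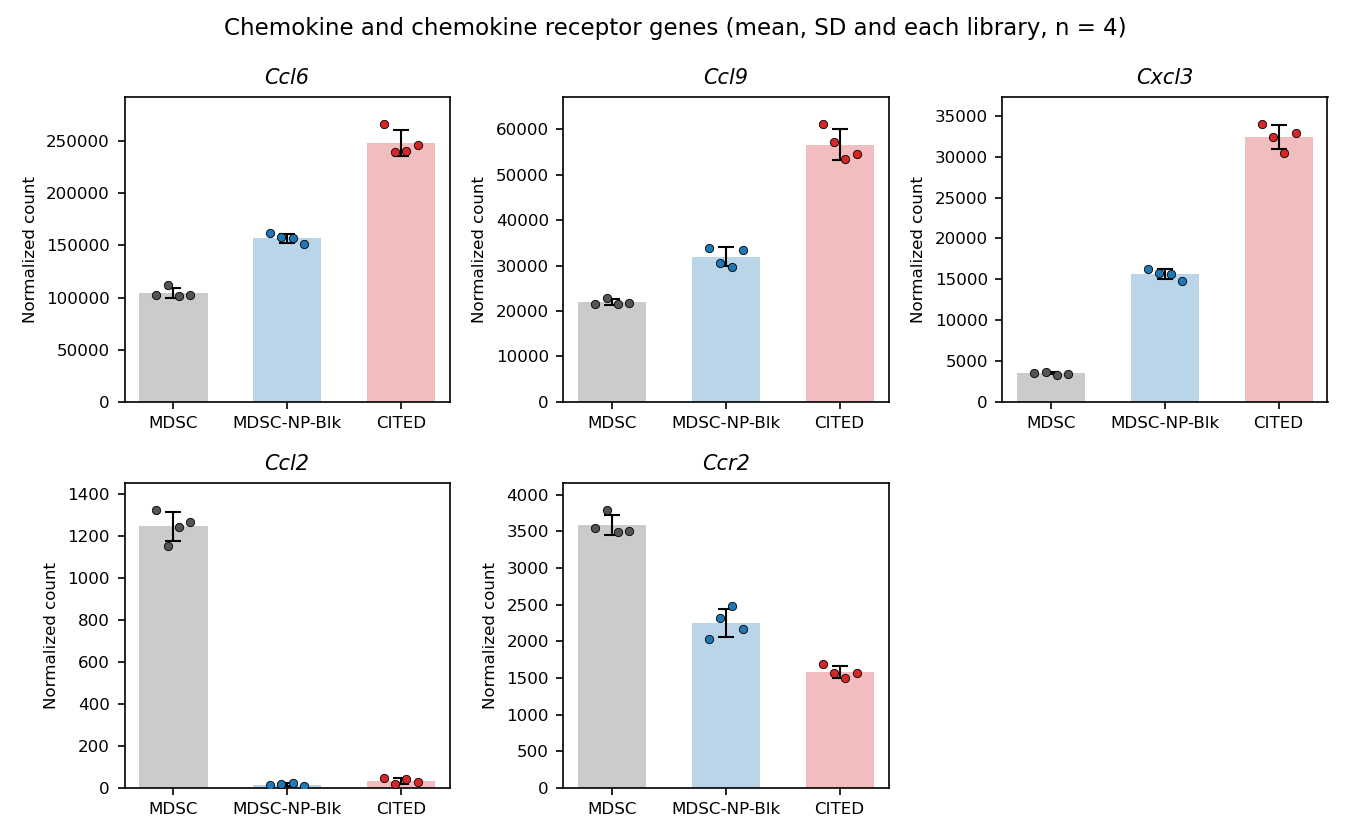
Normalized counts of 5 genes in each library (points), with the group mean (bars) and SD (error bars), in MDSC, MDSC-NP-Blk, and CITED. Ccl6, Ccl9, and Cxcl3 rise from MDSC through MDSC-NP-Blk to CITED, whereas Ccl2 and Ccr2 are highest in MDSC.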

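Genes of S phase and of G2 and M phase were tested as 2 sets of 43 and 54 genes, of which 42 and 54 passed the filter on expression. The S phase genes had an NES of −3.03 between CITED and MDSC (adjusted p = 4.2e-18 from fgsea over 15 sets), with 40 of 42 lower in CITED and 28 called. The G2 and M phase genes had an NES of −3.33 (adjusted p = 3.2e-30), with 53 of 54 lower and 40 called. In the mouse Reactome collection, tested separately over 613 sets, Cell Cycle had an NES of −3.08 over 432 genes. Kif11, a mitotic kinesin gene on chromosome 19 from 37364799 to 37410307, had a normalized count of 699 ± 35.7 (SD, n = 4) in CITED and 3293 ± 50.1 (SD, n = 4) in MDSC. For Kif11 this gives a log2 fold change of −2.24 (standard error 0.0670, adjusted p = 5.9e-24 from edgeR's quasi-likelihood test). Top2a, on chromosome 11 from 98883769 to 98915062, fell from 11287 ± 421 to 2544 ± 87.8 (SD, n = 4 each), a log2 fold change of −2.15 (standard error 0.0615). Rrm2, on chromosome 12 from 24757811 to 24764145, had a log2 fold change of −2.22 and shares 12.9% of its 31-base words with other genes. Mcm5, on chromosome 8 from 75836140 to 75856231, had −1.81. With each library left out in turn, the log2 fold change of Kif11 stayed between −2.26 and −2.20 and that of Top2a between −2.17 and −2.13.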

Concomitantly, genes associated with cell cycle progression and nuclear division were down-regulated by CITED (fig. S9D), indicative of reduced potential for cell proliferation of MDSCs. 

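The changes with blank NPs were compared with those in CITED gene by gene. Of the 838 genes called between MDSC-NP-Blk and MDSC, 554 (66.1%) were also called between CITED and MDSC, 227 up-regulated and 326 down-regulated in both and 1 in opposite directions. Both comparisons use the same 4 MDSC libraries, so they share the error of that group. In MDSC-NP-Blk, Ccl2 had a normalized count of 15.9 ± 6.86 (SD, n = 4), a log2 fold change of −6.21 against MDSC (standard error 0.173, adjusted p = 4.1e-24 from edgeR's quasi-likelihood test). Ccnd1, which encodes cyclin D1 on chromosome 7 from 144483668 to 144493662, had 55.2 ± 10.1 in MDSC-NP-Blk and 495 ± 31.6 in MDSC (SD, n = 4 each). Its log2 fold change was −3.16 (standard error 0.148, adjusted p = 2.8e-18). Egr1, on chromosome 18 from 34992876 to 34998049, rose from 627 ± 25.9 to 3306 ± 552 (SD, n = 4 each), a log2 fold change of 2.40 (standard error 0.0839, adjusted p = 1.8e-21). Pgam1-ps2, a processed pseudogene on chromosome 7 from 27169196 to 27169960, had a log2 fold change of −2.45 (standard error 0.479, adjusted p = 7.3e-05). All of its 31-base words occur in transcripts of other genes, among them Pgam1.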

We also compared how conjugation of blank NP modulated the MDSC transcriptome (figs. S10 and S11). 

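The 18 chemokine ligand genes had an NES of 1.65 between MDSC-NP-Blk and MDSC (adjusted p = 0.0187 from fgsea over 15 sets), with 13 higher in MDSC-NP-Blk, 8 called higher, and 2 called lower. This result passed the threshold by a small margin and depended on the processing. With a correction for transcript length the NES was 1.43, with genes ranked by fold change it was 1.56, and neither passed the threshold. Cxcl2, on chromosome 5 from 91051730 to 91053797, had a normalized count of 6306 ± 619 (SD, n = 4) in MDSC-NP-Blk and 2575 ± 282 (SD, n = 4) in MDSC, in which replicate 2 stood apart at 2995. Its log2 fold change was 1.29 (standard error 0.0659, adjusted p = 2.5e-17 from edgeR's quasi-likelihood test). Ccl4, on chromosome 11 from 83553383 to 83555509, had a log2 fold change of 1.56 (standard error 0.0751, adjusted p = 5.8e-18). For the response to lipids, a list of 37 genes that respond to lipopolysaccharide was tested in place of the paper's set. All 37 were higher in MDSC-NP-Blk, 21 of them called (NES 2.58, adjusted p = 1.6e-13). The list does not stand for the whole response to lipids. In fig. S11B, the paper's panel for it, 21 genes were higher and 9 lower, Ccl2 (−6.21) among the latter. Cd14, on chromosome 18 from 36858120 to 36859851, rose from 7287 ± 284 in MDSC to 44364 ± 2613 in MDSC-NP-Blk (SD, n = 4 each), a log2 fold change of 2.61 (standard error 0.0470, adjusted p = 9.1e-30). The 39 genes of the exocytosis machinery had an NES of 2.08 (adjusted p = 9.6e-06). Of these, 30 were higher, 23 with an adjusted p below 0.05, and 0 reached a log2 fold change of 1. Coro1a had a log2 fold change of 0.63, Lamp1 of 0.62, and Stx11 of 0.73. The S phase genes had an NES of −3.13 (adjusted p = 2.2e-16), with 40 of 42 lower and 9 called, and the G2 and M phase genes −3.00 (adjusted p = 5.6e-14), with 51 of 54 lower and 6 called.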

Conjugation of blank NPs up-regulated genes related to cell chemotaxis, cellular response to lipids, and exocytosis while down-regulating genes related to cell cycle progression.

### CITED traffics to and enhances the delivery of NPs to the CNS

We next conducted a biodistribution study to evaluate the trafficking of CITED to the inflamed CNS in murine experimental autoimmune EAE (Fig. 3A). Previous studies have reported that chronic CNS inflammation and associated leaky blood-brain barrier are involved in the progression of EAE, a murine model of MS (*45*). As living myeloid cells, MDSCs express chemokine receptors and can actively migrate to the inflamed CNS via chemokine-chemokine receptor interactions (*31*). We observed that 20 hours after intravenous administration, CITED MDSCs exhibited a 3.4-fold higher accumulation in the spinal cord of EAE mice compared to healthy mice (Fig. 3, B and C), indicating their targeted trafficking capability toward the inflamed spinal cord.

**Fig. 3.**
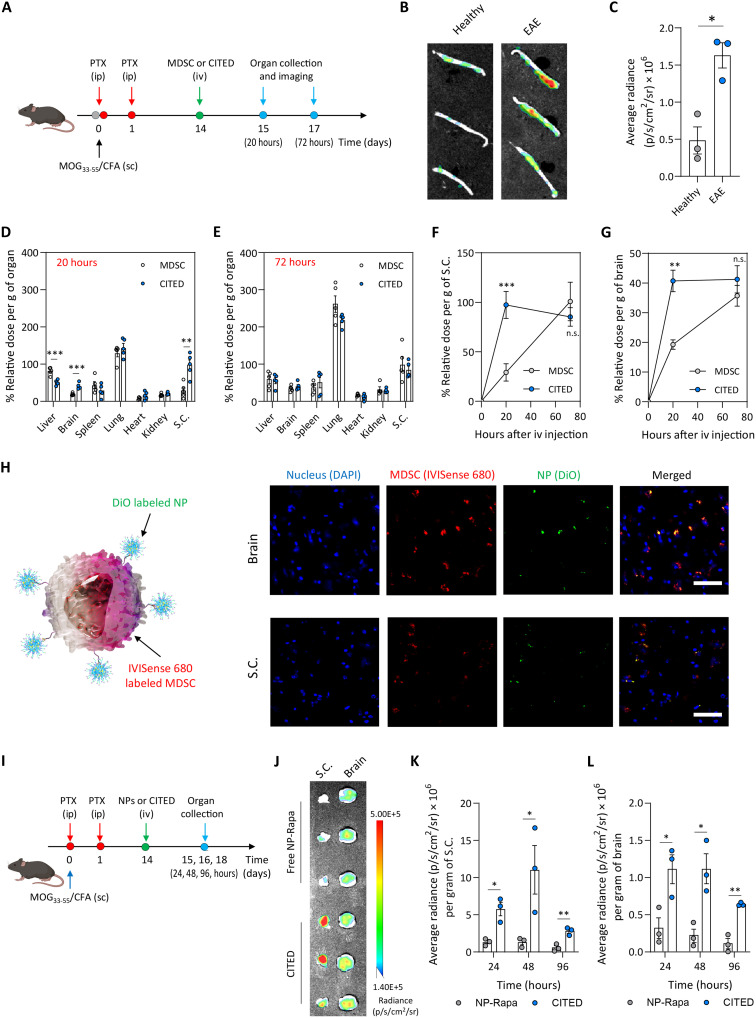
CITED effectively traffics to the CNS and enhances NP delivery to the CNS. (**A** to **G**) Biodistribution of CITED in an EAE model. (A) Schematic showing the schedule for the biodistribution study. Created in BioRender: Z. Zhao (2025); https://BioRender.com/2tie67h. (B) Representative Lago X images of the spinal cord (S.C.) of healthy or EAE mice 20 hours after intravenous (iv) injection of CITED (MDSCs labeled with IVISense 680). (C) Relative number of CITED MDSCs in the spinal cord of healthy versus EAE mice. [(D) and (E)] Biodistribution of MDSCs in major organs in the free form or in CITED, 20 hours (D) or 72 hours (E) after intravenous injection in the EAE model. [(F) and (G)] Comparison of the time-dependent MDSC accumulation in the spinal cord (F) or brain (G) after intravenous formulation administration. (**H**) Confocal fluorescence microscopy images showing the presence of CITED in the brain and spinal cord, 20 hours after intravenous injection. For CITED in this study, MDSCs and NPs were labeled by IVISense 680 and DiO, respectively. Scale bars, 50 μm. (**I** to **L**) CITED enhanced the delivery of NPs (NP-Rapa) to the CNS in an EAE model. (I) Schematic showing the schedule for the study. In this study, NP-Rapa NPs were fluorescently labeled by coloading DiR. Created with BioRender. (J) Lago X images showing the accumulation of NPs, either in the free or CITED form, to the brain and spinal cord 48 hours after intravenous injection. [(K) and (L)] Amount of NPs in the spinal cord (K) and brain (L). For (B) and (C), *n* = 3 biologically independent animals. For (D) to (G), *n* = 5 biologically independent animals. For (I) to (L), *n* = 3 biologically independent animals. Data in (C) to (G), (K), and (L) are presented as means ± SEM. For (C) to (G), (K), and (L), statistical analysis was conducted by two-tailed Student’s *t* test: *P < 0.05; **P < 0.01; ***P < 0.001. ip, intraperitoneal; sc, subcutaneous.

Further biodistribution studies revealed that, in EAE mice, CITED showed significantly reduced accumulation in the liver and markedly higher accumulation in the brain and spinal cord compared to MDSCs alone at 20 hours postadministration (Fig. 3D). However, by 72 hours postinjection, CITED showed a similar biodistribution profile as MDSCs alone (Fig. 3E). Time-course analyses of cell accumulation in the CNS showed that CITED trafficked to the spinal cord and brain more rapidly than MDSCs alone (Fig. 3, F and G). This result is consistent with our RNA-seq data (fig. S8, C and E to F) showing CITED up-regulated genes related to cell chemotaxis and locomotion. 

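In the Reactome collection, the set Chemokine receptors bind chemokines, which holds genes for ligands as well as receptors, had 21 genes with a mean normalized count above 50. Its NES was 1.86 between CITED and MDSC (adjusted p = 0.0054 from fgsea over 613 sets), with a median log2 fold change of 0.85. Since this set mixes ligands with receptors, it cannot tell by itself whether receptors were enriched. The 9 receptor genes tested by themselves did not pass the threshold, although 8 were higher. At an adjusted p below 0.05, 5 of them were higher and 1 was lower. For the same comparison, 126 of the 613 Reactome sets were enriched among genes higher in CITED and 104 among genes lower in CITED.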

Our data also suggested that NP conjugation to CITED resulted in up-regulated expression of chemokine receptors including CCR2 and CX3CR1, which could facilitate MDSC migration (fig. S12). In a separate study, we fluorescently colabeled MDSCs and NPs in CITED and assessed their trafficking to the spinal cord and brain through confocal fluorescence imaging of sectioned tissues. At 24 hours postinjection, we observed colocalized MDSCs and NPs in the brain and spinal cord of EAE mice (Fig. 3H), indicating that CITED migrated intact and efficiently carried surface-decorated NPs to the inflamed CNS.

To further evaluate NP delivery, we conducted a follow-up NP biodistribution study comparing the accumulation of free rapamycin-loaded NPs (NP-Rapa) versus CITED-delivered NPs in the CNS at various time points after intravenous administration (Fig. 3I). At all tested time points, compared with free NPs, CITED resulted in a 3.5- to 5.1-fold and 4.3- to 8.3-fold higher NP accumulation in the brain and spinal cord of EAE mice, respectively (Fig. 3, J to L, and fig. S13A). Consistently, rapamycin quantification in brain and spinal cord tissues showed that, while rapamycin was detectable only at 24 hours in mice treated with NP-Rapa, it was present at markedly higher levels across all three time points in the CITED group (fig. S13, B and C). Notably, NP and rapamycin accumulation in both the brain and spinal cord peaked at 48 hours and declined by 96 hours in CITED-treated mice (Fig. 3, K and L, and fig. S13, A to C). These findings suggest that CITED could enhance NP accumulation within the inflamed CNS. Collectively, our biodistribution results demonstrated that CITED could efficiently traffic to the injured CNS and enhance the accumulation of surface-decorated NPs to inflamed CNS lesions.

### CITED shows robust therapeutic efficacy in an EAE model

Building on findings that CITED efficiently migrates to and accumulates in damaged CNS tissue, we next sought to evaluate its therapeutic efficacy in an established myelin oligodendrocyte glycoprotein (MOG)_35–55_ vaccination–induced EAE model. In this model, mice were treated after disease onset to assess the therapeutic efficacy of CITED (Fig. 4A). We used various parameters to assess treatment efficacy, including body weight loss, clinical scores, motor coordination performance, and myelin damage. Notably, Hank’s balanced salt solution (HBSS) was used to resuspend the cells prior to in vivo injection, as it better preserves cell viability compared to similar buffers such as saline and PBS. Accordingly, HBSS was used as the vesicle-negative control in the in vivo studies. HBSS-treated and NP-Rapa–treated mice showed similar patterns of body weight loss, with a sharp decline starting on day 13 (Fig. 4B). MDSC-treated mice showed a delayed onset of weight loss but also experienced a marked decline beginning on day 19. In contrast, mice in the CITED group showed no significant weight loss throughout the entire study period.

**Fig. 4.**
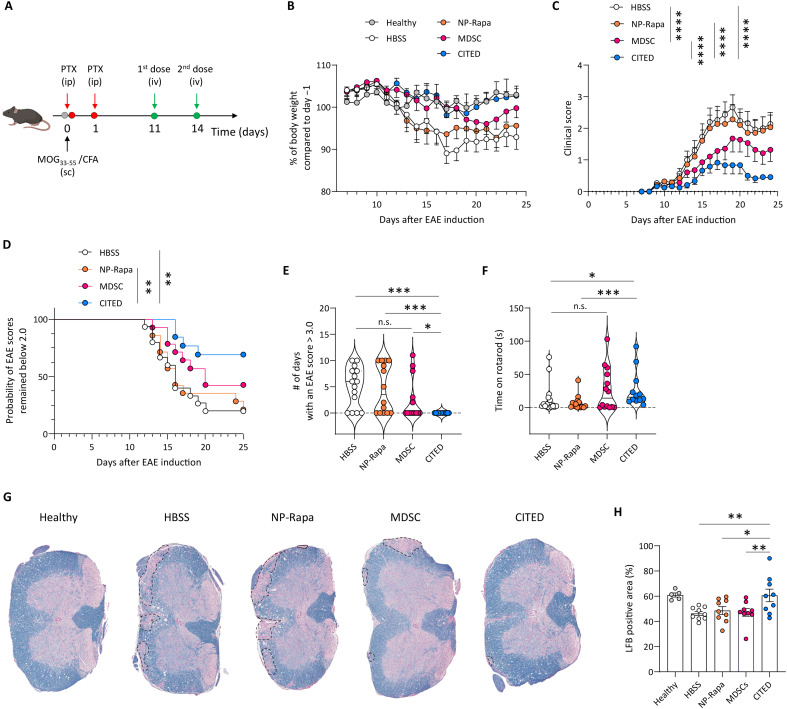
CITED inhibits disease progression in an EAE model. (**A**) Schematic showing the schedule for the therapeutic efficacy study. Created in BioRender: Z. Zhao (2025); https://BioRender.com/2tie67h. (**B**) Body weight change of EAE mice following different treatments. (**C**) Time-course changes of clinical scores for the EAE mice treated by different formulations. (**D**) Probability of clinical scores remaining <2.0 in different treatment groups. (**E**) Number of days with an EAE score of >3.0 for mice treated by different formulations. (**F**) Time (seconds) of mice remaining on a rotarod following different treatments on day 20 after disease induction. (**G**) Representative images of mouse spinal cord stained with Luxol fast blue (LFB) and fast red. The dotted circles indicate damaged area in the white matter. (**H**) Percentage of LFB-positive areas in the white matter of spinal cord. For (B) to (F), *n* = 5 biologically independent animals for the healthy group; *n* = 12 to 14 biologically independent animals for the other groups. For (H), *n* = 5 biologically independent animals for the healthy group; *n* = 9 biologically independent animals for the other groups. Data in (B), (C), (E), (F), and (H) are presented as means ± SEM. For (C), statistical analysis was conducted by two-way ANOVA with Dunnett’s test: ****P < 0.0001. For (D), statistical analysis was conducted by Mantel-Cox test: **P < 0.01. For (E) and (F), statistical analysis was conducted by Mann-Whitney test: *P < 0.05; ***P < 0.001. For (H), statistical analysis was conducted by one-way ANOVA with Dunnett’s test: *P < 0.05; **P < 0.01.

We also monitored clinical scores to assess the severity of disease progression (Fig. 4C). Compared to the HBSS-treated mice, MDSC-treated mice had significantly lower clinical scores, while the NP-Rapa treatment did not yield a notable benefit. Throughout the study, CITED-treated mice maintained an average clinical score of less than 1, which indicates only a limp tail with no abnormalities in leg movement. On day 24, 84.6% of the CITED-treated mice had an EAE score below 0.5, showing far greater therapeutic efficacy than in the HBSS, NP-Rapa, and MDSC groups (26.7, 28.6, and 50.0% of mice), respectively. In addition, throughout the entire study period, 69.2% of mice in the CITED group never reached a score of 2.0 or above (Fig. 4D). Although MDSC treatment also led to a higher percentage of mice maintaining a clinical score below 2.0 compared to the HBSS treatment, its effect was less potent than that of CITED. Furthermore, we recorded the total number of days each mouse exhibited a clinical score of 3.0 or above, which indicates a limp tail and paralysis of at least two legs. While the MDSC treatment did not show significant benefits, none of the CITED-treated mice reached a score of 3.0 (Fig. 4E).

We conducted a rotarod test (*46*) on day 20 to assess whether CITED could improve motor coordination of EAE mice (Fig. 4F). Compared to the HBSS treatment, NP-Rapa did not increase the time mice remained on the rotarod. MDSC treatment alone marginally improved motor coordination in a subset of treated mice. In contrast, CITED markedly increased rotarod performance compared to the HBSS treatment, indicating its robust efficacy in inhibiting disease progression. In addition, we conducted a histological analysis where mouse spinal cord samples were stained with Luxol fast blue (LFB) to detect myelin damage, a key pathological feature of MS (*1*, *47*). CITED showed significantly better efficacy in reducing myelin damage in the white matter compared to HBSS, NP-Rapa, and MDSC alone (Fig. 4, G and H). Furthermore, immunohistology staining revealed that CITED led to a significantly higher myelin basic protein (MBP) expression in the spinal cord than the HBSS treatment (fig. S14, A and B), further demonstrating CITED’s robust efficacy in preventing demyelination. Overall, our results demonstrate that CITED effectively inhibits EAE progression and promotes recovery.

Next, we evaluated the safety of CITED through blood chemistry and histological analyses. Blood chemistry results showed that CITED did not induce abnormal changes in liver function– or kidney function–related markers (fig. S15A). Consistently, histological analysis revealed no detectable damage to major organs caused by CITED (fig. S15B). These data collectively support the overall safety of CITED.

### CITED modulates the adaptive and innate immune environment in the CNS to promote immune homeostasis restoration

We conducted an immune cell profiling study to measure CITED’s ability to reprogram the immune microenvironment in the spinal cord and brain (Fig. 5A). Healthy CNS is an immune-privileged environment, and lymphocyte and myeloid cell infiltration is typically low. Massive infiltration of these cells into the spinal cord and brain is a hallmark of autoimmune activation in MS (*1*, *2*, *48*). Overall, CITED treatment significantly reduced the number of infiltrating myeloid cells and lymphocytes in the spinal cord and brain (Fig. 5, B and C, and figs. S16, A and B, and S18A), whereas MDSC or NP-Rapa treatments showed less benefit. Specifically, CITED demonstrated a 3.7- to 8.8-fold and a 2.7- to 5.6-fold greater efficacy in reducing myeloid cell and lymphocyte infiltration into the spinal cord, respectively, compared to HBSS, NP-Rapa, and MDSC treatments. Further analysis revealed that CITED markedly decreased spinal cord infiltration of various immune cells to levels closer to those seen in healthy mice, such as CD4 T cells (Fig. 5D), CD8 T cells (Fig. 5D), and B cells (fig. S17). Similar results were observed in the brain where CITED treatment reduced infiltration of various immune cells (Fig. 5E and fig. S18B). Notably, MDSC treatment alone significantly reduced immune cell infiltration in the brain but showed no significant effect in the spinal cord.

**Fig. 5.**
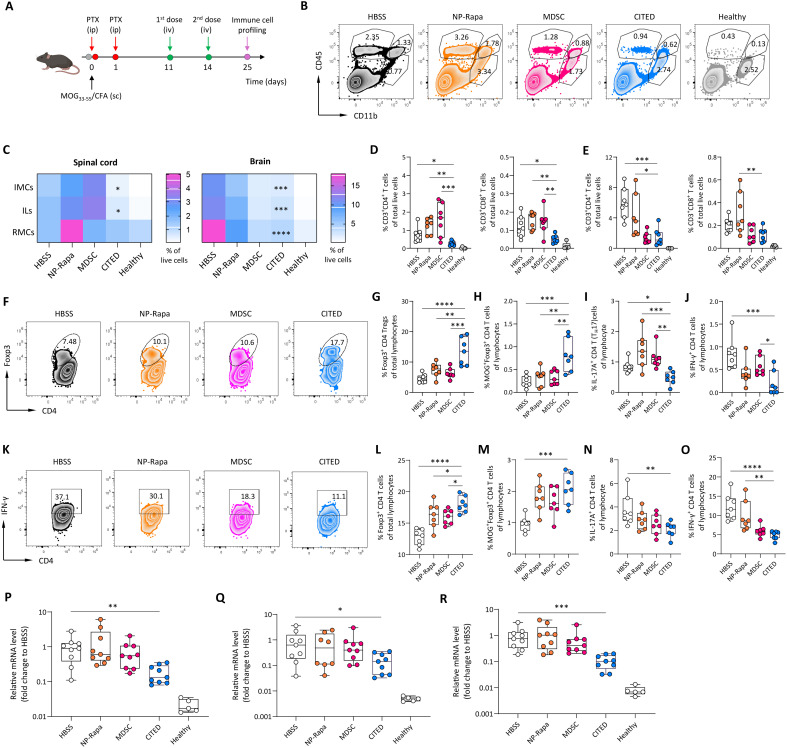
CITED modulates the adaptive immune environment of the spinal cord and brain to favor EAE resolution. (**A**) Schematic showing the study design. Created in BioRender: Z. Zhao (2025); https://BioRender.com/2tie67h. (**B** and **C**) Infiltrating and resident immune cells in the spinal cord and brain. (B) Representative flow cytometry plot showing different immune cell populations in the spinal cord. (C) Heatmap showing the relative number of infiltrating myeloid cells (IMCs), infiltrating lymphocytes (ILs), and resident myeloid cells (RMCs) in the spinal cord and brain. (**D** and **E**) Relative number of CD4 and CD8 T cells in the spinal cord (D) and brain (E). (**F** to **J**) CD4 T cell phenotypes in the spinal cord. [(F) and (G)] Representative flow cytometry plot (F) and relative number (G) of T_reg_ cells in the spinal cord. [(H) to (J)] Relative number of MOG_38–49_–specific T_reg_ cells (H), T_H_17 cells (I), and IFN-γ–expressing T_H_1 cells (J) in the spinal cord. (**K** to **O**) CD4 T cell phenotypes in the brain. (K) Representative flow plot of IFN-γ–expressing T_H_1 cells in the brain (pregated on CD4 T cells). [(L) to (O)] Relative number of T_reg_ cells (L), MOG_38–49_–specific T_reg_ cells (M), T_H_17 cells (N), and IFN-γ–expressing T_H_1 cells (O) in the brain. (**P** to **R**) qPCR quantification of the mRNA levels of IFN-γ (P), IL-1β (Q), and tumor necrosis factor–α (TNF-α) (R) in the spinal cord. For (C) to (O), *n* = 5 to 7 biologically independent animals. For (P) to (R), *n* = 5 to 9 biologically independent animals for the other groups. Data in (D), (E), (G) to (J), and (L) to (R) are presented as means ± SEM. For (C) to (E), (G) to (J), and (L) to (O), one-way ANOVA with Dunnett’s test: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; for (C), statistical comparison was for CITED versus HBSS. For (P) to (R), one-way ANOVA with Kruskal-Wallis test: *P < 0.05; **P < 0.01; ***P < 0.001.

Beyond reducing immune cell infiltration into the CNS at the global level, CITED also effectively modulated both adaptive and innate immune cell phenotypes. Due to the low number of infiltrating cells into the spinal cord and brain of healthy mice, which was not sufficient for further phenotype analysis, we did not include the healthy group in this analysis. Specifically, for CD4 T cell phenotypes, CITED treatment significantly increased the relative frequency of T_reg_ cells and antigen-specific T_reg_ cells in the spinal cord, resulting in a 1.8- to 2.9-fold and 2.4- to 3.5-fold increase, respectively, compared to the other treatments (Fig. 5, F to H). In addition, compared to the HBSS treatment, CITED significantly reduced the frequency of T_H_1 and T_H_17 cells in the spinal cord (Fig. 5, I and J), two T cell phenotypes known to be up-regulated in MS and contribute to disease progression (*49*, *50*). Notably, the shifting of CD4 T cells toward T_reg_ cells promoted by CITED may benefit long-term disease control, as T_reg_ cells, particularly antigen-specific T_reg_ cells, contribute to sustained immunotolerance in autoimmune diseases (*51*, *52*). Similarly, in the brain of EAE mice, CITED treatment also significantly increased T_reg_ cells and antigen-specific T_reg_ cells while simultaneously reducing T_H_1 and T_H_17 cells (Fig. 5, K to O). Furthermore, we found that CITED significantly down-regulated the expression of proinflammatory cytokines in the spinal cord of EAE mice, such as tumor necrosis factor–α (TNF-α), IL-1β, and IFN-γ (Fig. 5, P to R), supporting the finding that CITED significantly alleviated the CNS inflammation.

Next, we evaluated the infiltration of myeloid cell subtypes in the spinal cord and brain following different treatments. CITED significantly reduced the infiltration of CD11b^+^CD11c^−^ and CD11b^+^CD11c^+^ myeloid cells in both the spinal cord and brain, while MDSC or Rapa NP alone showed only modest effect in the brain (Fig. 6, A to D). Subsequently, we assessed the phenotype of infiltrating myeloid cells and resident microglia in the CNS. In the spinal cord, while the MDSC treatment alone did not show significant effect, CITED treatment significantly promoted the anti-inflammatory (M2-like) phenotype of infiltrating CD11b^+^CD11c^−^ myeloid cells, resulting in a 1.6-fold increase in CD206^+^ anti-inflammatory M2-like cells and a 24% reduction in CD86^+^ proinflammatory M1-like cells compared to HBSS treatment (Fig. 6, E to H). Similarly, CITED significantly modulated the phenotype of resident microglia, with a 1.3- to 1.4-fold increase in CD206^+^ microglia and a 57.9 to 74.6% reduction in CD40^+^ microglia compared to other treatment groups (Fig. 6, I to L). In the brain, CITED did not significantly alter the phenotype of infiltrating CD11b^+^CD11c^−^ myeloid cells (fig. S18, C and D) but showed a robust effect in promoting the anti-inflammatory phenotype of resident microglia (Fig. 6, M to P). Notably, MDSC treatment alone significantly up-regulated CD206^+^ microglia but had no significant effect on CD80^+^ microglia in the brain. Collectively, our findings demonstrate that CITED show a robust capability to modulate both the innate and adaptive immune environment in the CNS during EAE through multifaceted mechanisms, including reducing overall immune cell infiltration, promoting T_reg_ cell accumulation, and modulating the phenotype of myeloid cells.

**Fig. 6.**
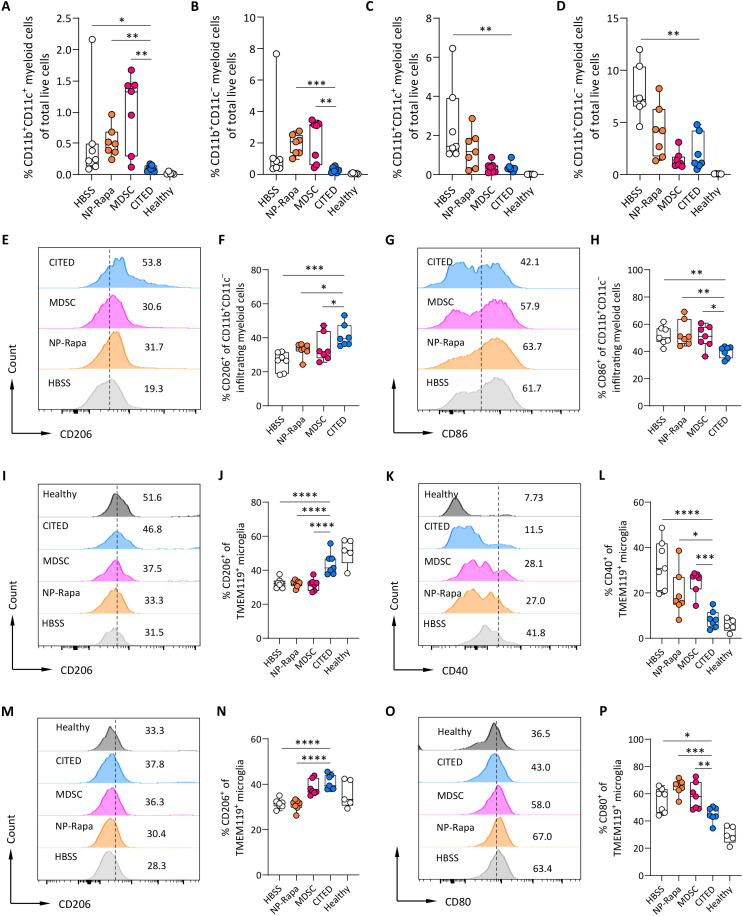
CITED modulates the innate immune environment of the CNS to favor EAE resolution. (**A** to **D**) Number of different infiltrating myeloid cells in the CNS following different treatments. [(A) and (B)] Percentage of infiltrating CD11b^+^CD11c^+^ (A) and CD11b^+^CD11c^−^ (B) myeloid cells in the spinal cord. (C and D) Percentage of infiltrating CD11b^+^CD11c^+^ (C) and CD11b^+^CD11c^−^ (D) myeloid cells in the brain. (**E** to **L**) Phenotype of myeloid cells in the CNS. (E to H) Representative flow plots (E and G) and quantitative analysis [(F) and (H)] of CD206^+^ (M2-like) and CD86^+^ (M1-like) infiltrating myeloid cells in the spinal cord. (I to L) Representative flow plots [(I) and (K)] and quantitative analysis [(J) and (L)] of CD206^+^ (M2-like) and CD40^+^ (M1-like) resident microglia in the spinal cord. (**M** to **P**) Phenotype of resident microglia in the brain. Representative flow plots [(M) and (O)] and quantitative analysis of CD206^+^ (N) and CD80^+^ (P) resident microglia in the brain. For (A) to (P), *n* = 5 biologically independent animals for the healthy group; *n* = 7 biologically independent animals for the other groups. Data in (A) to (D), (F), (H), (J), (L), (N), and (P) are presented as means ± SEM. For (A) to (D), statistical analysis was conducted by one-way ANOVA with Kruskal-Wallis test: *P < 0.05; **P < 0.01; ***P < 0.001. For (F), (H), (J), (L), (N), and (P), statistical analysis was conducted by one-way ANOVA with Dunnett’s test: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

We also performed immune cell profiling on the spleen and spinal cord–draining lymph nodes (SCDLNs) to assess CITED’s impact on the systemic immune response. Compared to the HBSS treatment, CITED did not significantly alter the relative frequency of general T cell and myeloid cell populations in either the spleen or SCDLNs, except for a marked increase in Gr1^+^CD11b^+^ MDSCs (figs. S19, A to F, and S20, A to F). While the overall frequencies of T_H_1 cells, T_H_17 cells, and T_reg_ cells were similar between the CITED and HBSS groups (figs. S19, G to I, and S20, G to I), CITED treatment resulted in a higher percentage of antigen-specific T_reg_ cells in both the spleen and SCDLNs of EAE mice (figs. S19, J and K, and S20J). Moreover, further analysis revealed that following the CITED treatment, T_reg_ cells in the spleen and SCDLNs expressed elevated levels of immune checkpoint markers, such as PD-1 and CTLA-4 (figs. S19, L to O, and S20, K and L). Antigen-specific T_reg_ cells in the spleen and SCDLNs can serve as a reservoir and sustain to modulate the disrupted immune tolerance in the CNS.

In addition, we assessed the immune cell profiles in the lungs. Although CITED accumulated substantially in the lungs, it did not significantly alter the numbers of major lung immune cell populations including CD4 and CD8 T cells, CD4 T cell subsets, B cells, alveolar macrophages, and various myeloid cell subtypes, compared with the control HBSS treatment (fig. S21). This is likely because MDSC-mediated immunosuppression depends on both the activation status of target cells (e.g., T cells) and the inflammatory state of the surrounding tissue environment. MDSCs primarily suppress activated T cells in inflammatory environments, while nonactivated T cells in noninflammatory settings are relatively spared (*24*–*26*). Because the lungs are minimally inflamed in EAE, the suppressive effect of MDSCs/CITED in the lungs is expected to be limited.

## DISCUSSION

In this work, we report an engineered MDSC-based approach, CITED, for targeted immunotherapy of MS. CITED hinges on two key mechanisms of action to achieve precise and multimodal immune reprogramming in CNS. First, CITED harnesses the unique immunosuppressive properties of MDSCs, enhanced by the surface conjugation of rapamycin NPs, to function as an engineered cell therapy for immunomodulation. Second, CITED takes advantage of the intrinsic inflammation-homing ability of MDSCs to improve CNS-targeted accumulation, enhances rapamycin NP delivery to the CNS, and facilitates localized CNS-specific immunomodulation. In addition, the decoration of MDSC surface with rapamycin NPs enhances both mechanisms by amplifying the immunomodulatory functions of MDSCs and improving their migration capabilities. Our results demonstrate that by integrating these two mechanisms, CITED enables CNS-targeted, multimodal reprogramming of both innate and adaptive immune responses, restoring immune tolerance and effectively inhibiting MS disease progression. Notably, the dose of rapamycin used in our animal studies (8 μg/kg) was lower than that typically used in conventional rapamycin therapies, which are administered in the milligram per kilogram range. In CITED, rapamycin primarily enhances the immunomodulatory functions of MDSCs rather than mainly resolving inflammation through its direct anti-inflammatory effects.

The backbone of the CITED approach is the MDSC, a unique type of myeloid cells with intrinsic immunosuppressive activity. While the immunosuppressive functions of MDSCs in cancer have been relatively well elucidated (*53*), their role as a therapy in autoimmune diseases remains understudied. Insights from cancer-related studies, along with emerging evidence from autoimmune studies, suggest that MDSCs can modulate both innate and adaptive immunity through multifaceted mechanisms involving both cell contact–dependent and cell contact–independent pathways (*27*). However, a key challenge for their therapeutic use lies in their transient and suboptimal immunosuppressive activity, which is highly sensitive to changes of the surrounding disease immune environment. By leveraging surface-conjugated rapamycin NPs to enhance MDSC’s immunosuppressive function, CITED provides an effective approach for engineering MDSCs as potent cell therapies for autoimmune diseases such as MS. Our data demonstrate that while MDSCs or rapamycin NPs alone show limited efficacy in immune reprogramming or disease progression inhibition, the integration of both components via click chemistry–mediated linking enhances the immunomodulatory effects and therapeutic efficacy.

The effect of rapamycin NPs on MDSCs is most likely derived from both the rapamycin and the degradation product of PLGA. Notably, our data indicate that conjugating blank PLGA NPs to MDSCs also improves MDSC immunosuppressive function, although less effectively than rapamycin NPs. Prior studies have shown that lactic acid, a PLGA degradation product, can affect intracellular metabolic pathways, up-regulate immune checkpoint expression on myeloid cells such as PD-L1, and enhance MDSC’s immunosuppressive function (*39*, *40*). Our data are in line with these reports. In addition, rapamycin, an inhibitor for the mammalian target of rapamycin, has also been reported to enhance the immunosuppression function of MDSCs via modulating the NF-κB signaling pathway (*32*). By conjugating rapamycin-PLGA NPs to MDSCs as “backpacks,” CITED enables sustained release of rapamycin and lactic acid, resulting in prolonged enhancement of MDSC’s immunosuppressive activity. 

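CITED and MDSC-NP-Blk differ in the rapamycin load of the NPs, and 469 genes were differentially expressed between them, 115 up-regulated and 354 down-regulated in CITED. Without the fold change threshold, 3883 genes had an adjusted p-value below 0.05. Of the 333 genes called higher in MDSC-NP-Blk than in MDSC, 79 were higher still in CITED and 36 were lower than in MDSC-NP-Blk. The other 218 did not differ at an adjusted p of 0.05. Of the 505 genes called lower in MDSC-NP-Blk than in MDSC, 110 were lower still, 57 were higher, and 338 did not differ. The immune inhibitory genes had an NES of 1.88 between CITED and MDSC-NP-Blk (adjusted p = 9.8e-04 from fgsea over 15 sets), with 25 of 39 higher, 1 called higher and 1 called lower. With genes ranked by fold change their NES was 1.17, and camera gave an adjusted p of 0.179, so this result did not pass the threshold under either. The chemokine ligands had an NES of 2.17 (adjusted p = 6.6e-05), with 13 of 18 higher and 3 called. For the Reactome set Chemokine receptors bind chemokines the NES was 1.67. That result changed under 4 of 8 alternatives, with an adjusted p from fgsea of 0.0214 to 0.393. The chemokine receptors had an NES of −0.89 (adjusted p = 0.69), whose sign was positive under DESeq2. Gpnmb had a normalized count of 46909 ± 734 (SD, n = 4) in CITED and 19941 ± 1012 (SD, n = 4) in MDSC-NP-Blk, a log2 fold change of 1.23 (standard error 0.0440, adjusted p = 7.6e-21 from edgeR's quasi-likelihood test). Ccl9 had a log2 fold change of 0.83 (standard error 0.0479, adjusted p = 2.5e-15) and Ccl6 of 0.66 (standard error 0.0404, adjusted p = 8.2e-15), each with all 4 CITED libraries above all 4 MDSC-NP-Blk libraries. Lilrb4a, with a log2 fold change of 0.75, shares all of its 31-base words with other genes.

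**Figure D3:**
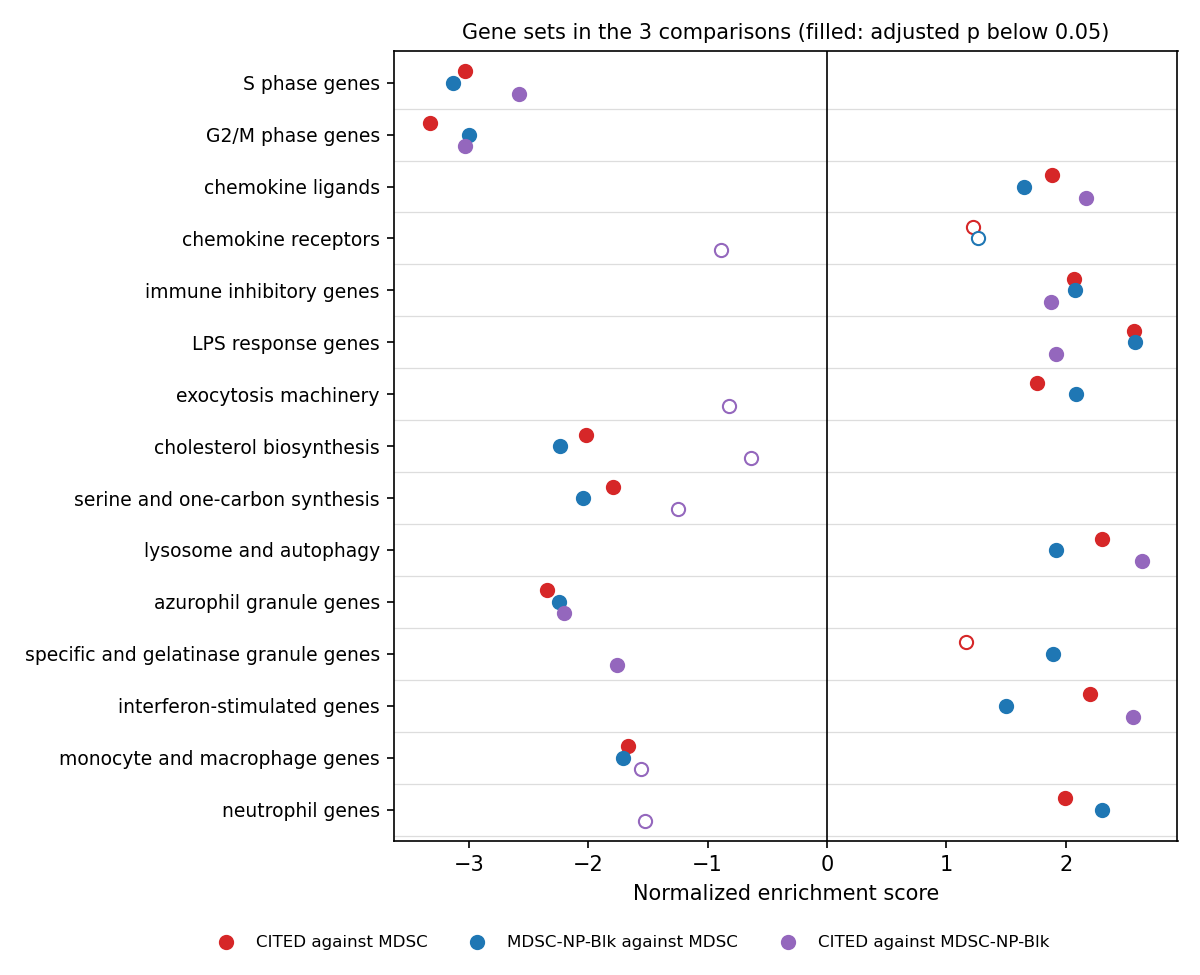
Normalized enrichment scores of 15 gene sets (points) in 3 comparisons of MDSC, MDSC-NP-Blk, and CITED; filled points have an adjusted p below 0.05. Among the sets for immune inhibition and chemokine ligands, all 3 comparisons are filled, and the cell cycle sets are negative in all 3.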

Our unbiased transcriptomic analysis demonstrated that the decoration with blank PLGA NP itself can augment the chemotactic gene expression program and that the addition of rapamycin further reprograms the expression of genes related to the regulation of immune responses and chemotaxis. CITED, therefore, generates cells that can rapidly migrate to inflammatory sites. We found that NP and rapamycin both down-regulate cell cycle progression, which could be indicative of reduced differentiation of the cells and also underscores the safety of CITED because there is less risk of unfettered cell proliferation after cell delivery.

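Between CITED and MDSC-NP-Blk, the S phase genes had an NES of −2.58 (adjusted p = 1.7e-13 from fgsea over 15 sets), with 40 of 42 lower in CITED and 8 called. The G2 and M phase genes had an NES of −3.03 (adjusted p = 2.6e-33), with 52 of 54 lower and 23 called. Kif11 had a normalized count of 1629 ± 164 (SD, n = 4) in MDSC-NP-Blk, between the counts of the other groups. Its log2 fold change was −1.01 for MDSC-NP-Blk against MDSC (standard error 0.0628, adjusted p = 3.4e-15 from edgeR's quasi-likelihood test) and −1.22 for CITED against MDSC-NP-Blk (standard error 0.0668, adjusted p = 6.1e-16). Top2a had 5754 ± 673 (SD, n = 4) in MDSC-NP-Blk, with log2 fold changes of −0.97 and −1.18 in the same comparisons. The corresponding values were −0.95 and −1.05 for Rrm1, on chromosome 7 from 102090890 to 102119709.

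**Figure D4:**
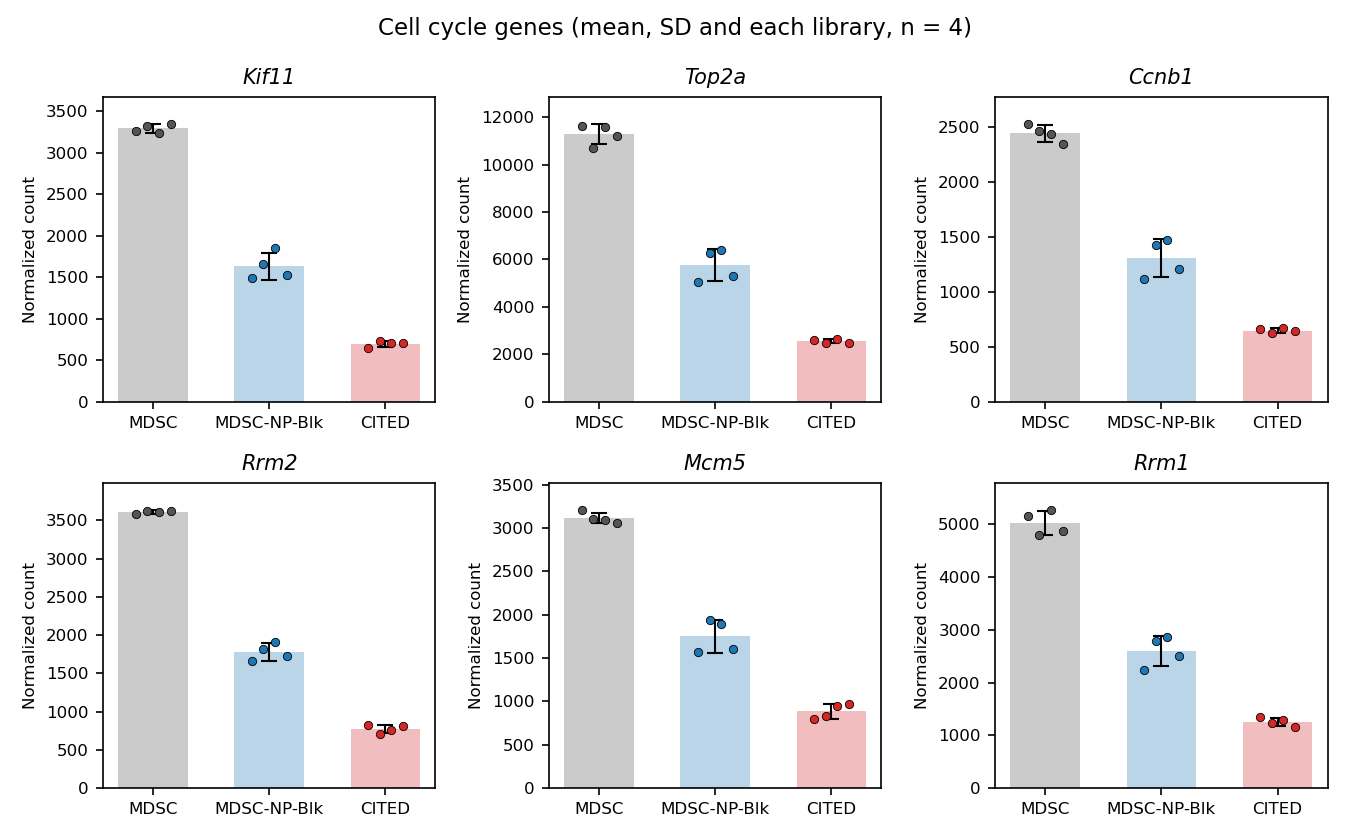
Normalized counts of 6 cell cycle genes in each library (points), with the group mean (bars) and SD (error bars). In each of the 6, the 4 MDSC-NP-Blk libraries lie between the MDSC and the CITED libraries.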

A key feature of CITED is its capability to efficiently migrate to the inflamed CNS through an active trafficking mechanism, which addresses a major challenge in MS therapy. This targeted trafficking is driven by the innate chemotactic properties of MDSCs and the elevated expression of chemokine receptors, such as CCR2 and CX3CR1, following rapamycin NP conjugation. CITED achieved significantly higher accumulation of NPs or injected cells in the CNS compared to free NPs or MDSCs alone, demonstrating its robust ability to cross the blood-brain barrier and enhance the delivery of therapeutic agents directly to the inflammation sites. The robust therapeutic efficacy of CITED in the EAE model is attributed to its multifaceted immunomodulatory mechanisms. CITED treatment significantly reduced infiltration of immune cells into the CNS, rebalanced the proinflammatory and regulatory CD4 T cell phenotypes, and polarized infiltrating myeloid cells and resident microglia to anti-inflammatory phenotypes. CITED’s ability to modulate both adaptive and innate immune responses underscores its potential for sustained disease inhibition. By increasing the number of T_reg_ cells, including antigen-specific T_reg_ cells, and reducing proinflammatory T cell subsets such as T_H_1 and T_H_17 cells, CITED promotes the restoration of immune tolerance in the CNS. The polarization of resident microglia and infiltrating myeloid cells toward an anti-inflammatory phenotype further supports the resolution of neuroinflammation. These immunomodulatory effects were localized to the CNS, with minimal impact on systemic immune cell populations, highlighting the specificity of CITED. Notably, our in vivo data showed that CITED increased the frequency of T_reg_ cells in the brain and spinal cord. This increase was most likely due to the local expansion of preexisting T_reg_ cells within the CNS rather than de novo generation, as de novo generation from naive CD4 T cells typically occurs in secondary lymphoid organs. Local expansion of T_reg_ cells in the CNS in EAE has been previously reported (*54*). However, our current data could not exclude the possibility that CITED promoted the de novo generation of T_reg_ cells, especially antigen-specific T_reg_ cells, in secondary lymphoid organs, which subsequently infiltrated the CNS. Future studies are needed to determine whether CITED primarily induces de novo T_reg_ cell generation or expands resident T_reg_ cell populations. Notably, compared to other promising investigational cell therapies for MS, such as chimeric antigen receptor T cells that primarily target a single cell population (in most cases, B cells) for depletion (*55*), CITED may offer a more comprehensive approach due to its multimodal immunomodulatory capability, which allows it to address multiple pathological pathways.

It is important to note that, while we only demonstrated CITED’s therapeutic potential in MS, its modular design offers the flexibility to incorporate other rationally selected payloads, allowing potential adaptation for other inflammatory diseases and autoimmune disorders where immune homeostasis is disturbed. However, the broader applicability of CITED needs to be further investigated in future studies. Notably, CITED does not require any ex vivo genetic engineering, which mitigates some of the manufacturing challenges associated with conventional cell therapies. Nonetheless, the complexity of the CITED approach (e.g., the source of MDSCs) needs to be further considered for clinical translation. Isolating an adequate number of native MDSCs from a patient’s blood may be challenging. A more feasible approach may involve producing MDSCs through differentiation from bone marrow cells or by leveraging induced pluripotent stem cell–based methods. In summary, CITED represents a comprehensive approach for multimodal targeted immunomodulation and provides a broadly effective platform for developing effective immunotherapies for MS and potentially other autoimmune disorders.

## MATERIALS AND METHODS

### Materials

Poly(lactide-*co*-glycolide) (PLGA, Resomer RG 653 H) was purchased from Sigma-Aldrich (St. Louis, MO). Poly(lactide-*co*-glycolide)-poly(ethylene glycol) with dibenzocyclooctyne [PLGA-PEG-DBCO; molecular weight (MW): 20 kDa/5 kDa] and poly(lactide-*co*-glycolide)-*b*-poly(ethylene glycol) methyl ether (mPEG-PLGA; MW: 2 kDa/20 kDa) were purchased from Nanosoft Polymers (Lewisville, NC). Rapamycin was purchased from MedChemExpress (Monmouth, NY). Penicillin/streptomycin was obtained from Cytiva (Marlborough, MA). RPMI-1640 and heat-inactivated FBS were purchased from Corning (Corning, NY). Recombinant murine IL-6 and recombinant murine GM-CSF were obtained from BioLegend (San Diego, CA). 2-Mercaptoethanol, Hepes buffer, ACK buffer, sodium pyruvate, 1,1′-dioctadecyl-3,3,3′,3′-tetramethylindodicarbocyanine (DiD), 3,3′-dioctadecyloxacarbocyanine perchlorate (DiO), 1,1′-dioctadecyl-3,3,3′,3′-tetramethylindocarbocyanine perchlorate (DiI), 1,1′-dioctadecyl-3,3,3′,3′-tetramethylindotricarbocyanine iodide (DiR), IVISense 680 fluorescent cell labeling dye, Hoechst 33342, and CellTrace Violet were purchased from Thermo Fisher Scientific (Waltham, MA). DBCO–PEG_3_–fluorescein isothiocyanate (FITC) was purchased from Conju-Probe (San Diego, CA). *N*-azidoacetylgalactosamine-tetraacylated (Ac4GalNAz) was purchased from Vector Labs (Newark, CA). Multi-tissue dissociation kits and debris removal solution were purchased from Miltenyi Biotec (Gaithersburg, MD). MBP (D8X4Q) XP Rabbit Monoclonal Antibody was purchased from Cell Signaling (Beverly, MA). EasySep Mouse MDSC (CD11b^+^Gr1^+^) Isolation Kit and EasySep Mouse CD4^+^ T Cell Isolation Kit were purchased from STEMCELL Technologies (Vancouver, BC, Canada). High-Capacity cDNA Reverse Transcription Kit was purchased from Applied Biosystems (Waltham, MA). AceQ Universal SYBR qPCR Master Mix was purchased from Vazyme (San Diego, CA).

### Preparation and characterization of rapamycin NPs

Rapamycin-loaded NPs were prepared using a nanoprecipitation method. Briefly, 3 mg of PLGA (Resomer RG 653 H), 2 mg of mPEG-PLGA (MW: 2 kDa/20 kDa), and 1 mg of PLGA-PEG-DBCO (MW: 20 kDa/5 kDa) were dissolved in 300 μl of acetone. For rapamycin-loaded NPs, rapamycin constituting 14.5% of the polymers (w/w) was dissolved in acetone along with the polymers. The acetone mixture was then added dropwise into 3 ml of deionized (DI) water under constant stirring. The mixture was left in a fume hood overnight to ensure the complete evaporation of the organic solvent. NPs were washed three times with ultrapure water before being characterized for physicochemical properties. The hydrodynamic diameter and zeta potential of NPs were determined using a dynamic light scattering method (Malvern Nano-ZS Zetasizer). The morphology of NPs was characterized by SEM (JEOL JSM-IT500HR). The release profile of rapamycin from NPs was measured using a dialysis method against PBS using a dialysis membrane with a molecular cutoff of 10 kDa, and rapamycin was quantified using a Shimadzu ultrahigh-performance liquid chromatography (UHPLC) equipped with an ACQUITY UPLC BEH C18 Column (130 Å, 1.7 μm, 2.1 mm by 50 mm, Waters), using a 5 to 95% gradient mobile phase consisting of acetonitrile (0.1% formic acid) in water (0.1% formic acid). Rapamycin release from CITED in PBS containing 10% FBS was measured using a similar method. Rapamycin was quantified using a Shimadzu 8060 triple quadrupole mass spectrometer interfaced to a Nexera X2 LC-30AD solvent delivery system, equipped with an Agilent SB-CN cyano column (2.1 mm by 50 mm, 1.8 μm), using a mobile phase consisting of 5 mM ammonium acetate/0.1% formic acid (solvent A) and acetonitrile/0.1% formic acid (solvent B). The separation gradient was 43 to 98% solvent B over 3 min at a flow rate of 0.3 ml/min.

### MDSC culture

MDSCs were cultured from mouse bone marrow using IL-6 and GM-CSF as growth factors (*33*). Briefly, bone marrow was obtained from the tibias, femurs, and humeri of freshly euthanized female C57BL/6 mice (6 to 10 weeks of age). The harvested bone marrow cells were seeded into a 250 mm–by–20 mm petri dish at a concentration of 2.5 × 10^5^ cells/ml and cultured in RPMI-1640 medium supplemented with 10% FBS, 1% penicillin/streptomycin, 50 μM 2-mercaptoethanol, IL-6 (40 ng/ml), and GM-CSF (40 ng/ml). Nonadherent cells were harvested on day 3. To induce azido groups on the surface of MDSCs, Ac4GalNAz was added to the cell culture at a concentration of 50 μM on day 1 to obtain MDSC-azido. Harvested MDSCs were purified using an EasySep Mouse MDSC (CD11b^+^Gr1^+^) Isolation Kit (STEMCELL Technologies). To verify the presence of azido functional groups on MDSCs, MDSC-azido was resuspended in 3 ml of PBS at a concentration of 1 × 10^6^ cells/ml. The cells were then incubated with 2 μl of DBCO-PEG_3_-FITC (4 mg/ml in dimethyl sulfoxide) in the dark at room temperature for 30 min. The cells were washed with PBS three times and imaged using a fluorescence microscope (EVOS M5000 Imaging System, Thermo Fisher Scientific) or analyzed by flow cytometry (CytoFLEX, Beckman Counter).

### Conjugation of NPs to MDSCs for CITED preparation

NPs were conjugated to MDSCs using an azido-DBCO click chemistry–based method. In brief, MDSC-azido was resuspended in PBS containing 0.2% bovine serum albumin (BSA) at a concentration of 2 × 10^7^ cells/ml. Separately, 1 mg of NPs was resuspended in 75 μl of PBS containing 0.2% BSA. MDSCs and DBCO/PEG/PLGA NPs were mixed and incubated under continuous rotation on a revolver at 37°C for 1 hour. Conjugated MDSCs were subsequently washed three times with PBS containing 0.2% BSA to remove unbound NPs. To quantify the number of NPs on MDSCs, NPs were labeled with DiD and the number of NPs on cells were quantified using flow cytometry. In addition, the presence of NPs on MDSCs was characterized by CLSM and SEM. The amount of rapamycin carried by MDSCs was quantified using UHPLC according to the method described above.

### T cell proliferation inhibition assay

Mouse spleen was isolated from freshly euthanized female C57BL/6 mice (6 to 10 weeks of age) and mechanically disrupted, followed by passing the tissue through a 70-μm cell strainer to obtain a single-cell suspension. Red blood cells (RBCs) in the cell suspension were removed using ACK lysis buffer for 3 min on ice. After RBC lysis, splenocytes were washed with sterile PBS, labeled with CellTrace Violet, and prepared for the T cell inhibition study. In brief, MDSCs were cultured and prepared for coculture with CellTrace Violet–labeled splenocytes at varying ratios in RPMI-1640 medium supplemented with 10% FBS, 50 μM 2-mercaptoethanol, anti-mouse CD3 antibody (2.5 μg/ml; clone #145-2C11, BioLegend), and anti-mouse CD28 antibody (2.5 μg/ml; clone #E18, BioLegend). On day 3, fresh medium supplemented with 2-mercaptoethanol and antibodies was added to the culture. On day 5, the cell mixture was collected, stained with antibodies against CD4 (FITC, catalog #100510, clone #RM4-5, BioLegend) and CD8 (APC, catalog #162306, clone #S18018E, BioLegend), and analyzed for T cell proliferation by flow cytometry (CytoFLEX, Beckman Counter).

### CD4 T cell phenotype assay

Mouse CD4 T cells were collected from mouse spleens from freshly euthanized female C57BL/6 mice (6 to 10 weeks of age) using a murine CD4 T cell isolation kit (STEMCELL Technologies). MDSCs were cultured according to the method described before and prepared for coculture with CD4 T cells at varying ratios in RPMI-1640 medium supplemented with 10% FBS, 50 μM 2-mercaptoethanol, anti-mouse CD3 antibody (2.5 μg/ml; clone #145-2C11, BioLegend), and anti-mouse CD28 antibody (2.5 μg/ml; clone #E18, BioLegend). Fresh medium containing 2-mercaptoethanol and antibodies was added on day 3. On day 5, the cell mixture was collected, stained with antibodies against CD3 (Spark Blue 550, catalog #100260, clone #17A2, BioLegend), CD4 (Spark UV387, catalog #100492, clone #GK1.5, BioLegend), CD25 (APC/Fire810, catalog #102076, clone #PC61, BioLegend), Foxp3 (Alexa Fluor 647, catalog #126408, clone #FM-14, BioLegend), IFN-γ (APC/Fire750, catalog #505860, clone #XMG1.2, BioLegend), and IL-17A (BV785, catalog #506928, clone #TC11-18H10.1, BioLegend), and analyzed using flow cytometry (Aurora, Cytek).

### RNA-seq studies

The transcriptomes of MDSCs and MDSCs conjugated with NPs were assessed using bulk RNA-seq. Fresh MDSC, MDSC conjugated with blank NP, and MDSC conjugated with NP-Rapa NPs (CITED) were cultured in complete RPMI-1640 medium supplemented with IL-6 (40 ng/ml) for 24 hours. Total RNA was extracted from cells using the RNeasy Mini Kit (QIAGEN) in accordance with the manufacturer’s protocol. Briefly, 5 million cells were homogenized in cell lysis buffer, and the lysate was passed through a spin column to capture RNA. RNA was eluted in ribonuclease (RNase)–free water after washing. All the procedures were performed at 4°C to ensure RNA integrity. The quantity and purity of RNA were evaluated using a NanoDrop 2000 (Thermo Fisher Scientific). Extracted RNAs were stored at −80°C for subsequent RNA-seq analysis. Quantification analysis, RNA sample quality control, mRNA library preparation (poly A enrichment), and RNA-seq using the NovaSeq X Plus Series (PE150) were conducted at Novogen using standard protocols. RNA-seq data analysis was performed according to the method detailed in the Supplementary Materials.

### Biodistribution studies

Biodistribution of CITED and control formulations was tested in a MOG_35–55_–induced EAE model. All the animal experiments were performed in compliance with National Institutes of Health and institutional guidelines. All animal procedures were conducted according to approved protocols by the Institutional Animal Care and Use Committee at the University of Illinois, Chicago (21-098, 24-085). The EAE model was induced according to a protocol provided by the manufacturer (Hooke Laboratories). In brief, female C57BL/6 mice (10 weeks of age, the Jackson Laboratory) were housed in the animal facility for at least 1 week before disease induction. To induce EAE, on day 0, MOG_35–55_/complete Freund’s adjuvant (CFA) emulsion (~1 mg of MOG_35–55_ per milliliter of emulsion) was subcutaneously administered to two sites (0.1 ml per site). Pertussis toxin (PTX) was then intraperitoneally injected 2 and 24 hours later (120 ng per dose per mouse). Mice were kept minimally disturbed during the EAE studies. The development of EAE was monitored, and clinical scores and body weight of the mice were recorded daily. For the biodistribution study, on day 14 after MOG_35–55_ injection, labeled CITED or control formulations in which MDSCs and NPs were labeled with IVISense 680 and DiI or DiR, respectively, were resuspended in 150 μl of HBSS and injected into EAE mice via intravenous injection. Mouse organs were collected 20 and 72 hours after formulation injection and imaged using Lago X (Spectral Instruments Imaging). In a separate study for imaging biodistribution using confocal fluorescence microscopy, the brain and lumbar spinal cord were collected 20 hours after intravenous injection of CITED and fixed in 4% paraformaldehyde solution for 15 min at room temperature, followed by PBS washing. Fixed tissues were embedded into a 2% agarose gel (dissolved in DI water, LE Quick Dissolve Agarose, GeneMate). Embedded tissues were sectioned to 400-μm thickness using a vibratome (VT1200 S, Leica). The sectioned tissues were stained with 4,6-diamidino-2-phenylindole (DAPI) for nucleus visualization. An optical clearing method was used to enhance the imaging depth of the tissue samples. To achieve this, tissues were incubated in ascending concentrations of d-fructose solutions (20, 50, 80, and 100%, w/v, in 10 mM PBS) at room temperature. Fluorescence images were acquired using an upright confocal microscope (Caliber I.D., RS-G4).

To evaluate the capability of CITED to enhance NP and rapamycin delivery to the brain and spinal cord, DiR was coloaded into NP-Rapa to prepare either free NP-Rapa or CITED formulations. A single dose of CITED (5 million cells) or NP-Rapa (equivalent NP dose to that in CITED) was intravenously injected into EAE mice on day 14. Brain and spinal cord were collected at 24, 48, or 96 hours and imaged using the Lago X system (Spectral Instruments Imaging). Tissues were then homogenized in 50% acetonitrile to extract rapamycin. Ecumicin was used as an internal standard and added to the tissue homogenate at a 1:2 (v/v) ratio. The homogenates were then centrifuged at 20,000*g* for 15 min, and the supernatants were collected for LC/mass spectrometry analysis. Quantitative measurement of rapamycin concentration was carried out using positive ion electrospray ionization on a Shimadzu 8060 triple quadrupole mass spectrometer interfaced to a Nexera X2 LC-30AD solvent delivery system. Separations were carried out on an Agilent SB-CN cyano column (2.1 mm by 50 mm, 1.8 μm) with a mobile phase consisting of 5 mM ammonium acetate/0.1% formic acid (solvent A) and acetonitrile/0.1% formic acid (solvent B). The gradient was set from 43 to 98% solvent B over 3 min at a flow rate of 0.3 ml/min with the column thermostated at 40°C. Mass spectrometry data were acquired in the SRM mode using the transition 931.4 > 864.4 at a collision energy of 22 eV.

### Therapeutic efficacy studies

The therapeutic efficacy studies were conducted in the MOG_35–55_–induced EAE model, which was induced according to the same protocol described before. In this model, mice start to develop symptoms on day 9. On day 9, mice were randomized into different treatment groups. On days 11 and 14, mice were intravenously injected with CITED or control formulations including HBSS, free rapamycin NPs (8 μg/kg), free MDSCs (5 million), and CITED [5 million MDSCs, rapamycin (8 μg/kg)]. Clinical scores and body weight of mice were monitored daily. The clinical scores were determined using an established disease score rubric from Hooke Laboratories. On day 20, the motor coordination ability of EAE mice after different treatments was assessed via a rotarod assay (*46*). On day 25, the spinal cord of randomly selected mice in each treatment group was collected for histological staining and analysis according to methods detailed in the Supplementary Materials.

### Immune cell profiling studies

To evaluate CITED’s ability to modulate the immune responses in EAE mice, mice were treated according to the same schedule and dosing regimen as in the efficacy studies. On day 25, the brain, spinal cord, spleen, and SCDLNs (iliac and cervical lymph nodes) of mice were collected and processed into single-cell suspensions. Spleen and lymph nodes were processed by mechanically pushing the tissues through a 70-μm cell strainer, while the brain and spinal cord were processed using a Multi Tissue Dissociation Kit 1 (Miltenyi Biotech). The cells were washed with PBS and stained with antibodies at titrated concentrations. Antibodies were obtained from BioLegend, National Institutes of Health Tetramer Core, or Invitrogen, including the following (i) from BioLegend: anti-CD45 (Spark Blue 574, catalog #103184, clone #30-F11), anti-CD11b (PerCP/Fire806, catalog #101294, clone #M1/70), anti-CD11c (PerCP, catalog #117326, clone #N418), anti-F4/80 (BV510, catalog #123135, clone #BM8), anti-CD80 (BV650, catalog #104732, clone #16-10A1), anti-CD86 (AF700, catalog #105024, clone #GL-1), anti-MHCII (BV605, catalog #107639, clone #M5/114.15.2), anti-CD206 [(phycoerythrin) PE/Fire700], catalog #141741, clone #C068C2), anti-Gr1 (BV570, catalog #108431, clone #RB6-8C5), anti-CD40 (BV421, catalog #124641, clone #3/23), anti-CD3 (Spark Blue 550, catalog #100260, clone #17A2), anti-CD4 (Spark UV387, catalog #100492, clone #GK1.5), anti-CD8 (Pacific Blue, catalog #100725, clone #53-6.7), anti-Foxp3 (AF647, catalog #126408, clone #MF-14), anti-CD25 (APC/Fire810, catalog #102076, clone #PC61), anti-IFN-γ (APC/Fire750, catalog #505860, clone #XMG1.2), anti-IL17A (BV785, catalog #506928, clone #TC11-18H10.1), anti-CD19 (FITC, catalog #152403, clone #1D3/CD19), anti-PD-1 (PE/Cy5, catalog #135256, clone #29F.1A12), anti-PD-L1 (BV711, catalog #124319, clone #10F.9G2), anti-CTLA-4 (PE/Dazzle594, catalog #106318, clone #UC10-4B9), and Zombie UV (catalog #423108); (ii) from National Institutes of Health Tetramer Core: PE-conjugated MOG_38–49_ tetramer; and (iii) from Invitrogen: anti-TMEM119 (PE/Cy7, catalog #103184, clone #V3RT1GOsz). Stained cell samples were subsequently measured by flow cytometry (Aurora, Cytek). Details of the antibodies and their concentrations are further shown in tables S1 and S2.

In addition, the total RNA was extracted from spinal cord using the TRIzol Reagent (Thermo Fisher Scientific) following the manufacturer’s protocol. Briefly, samples were homogenized in cell lysis buffer and mixed with chloroform. After centrifugation, the RNA-containing phase was collected followed by precipitation using isopropanol and 70% ethanol. RNA pellets were eluted in RNase-free water after washing. The quantity and purity of RNA were assessed using NanoDrop 2000 (Thermo Fisher Scientific). For RT-qPCR, cDNA was synthesized from 2 μg of total RNA using the high-capacity cDNA reverse transcription kit. RT-qPCR was performed using the ViiA 7 Real-Time PCR System (Life Technologies) with an AceQ Universal SYBR qPCR Master Mix Kit. Primers were designed as shown in table S3, and the relative mRNA levels were normalized to the housekeeping gene *GAPDH*.

### Statistical analysis

All experiments were repeated at least two times. No samples or data were excluded from analysis. All data points described are biological replicates. For animal studies, sample size was determined based on power analysis. Statistical analyses were performed using GraphPad Prism 10. All data are presented as means ± standard error of the mean (SEM). Student’s *t* test, one-way analysis of variance (ANOVA), two-way ANOVA, or Mann-Whitney test were used to determine significance. *P* values represent different levels of significance: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. All flow cytometry analyses were carried out using FlowJo 10 software.

# Supplementary material for: Nanoparticle-boosted myeloid-derived suppressor cell therapy for immune reprogramming in multiple sclerosis
**Source:** Sci Adv. 2025 Oct 15;11(42):eady4135. doi: 10.1126/sciadv.ady4135
**Supplement:** Supplementary file 1 — Supplementary Methods Figs. S1 to S27 Tables S1 to S3

Supplementary Materials for  
**Nanoparticle-boosted myeloid-derived suppressor cell therapy for immune  
reprogramming in multiple sclerosis**

Endong Zhang *et al.*

*Sci. Adv.* **11**, eady4135 (2025)  
DOI: 10.1126/sciadv.ady4135

**This PDF file includes:**

Supplementary Methods  
Figs. S1 to S27  
Tables S1 to S3

## Supplementary Methods

**MDSC co-culture with DCs.** For bone marrow-derived dendritic cells (BMDCs) culturing, bone marrow was obtained from the tibias, femurs and humeri of freshly euthanized C57BL/6 mice. Cells were cultured in RPMI-1640 medium supplemented with 10% FBS, 20 ng/mL GM-CSF, and 50  $\mu$ M 2-mercaptoethanol for 7 days to generate immature BMDCs. Fresh medium containing GM-CSF and 2-mercaptoethanol were added on days 3 and 6. On day 7, non-adherent cells (DCs) were then collected and stained with CellTrace™ CFSE. To investigate the effect of CITED or control formulations on BMDCs, CellTrace™ CFSE labeled BMDCs were pulsed with 1  $\mu$ g/mL lipopolysaccharide (LPS) and 40  $\mu$ g/mL ovalbumin (OVA) overnight. Activated BMDCs were then co-cultured with MDSCs at a MDSC-to-DC ratio of 1:1 for 24 hours. The expression of CD80 and CD40 on CellTrace™ CFSE labeled BMDCs were quantified by antibody staining against CD11c (PerCP, category # 117326, clone # N418, BioLegend), CD40 (BV421, category # 16-10A1, clone # 16-10A1, BioLegend), and CD80 (BV650, category # 124641, clone # 3/23, BioLegend) followed by flow cytometry analysis (Aurora, Cytex).

**RNA-seq data analysis.** Raw sequencing reads were processed using Salmon (v1.4.0) for pseudoalignment and transcript quantification. To enhance mapping accuracy and reduce spurious alignments, decoys were introduced during transcriptome index generation. Decoy sequences, including the genome assembly and other non-transcribed regions, were added to the index using the --decoys option in Salmon. The transcriptome reference and decoy sequences were obtained from GENCODE (Genome sequence, primary assembly (GRCm39)). Quantified transcript-level abundances were imported into R (v4.3.2) using the tximport package and aggregated to gene-level counts based on the GENCODE annotation. 

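The table made in this step lists 35303 gene symbols with 1 whole-number count per library. Salmon estimates the number of reads from each transcript and shares out reads that fit several transcripts, so its estimates are not whole numbers until they are rounded. Of the symbols, 16796 had 0 counts in all 12 libraries. The 50 genes with the most counts took 20.0% to 20.8% of the counts in MDSC, 23.1% to 23.5% in MDSC-NP-Blk, and 23.1% to 23.8% in CITED.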

Quality control was performed to ensure the robustness of the data. Genes with low expression across samples were filtered out using a predefined threshold (genes with fewer than 2 counts across all samples were excluded). Normalization of the count data was conducted using the variance stabilizing transformation (VST) function from the DESeq2 package (v1.42.1), which log-transforms the data and stabilizes variance across different levels of gene expression. Differential expression analysis (DEG) was performed using the DESeq2 package (v1.42.1). Gene-level count data were modeled using a negative binomial distribution, and hypothesis testing was conducted using the Wald test. 

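Of the 1765 genes called between CITED and MDSC with these thresholds in edgeR, 722 also passed a test against a log2 fold change of 1 (glmTreat), which asks that the change itself exceed the threshold. The corresponding numbers were 143 for MDSC-NP-Blk against MDSC and 59 for CITED against MDSC-NP-Blk.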

Genes with an adjusted p-value (Benjamini-Hochberg correction) below 0.05 and an absolute log2 fold change (log FC)  $\geq 1$  were considered differentially expressed. Gene Set Enrichment Analysis (GSEA) was performed on a ranked gene list derived from the differential expression analysis using the GSEA function from the ClusterProfiler package (v4.10.1) in R. Genes were ranked based on the Wald statistic, and only those with a base Mean > 50 were included in the analysis. This filtering ensured that the enrichment analysis focused on genes with sufficient expression levels, identifying pathways relevant to the ranked gene set. 

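The filter on base mean left 10556 genes. Of the 15 sets tested here in place of the Gene Ontology sets, 13 had an adjusted p-value below 0.05 between CITED and MDSC, 14 between MDSC-NP-Blk and MDSC, and 9 between CITED and MDSC-NP-Blk. When camera was used in place of the ranked test, the numbers were 9, 8, and 7.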

The analysis was conducted using the Biological Process (BP) ontology and genes annotated to Mus musculus (mouse) genome, with gene symbols converted to Entrez IDs.

**Histology, immunohistochemistry, and quantification.** Lumbar spinal cord sections from EAE mice after different treatments were harvested, fixed in 10% formalin at room temperature for 24 hours, and then processed through a graded series of ethanol, cleared in xylene, and embedded in paraffin. Paraffin-embedded tissues were sectioned at 5  $\mu$ m thickness using a microtome and mounted on glass slides.

For histological analysis, sections were deparaffinized in xylene, rehydrated through a graded ethanol series, and stained with Hematoxylin and Eosin (H&E) following standard protocols. Additionally, Luxol fast blue staining was performed to assess myelin content. For Luxol fast blue staining, tissue samples were processed in the ASP-300 automates tissue processor (Leica Biosystems) using a preset standard protocol and embedded into paraffin blocks. The tissue was sectioned at 5  $\mu$ m on positively charged slides, dried and baked at 60°C for an hour. A set of sections was deparaffinized and rehydrated to 95% ethanol using a preset protocol on the Leica Autostainer XL automated stainer (Leica Biosystems). Slides were incubated in Luxol Fast Blue (Newcomer Supply Inc, #12218) for two hours at 60°C, rinsed in 95% ethanol and distilled water and consecutively differentiated in 0.05% working solution on Lithium Carbonate (Newcomer Supply Inc, #12215) and 70% ethanol

until gray and white matter can be clearly distinguished. Slides were then counterstained with Nuclear Fast Red (Newcomer Supply Inc, #1255) for 5 minutes, washed, dehydrated on the Autostainer XL, and mounted with Micromount (Leica Microsystems, #3801730).

For immunohistochemistry (IHC) analysis, adjacent slides were used for immunohistochemistry with anti-Myelin Basic Protein antibody (1:1000, Cell Signaling, #78896). Staining was performed with a BOND Polymer Refine Detection Kit (Leica, #DS9800) on a BOND RX automated stainer (Leica Biosystems) according to the preset protocol. After deparaffinization, sections were subjected to heat-based antigen retrieval with BOND Epitope retrieval buffer 1 (pH 6.0, Leica Biosystems, # AR9961) for 20 min at 99°C. Endogenous peroxidase activity and non-specific binding was blocked by sequentially treating samples with peroxidase block (BOND Polymer Refine Detection Kit) and protein block (Background Sniper, Biocare Medical, #BS966) for 15 min at room temperature. Sections were then incubated with the primary antibody for 30 min. After several washes, the signal detection was performed with anti-rabbit-Poly-HRP and DAB from the BOND Polymer Refine Kit by incubating sections for 15 min and 10 min at room temperature correspondingly, and counterstained with hematoxylin. All slides were dehydrated on Autostainer XL and mounted with Micromount media. Stained sections were scanned using Leica Aperio AT2. Images were analyzed using Indica Labs HALO image analysis platform to quantify cell counts and staining intensity.

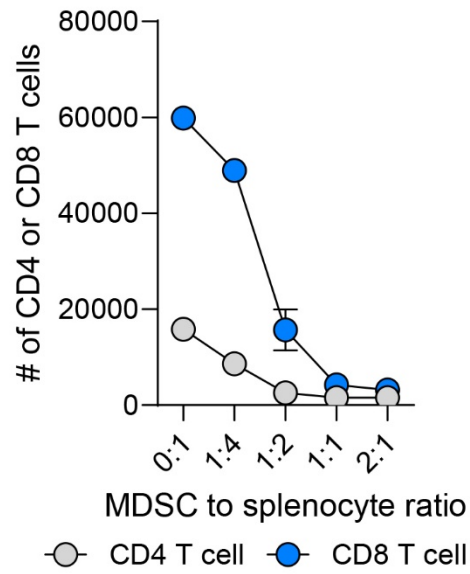

16 **Fig. S1. MDSC-like cells inhibit T cell proliferation.** The number of CD4 and CD8 T cells after co-culture with  
 17 MDSCs at different MDSC to splenocyte ratios for 5 days was shown. Data are presented as mean  $\pm$  SEM.  
 18

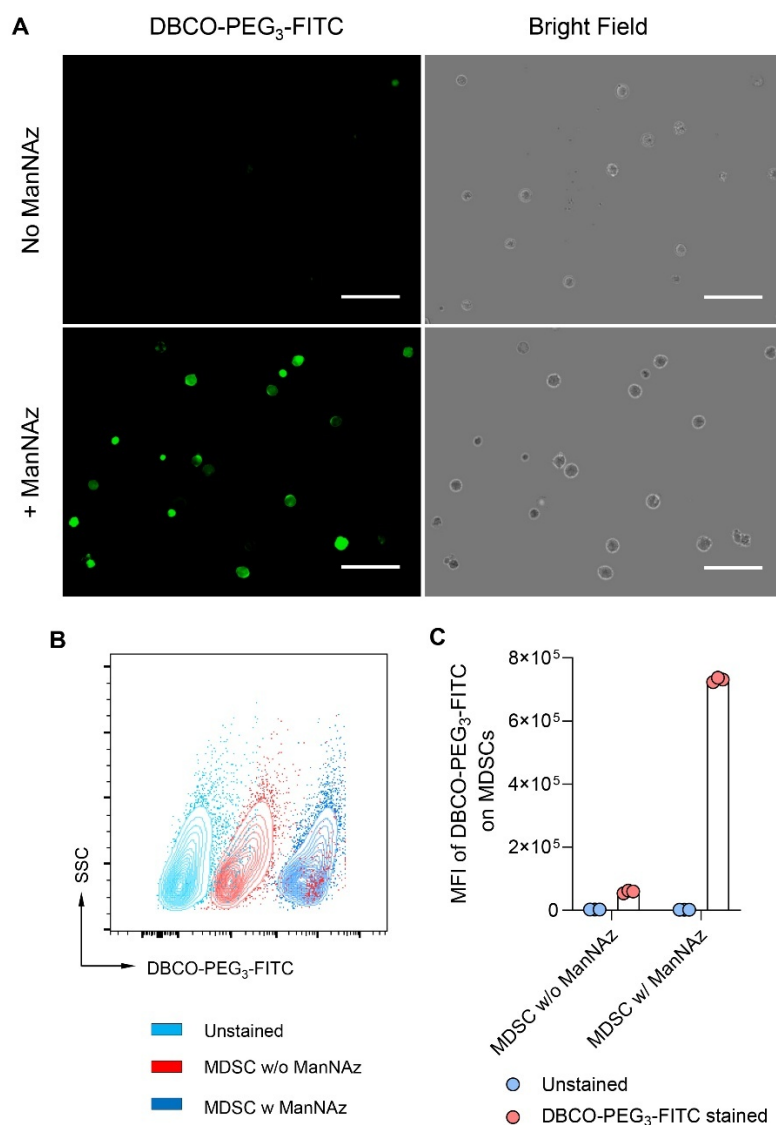

**Fig. S2. Reactive azido functional groups were displayed on MDSCs following incubation with Ac<sub>4</sub>ManNAz.** **A**, Fluorescence microscopic images of untreated or Ac<sub>4</sub>ManNAz-treated MDSCs after staining with DBCO-PEG<sub>3</sub>-FITC. Scale bar: 50  $\mu$ m. **B**, Representative flow cytometry plot of MDSCs stained with DBCO-PEG<sub>3</sub>-FITC. **C**, Quantification of the relative number of reactive azido groups (indicated by the mean fluorescence intensity of DBCO-PEG<sub>3</sub>-FITC) on untreated or Ac<sub>4</sub>ManNAz-treated MDSCs. Data in (C) are presented as mean  $\pm$  SEM.

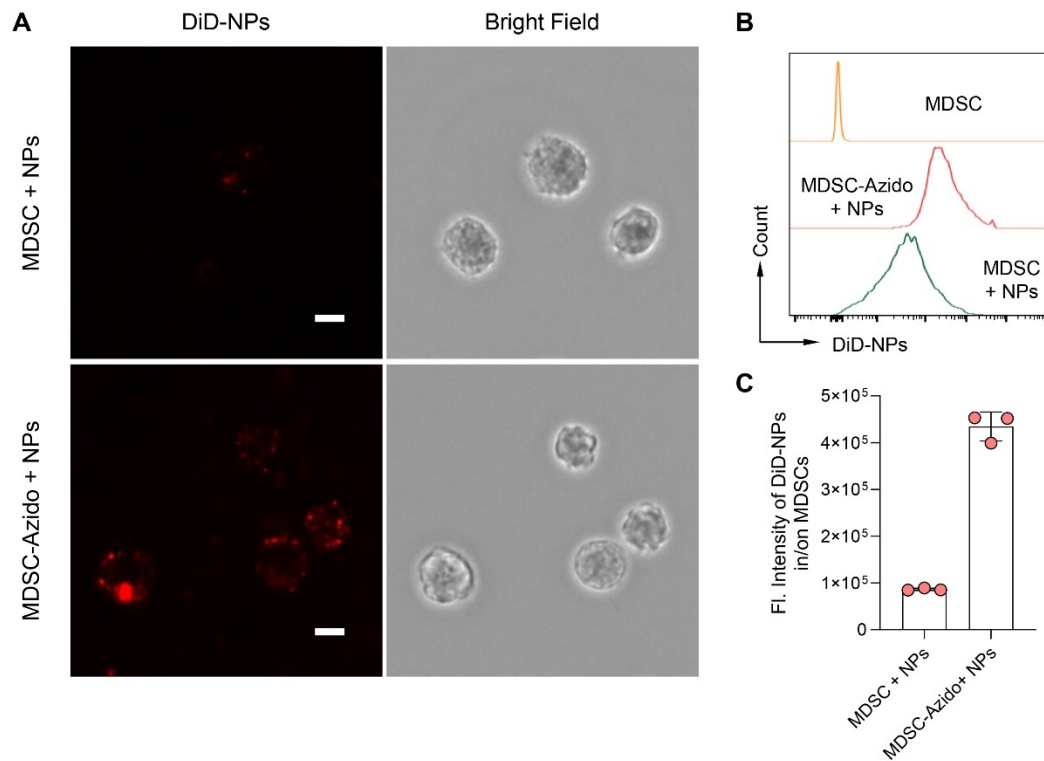

**Fig. S3. MDSCs show limited phagocytosis of the immunomodulatory NPs and the azido-DBCO click chemistry method enhances NP loading onto MDSCs.** **A**, Fluorescence microscopic images of MDSCs or MDSC-Azido after incubation with NPs for 1 hour. Scale bars: 5  $\mu$ m. **B**, Representative flow cytometry plots showing the relative number of NPs associated with MDSCs or MDSC-Azido after 1 hour of incubation. **C**, Quantification of the relative number of NPs (indicated by the mean fluorescence intensity of DiD) on untreated or azido-functionalized MDSCs. Data in (C) are presented as mean  $\pm$  SEM.

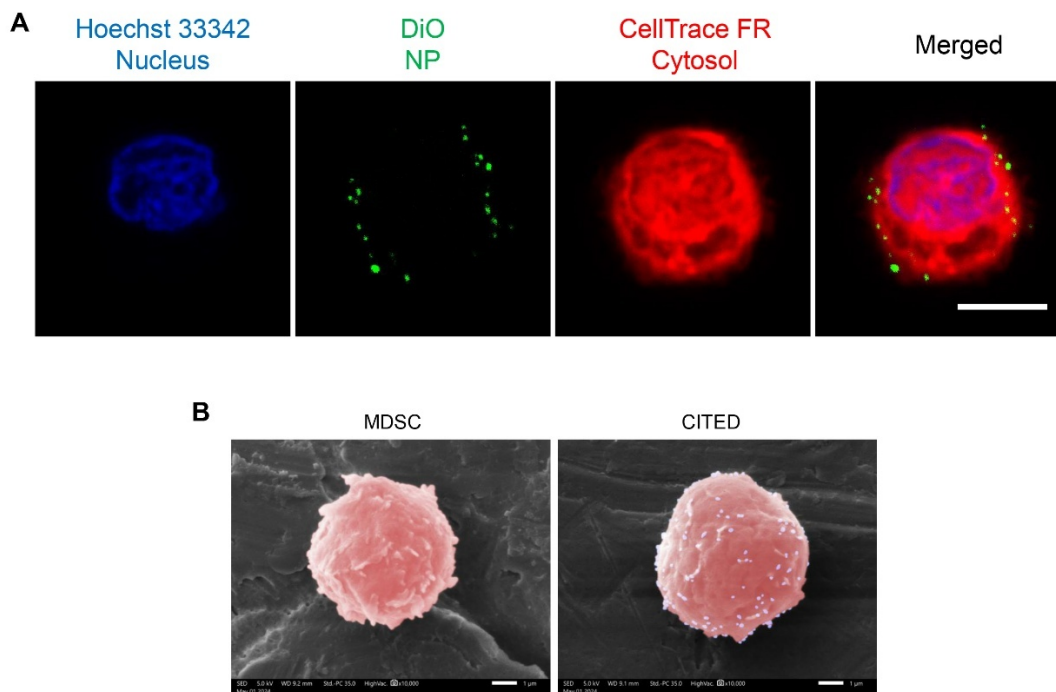

**Fig. S4. Representative confocal laser scanning microscopic (CLSM) and scanning electron microscopic (SEM) images of M-MDSC carrying immunomodulatory NPs on their surface. A, CLSM image of an M-MDSC carrying NPs. Scale bar: 5  $\mu$ m. B, Pseudo-colored SEM image of an M-MDSC carrying NPs. P-MDSC and NPs were pseudo-colored in pink and purple, respectively. Scale bars: 1  $\mu$ m.**

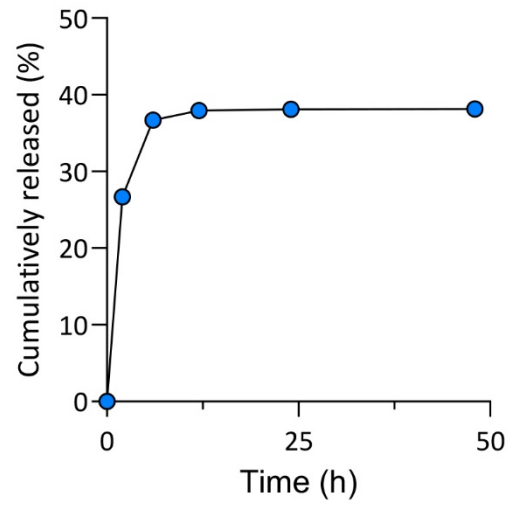

**Fig. S5. Cumulative release of rapamycin from CITED in PBS containing 10% FBS.** Data are presented as mean  $\pm$  SEM. n=3 independent samples.

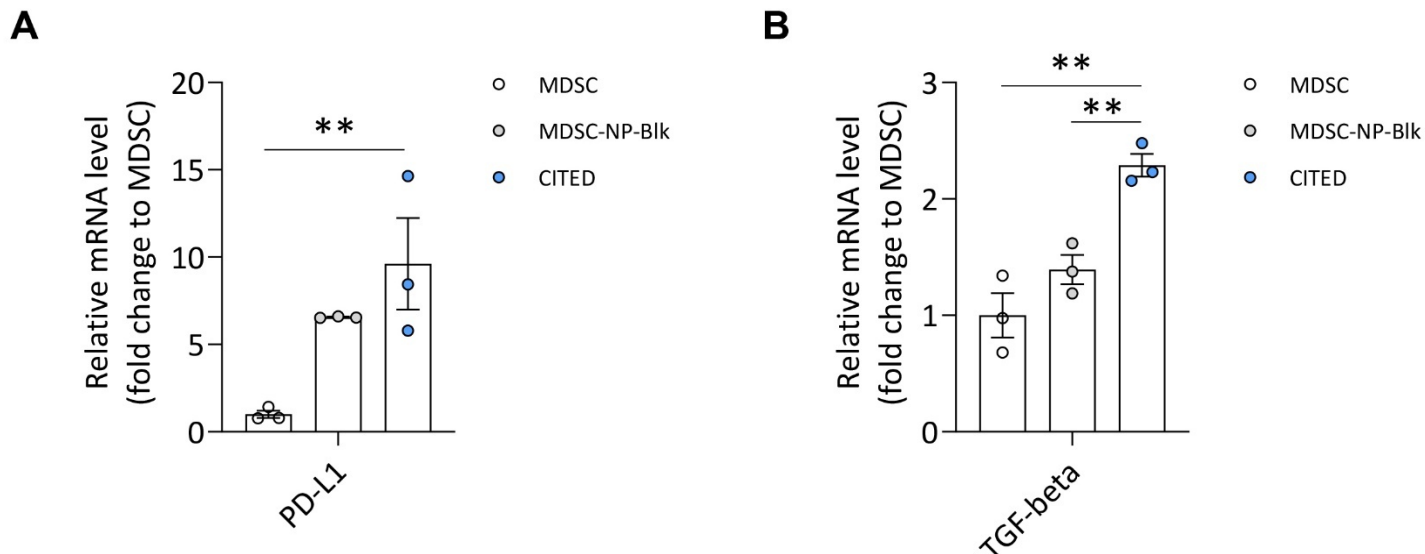

**Fig. S6. Relative mRNA level of PD-L1 and TGF- $\beta$  in different MDSC formulations.** mRNA level of PD-L1 (A) and TGF- $\beta$  (B) in MDSCs 24 hours after NP conjugation was quantified by RT-qPCR. Significantly different (One-way ANOVA with Dunnett test): \*\* p < 0.01. Data in (A, B) are presented as mean  $\pm$  SEM.

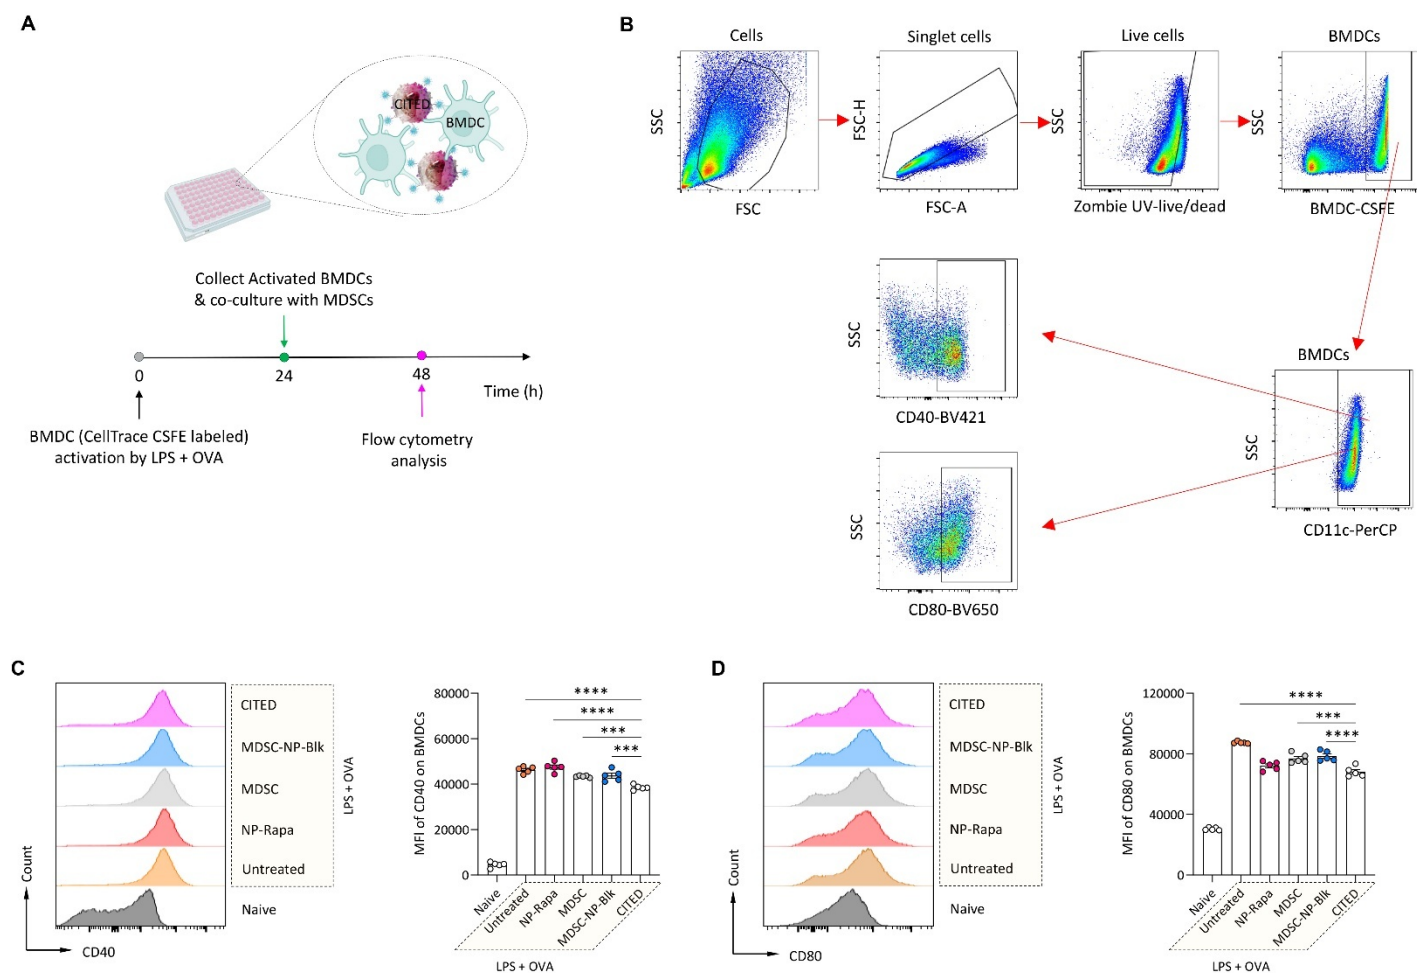

**Fig. S7. CITED led to downregulated expression of co-stimulatory molecules on DCs when co-cultured with activated BMDcs.** **A**, Schematic showing the experimental design. Created in BioRender. Zhao, Z. (2025) <https://BioRender.com/2tie67h>. **B**, Flow cytometry gating strategy to identify DCs and analyze CD40/CD80 expression on their surface. **C**, Representative flow cytometry histograms showing the expression of CD40 on BMDcs treated with different formulations. Mean fluorescence intensity (MFI) of CD40 is quantified and shown. **D**, Representative flow cytometry histograms showing the expression of CD80 on BMDcs treated with different formulations. MFI of CD80 is quantified and shown. Data in (**C**, **D**) are presented as mean  $\pm$  SEM. For (**C-D**), significantly different (one-way ANOVA with Dunnett test): \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

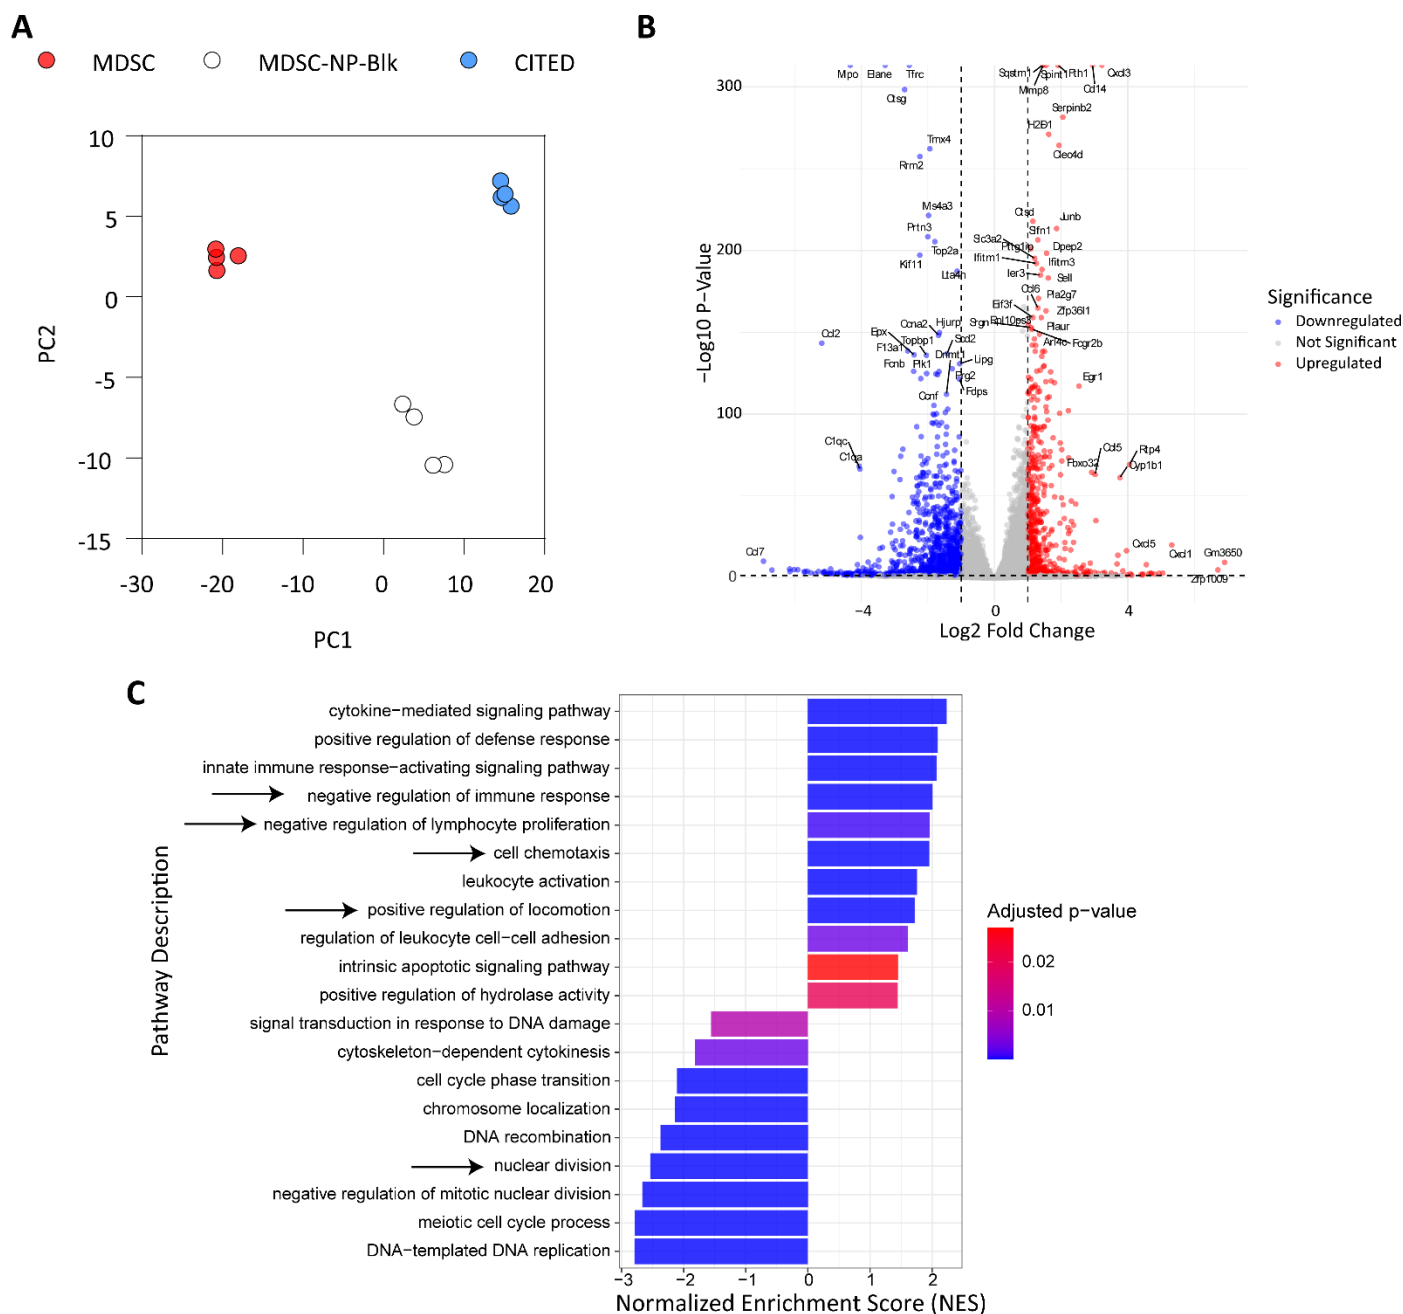

**Fig. S8. Rapa NP conjugation altered the transcriptome of MDSCs.** **A**, Principal component analysis (PCA) plot showing the distinct clustering of biological replicate samples across three groups: MDSC, MDSC\_NP\_Blk, and CITED (n=4 biologically independent replicates for each group). Samples are color-coded by groups to highlight the clustering patterns. **B**, Differential expression analysis comparing CITED and MDSC groups. Genes with an adjusted p-value (adj.  $p \leq 0.05$ ) and absolute log2 fold change ( $|\text{LogFC}| > 1$ ) were classified as differentially expressed. Red points indicate genes upregulated in the CITED group and blue points indicate genes upregulated in the MDSC group. **C**, Bar plot showing gene set enrichment analysis (GSEA) results between the CITED and MDSC groups. Positive normalized enrichment score (NES) values reflect pathways upregulated in the CITED group, while negative NES values correspond to pathways enriched in the MDSC group.

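A principal component analysis of the 500 genes with the highest variance in log2 CPM placed 34.9% of the variance on the first component and 11.8% on the second. Differences between group means made up 45.7% of the variance of these genes. On the first component, the MDSC libraries lay between −25.9 and −21.9, the MDSC-NP-Blk libraries between −0.32 and 9.70, and the CITED libraries between 18.8 and 20.4, without overlap. On the plane of both components, the mean distance between libraries was 44.7 from MDSC to CITED, 34.0 from MDSC to MDSC-NP-Blk, and 28.3 from MDSC-NP-Blk to CITED. Within groups it was 4.17 in MDSC, 10.6 in MDSC-NP-Blk, and 5.71 in CITED. With variance-stabilized counts from DESeq2, the transformation named in the paper, the share of variance between groups was 84.7%.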

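The 65 genes labeled in the volcano plot of fig. S8B, 37 of them higher in CITED and 28 lower, all had the same direction here, and all 65 passed both thresholds. C1qa, on chromosome 4 from 136623223 to 136626161, had a normalized count of 33.9 ± 6.95 (SD, n = 4) in CITED and 560 ± 34.2 (SD, n = 4) in MDSC. Its log2 fold change was −4.05 (standard error 0.179, adjusted p = 1.5e-19 from edgeR's quasi-likelihood test). Cd14 had 57027 ± 1020 (SD, n = 4) in CITED, a log2 fold change of 2.97 against MDSC.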

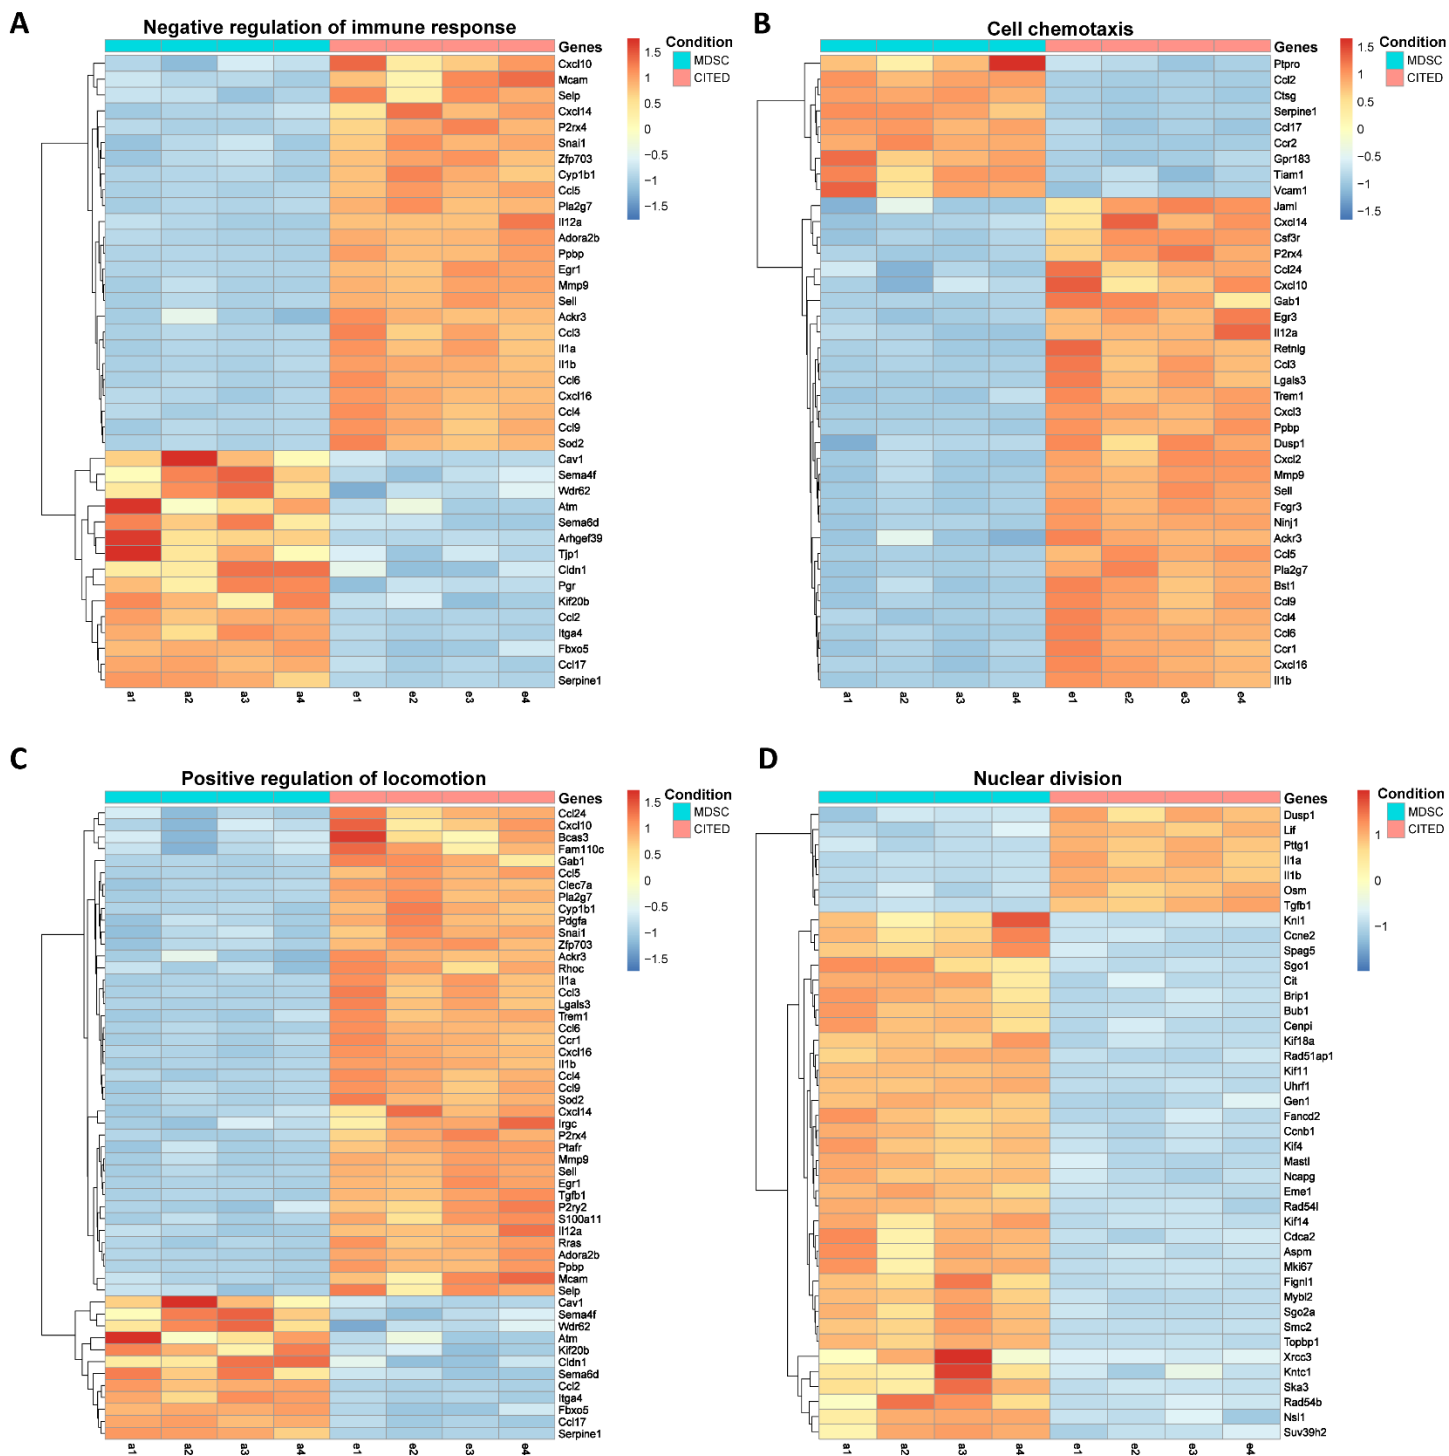

**Fig. S9. Key biological pathways in MDSCs altered by Rapa NP conjugation.** Heatmaps depicting the normalized expression levels (log2-transformed) of differentially expressed genes within key biological pathways, including negative regulation of immune response (A), cell chemotaxis (B), positive regulation of locomotion (C), and nuclear division (D). Each row corresponds to a gene, and columns represent biologically independent samples (n=4).

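All 175 entries of the 4 heatmaps had the direction shown between CITED and MDSC. Both thresholds were passed by 40 of 40 genes in panel A, 40 of 40 in panel B, 52 of 53 in panel C, and 42 of 42 in panel D. With library size alone, 34, 27, 32, and 38 genes passed in panels A to D. With the length correction, 38, 32, 41, and 40 did. The panels list genes called on these same counts, so the shared direction is no test of their stability. Panel A shows 25 genes higher and 15 lower in CITED, with median log2 fold changes of 1.45 and −1.80. Panel B shows 31 higher and 9 lower, panel C 41 and 12, and panel D 7 and 35. The panels overlap, since 37 of the 40 genes in panel A are also in panel C. Among the genes of both panels is Itga4, on chromosome 2 from 79085660 to 79163467, with a log2 fold change of −2.13 (standard error 0.0917, adjusted p = 7.9e-20 from edgeR's quasi-likelihood test).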

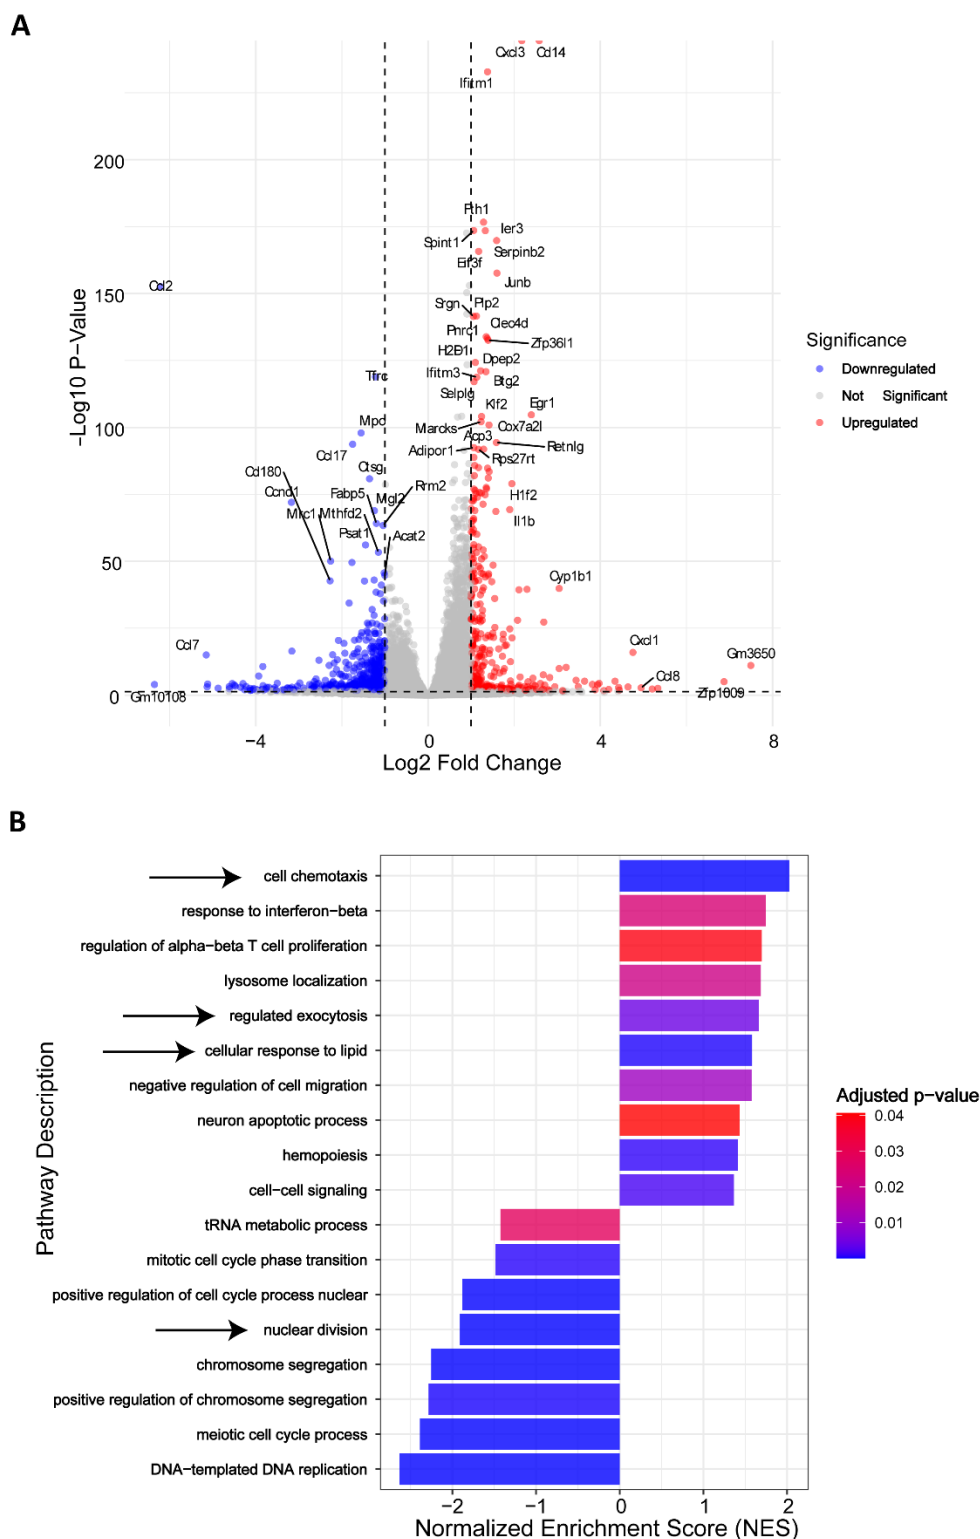

**Fig. S10. Conjugation of blank NPs to MDSC altered their transcriptome. A,** Differential expression analysis comparing MDSC\_NP\_Bl and MDSC groups. Genes with an adjusted p-value ( $\text{adj. } p \leq 0.05$ ) and absolute log2 fold change ( $|\text{LogFC}| > 1$ ) were classified as significantly differentially expressed. Red points represent genes upregulated in the MDSC\_NP\_Bl group, while blue points indicate genes upregulated in the MDSC group. **B,** Bar plot showing GSEA results between the MDSC\_NP\_Bl and MDSC groups. The normalized enrichment scores (NES) are used to indicate pathway activity between groups. Positive NES values reflect pathways upregulated in the MDSC\_NP\_Bl group, while negative NES values correspond to pathways upregulated in the MDSC group.

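Of the 50 genes labeled in the volcano plot of fig. S10A, 34 were higher and 16 lower in MDSC-NP-Blk, all in the direction shown, and 49 passed both thresholds. In the Reactome collection, 110 of 613 sets were enriched among genes higher in MDSC-NP-Blk and 87 among genes lower. Cell Cycle had an NES of −2.76 and the set Chemokine receptors bind chemokines, of ligands and receptors together, 1.75 (adjusted p = 0.0125 from fgsea over 613 sets).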

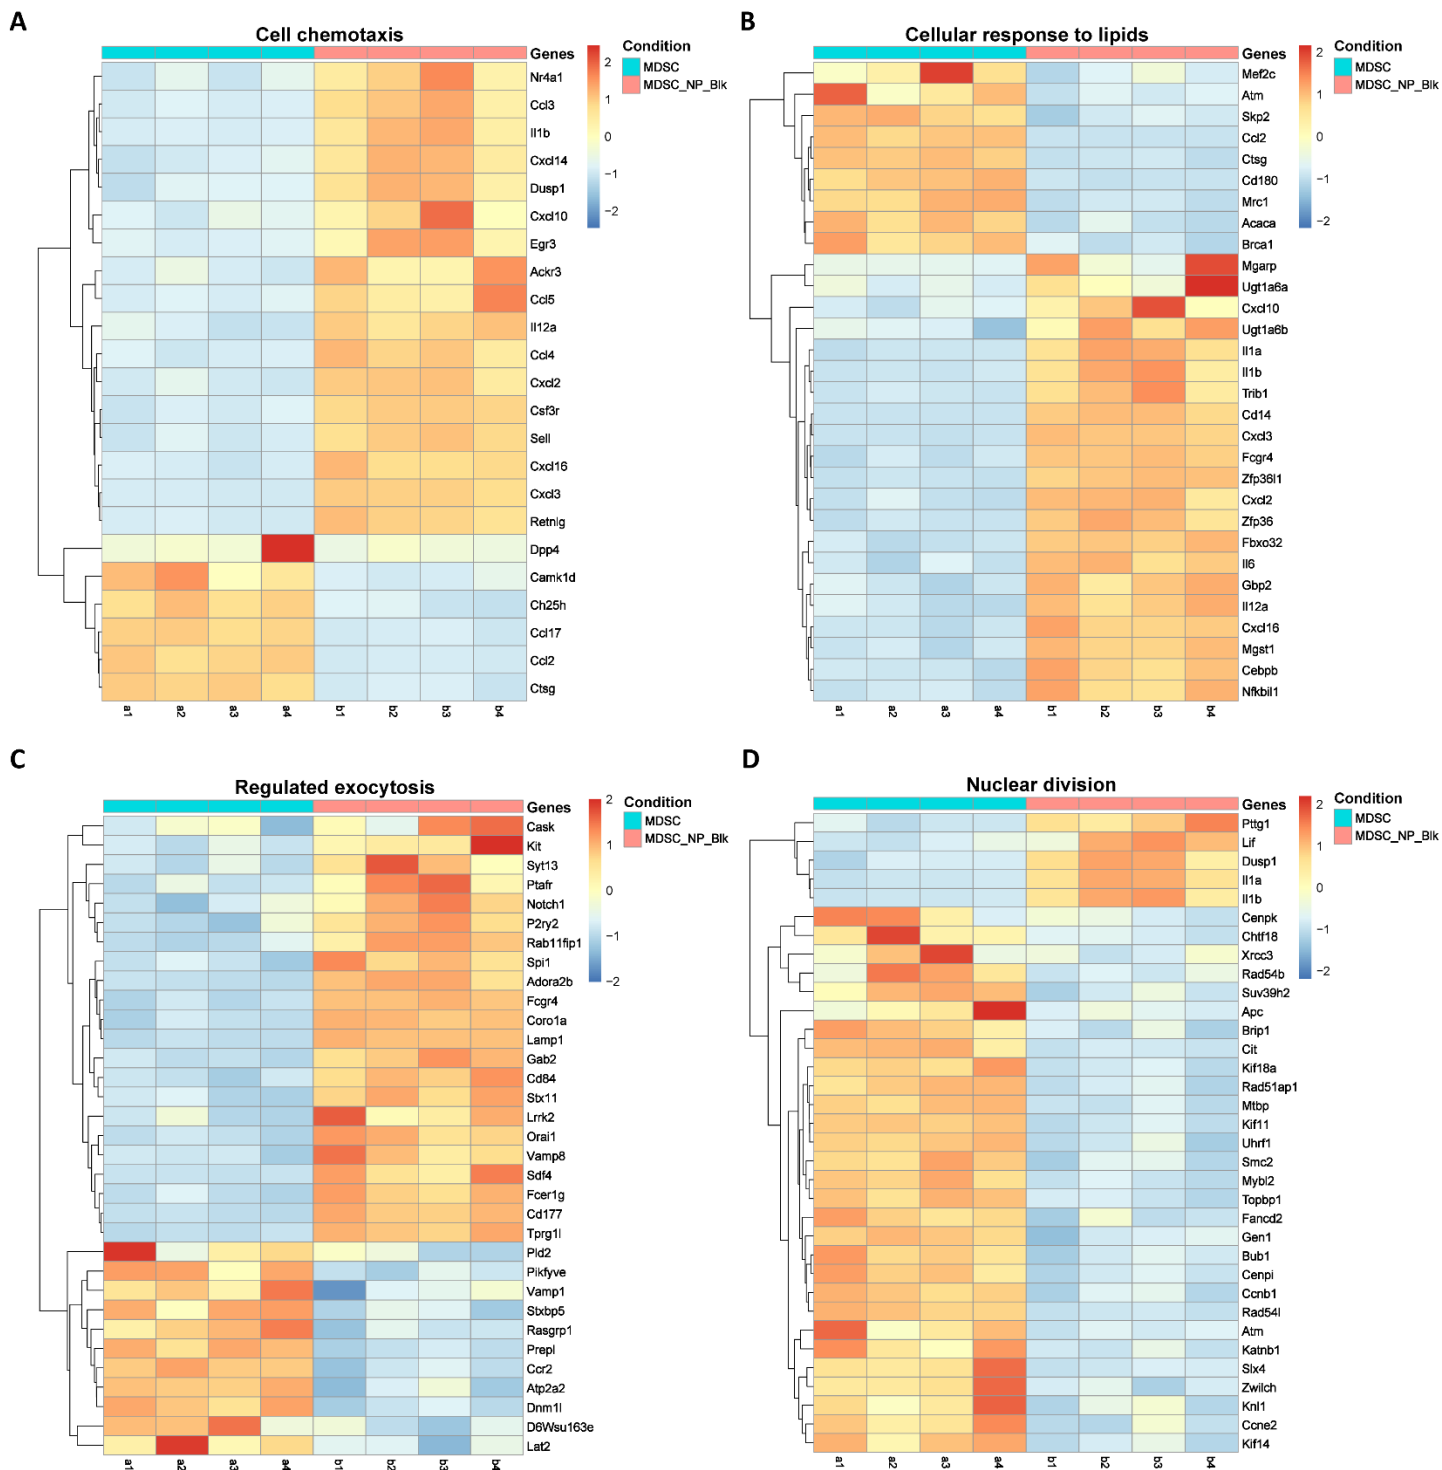

**Fig. S11. Key biological pathways in MDSCs altered by blank PLGA NP conjugation.** Heatmaps showing the normalized expression levels (log2-transformed) of differentially expressed genes within key biological pathways, including cell chemotaxis (A), cellular response to lipids (B), regulated exocytosis (C), and nuclear division (D). Rows represent genes, while columns correspond to individual samples.

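All 120 entries of these heatmaps had the direction shown between MDSC-NP-Blk and MDSC. Both thresholds were passed by 22 of 23 genes in panel A, 28 of 30 in panel B, 3 of 33 in panel C, and 26 of 34 in panel D. With library size alone, 19, 19, 2, and 26 genes passed in panels A to D. With the length correction, 21, 22, 1, and 20 did. In panel C, for regulated exocytosis, 31 of the 33 genes had an adjusted p-value below 0.05, with median log2 fold changes of 0.61 for the 22 genes shown higher and −0.62 for the 11 shown lower. Among the 3 genes past both thresholds was Adora2b, on chromosome 11 from 62139804 to 62157279. It had a normalized count of 3140 ± 226 (SD, n = 4) in MDSC-NP-Blk and 1416 ± 56.7 (SD, n = 4) in MDSC, a log2 fold change of 1.15 (standard error 0.0579, adjusted p = 1.8e-17 from edgeR's quasi-likelihood test). Of the 34 genes in panel D, 26 are also in fig. S9D, and of the 23 in panel A, 19 are also in fig. S9B.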

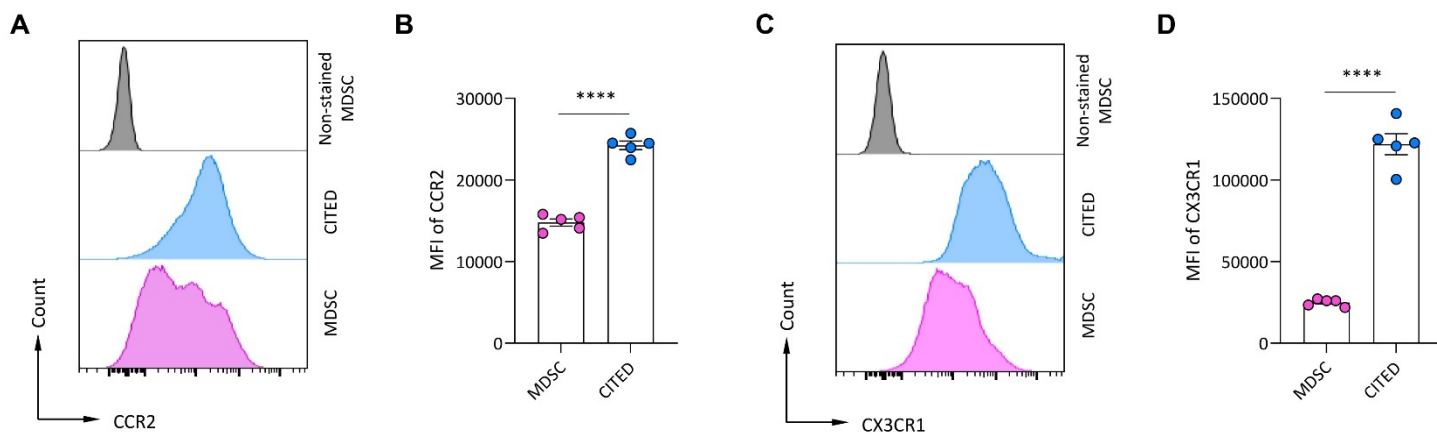

**Fig. S12. Rapa NP conjugation upregulated the expression of CCR2 and CX3CR1 on MDSCs.** **A**, Representative flow cytometry histogram showing the expression of CCR2. **B**, MFI of CCR2 on MDSCs. **C**, Representative flow cytometry histogram showing the expression of CX3CR1. **D**, MFI of CX3CR1 on MDSCs. Data in (**B**, **D**) are presented as mean  $\pm$  SEM. For (**B**, **D**), significantly different (two-tailed student's t test): \*\*\*\*  $p < 0.0001$ .

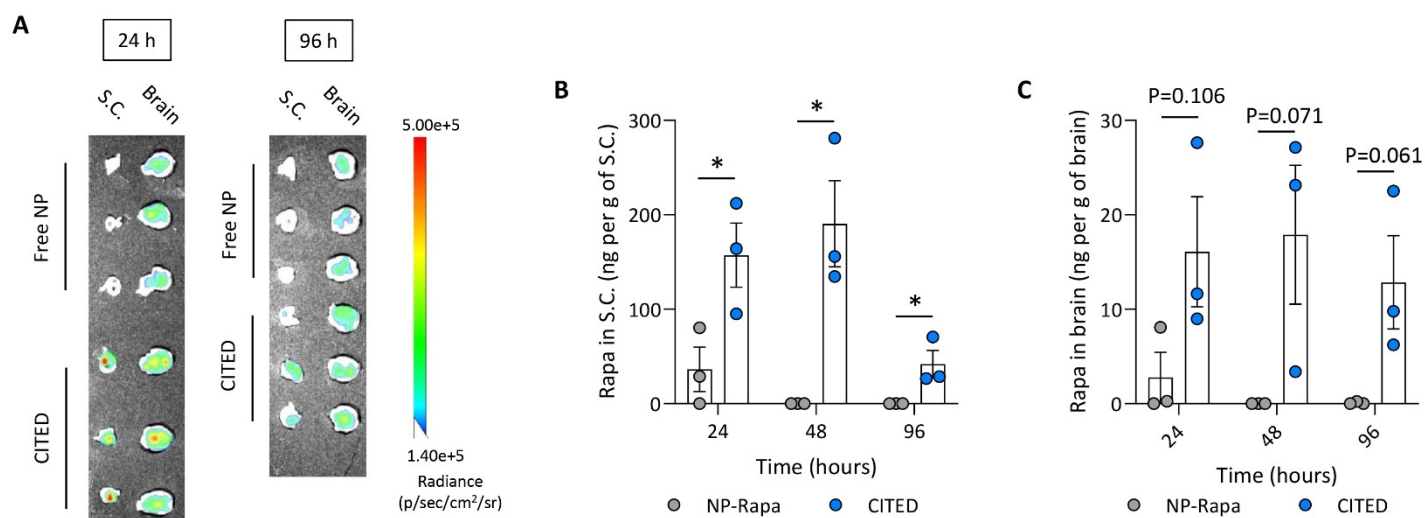

**Fig. S13. CITED enhanced the delivery of NP-Rapa to the inflamed CNS in EAE mice.** **A**, Lago-X images showing the accumulation of DiR-labeled NP-Rapa in the brain and spinal cord (S.C.) 24 or 96 hours after intravenous injection. **B**, The amount of rapamycin in the spinal cord. **C**, The amount of rapamycin in the brain. For (A-C),  $n=3$  biologically independent animals. Data in (B, C) are presented as mean  $\pm$  SEM. For (B, C), significantly different (two-tailed student's  $t$  test): \*  $p < 0.05$ .

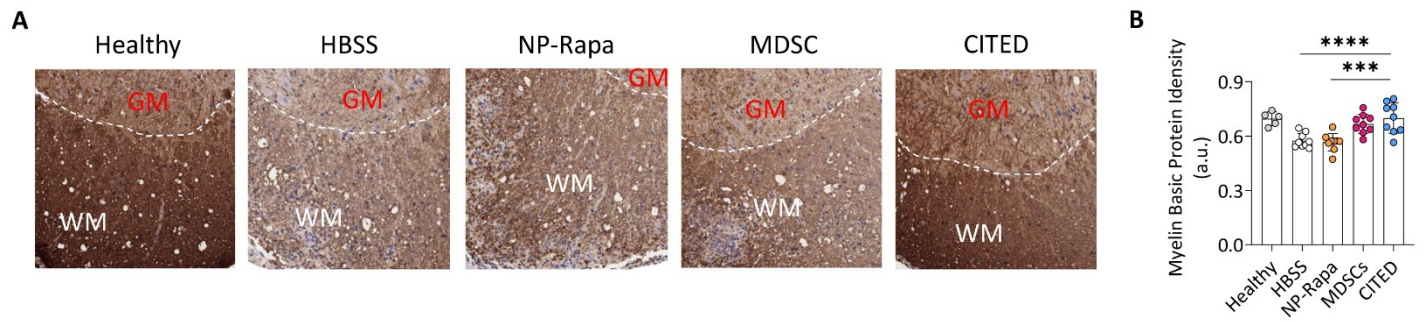

**Fig. S14. CITED restored the expression of myelin basic protein (MBP) in the spinal cord of EAE mice. A,** Representative immunohistology MBP staining images showing the expression of MBP in the spinal cord. WM: white matter; GM: gray matter. **B,** Quantification of MBP intensity. Data in **(B)** are presented as mean  $\pm$  SEM. For **(B)**, significantly different (one-way ANOVA with Dunnett test): \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . For **(B)**,  $n=5$  biologically independent animals for the Healthy group;  $n=9$  biologically independent animals for the other groups.

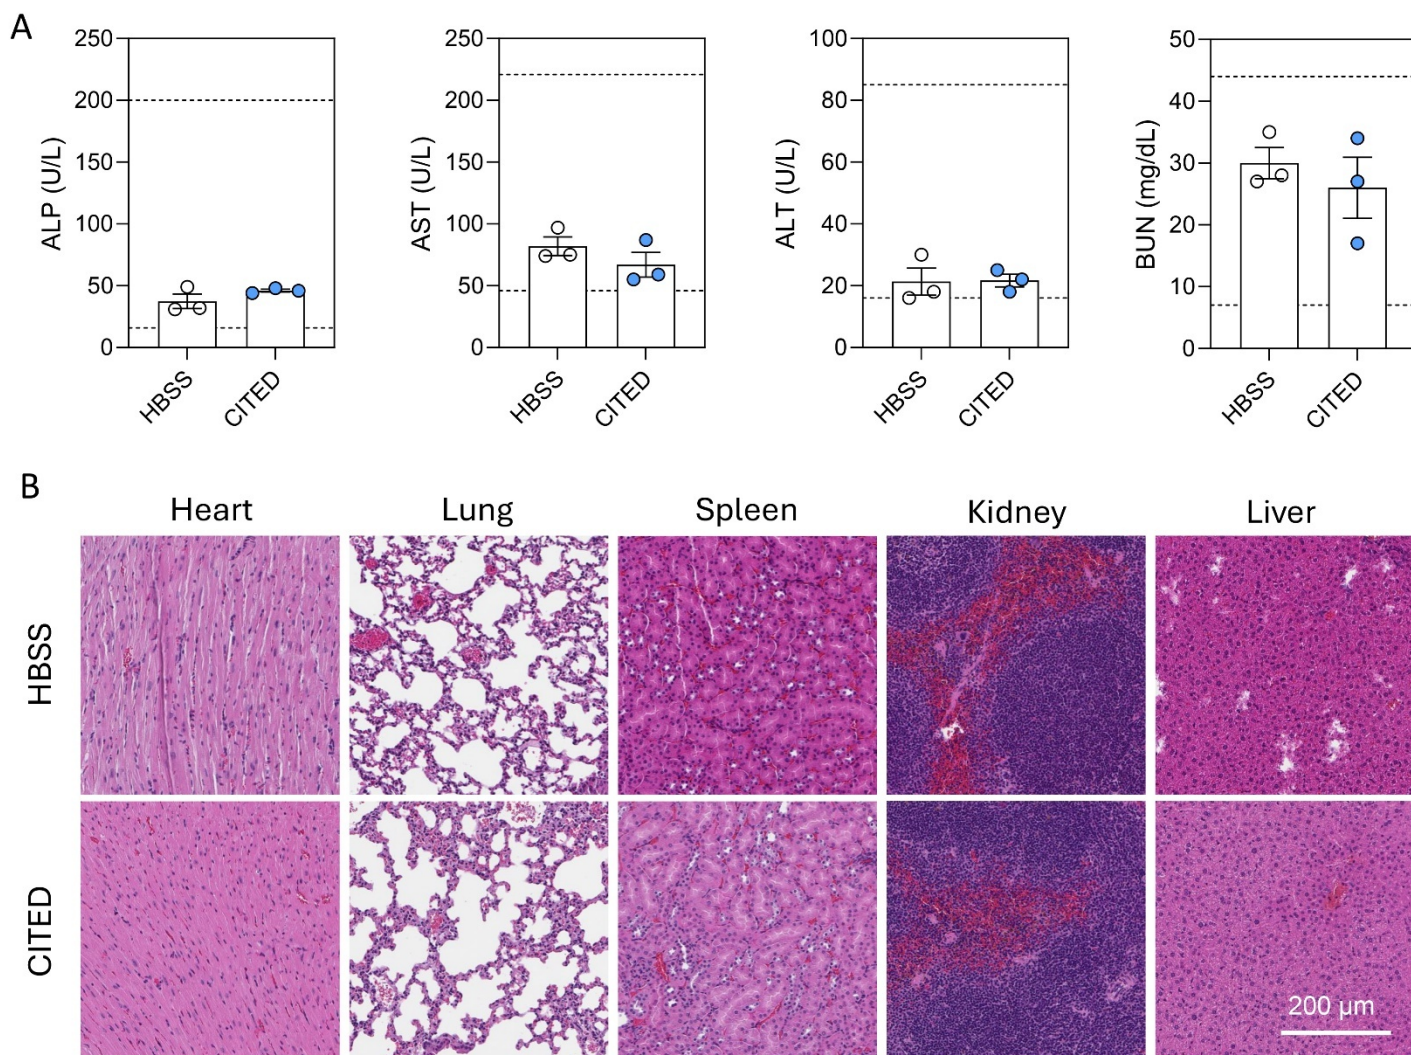

**Fig. S15. Evaluation of the safety of CITED.** **A**, Hepatic and renal functional evaluations of mice treated by CITED via blood chemistry analysis. Dashed lines indicate normal range. ALP: alkaline phosphatase; AST: aspartate aminotransferase; ALT: alanine transaminase; BUN: blood urea nitrogen. Mice were treated according to the same schedule shown in Fig. 4A and blood was collected on day 20.  $n=3$  biologically independent animals per group. Data is presented as mean  $\pm$  SEM. No statistically significant difference was detected between the HBSS and CITED groups for all four parameters (two-sided student's  $t$  test). **B**, Representative H&E staining images of major organs of EAE mice treated by CITED. Mice were treated according to the same schedule shown in Fig. 4A and organs were collected on day 25.

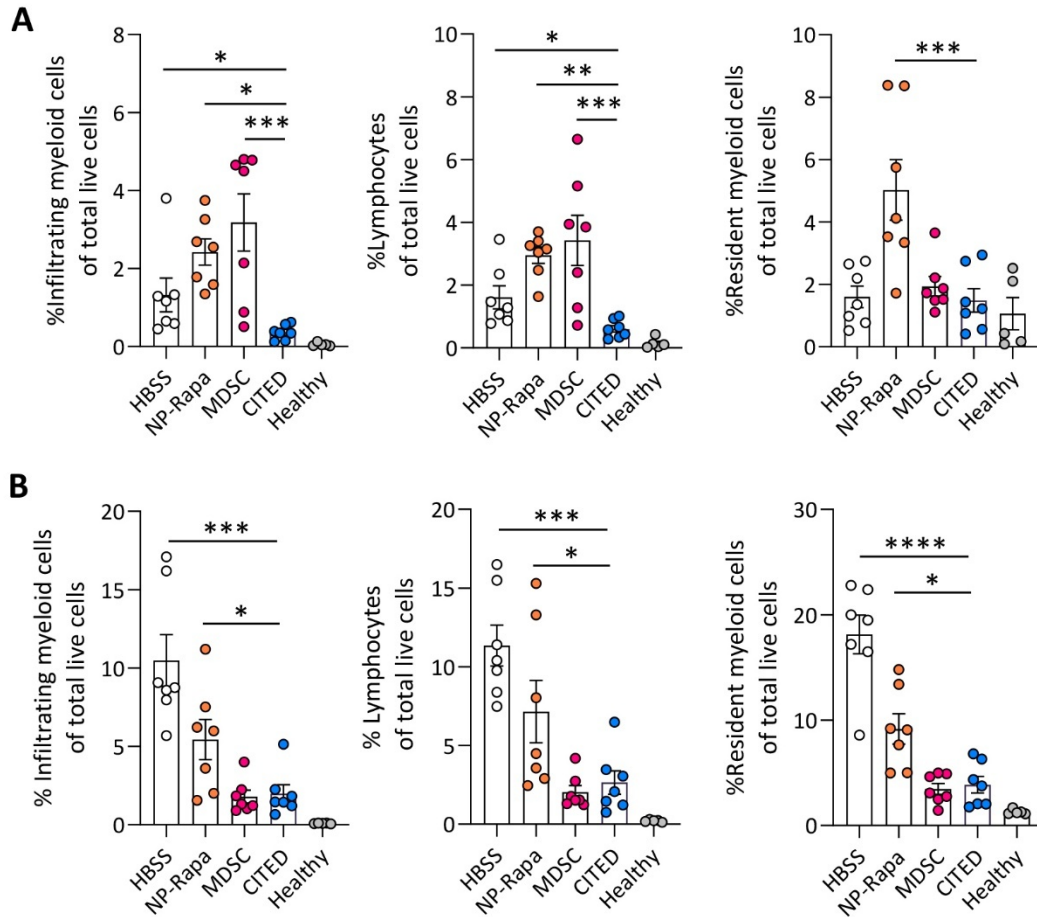

**Fig. S16. Relative number of infiltrating myeloid cells, infiltrating lymphocytes, and resident myeloid cells in the spinal cord and brain of mice following different treatments.** **A**, Percentage of respective cells in the spinal cord. **B**, Percentage of respective cells in the brain. Data in (**A**, **B**) are presented as mean  $\pm$  SEM. Significantly different (one-way ANOVA with Dunnett test): \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . The same data in the form of heatmap is shown in **Fig. 5C**. For (**A-B**),  $n=5$  biologically independent animals for the Healthy group;  $n=7$  biologically independent animals for the other groups.

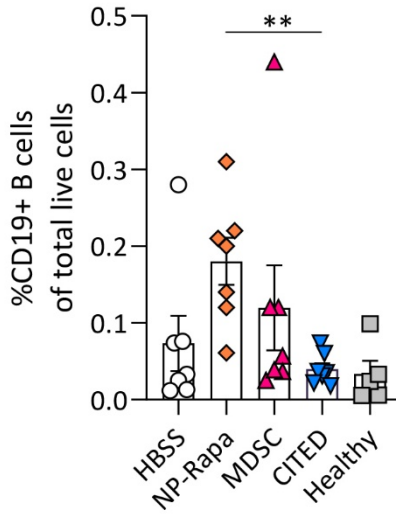

**Fig. S17. Number of B cells in the spinal cord of EAE mice following different treatments.** The percentage of CD19+ B cells in the mouse spinal cord was shown. Data are presented as mean  $\pm$  SEM. Significantly different (one-way ANOVA with Dunnett test): \*\*  $p < 0.01$ .  $n=5$  biologically independent animals for the Healthy group;  $n=7$  biologically independent animals for the other groups.

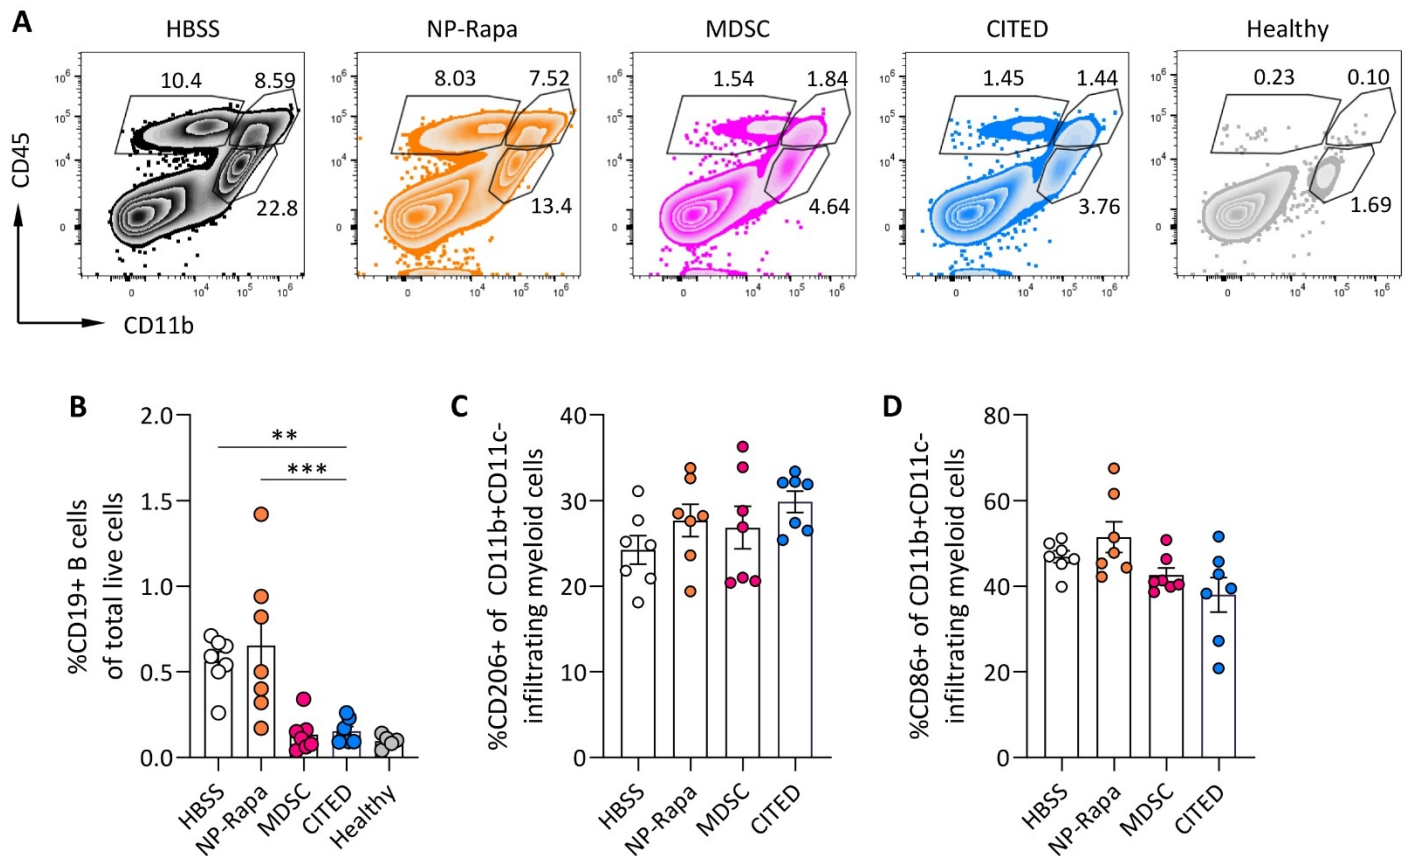

**Fig. S18. Immune cell analysis in the brain of EAE mice treated by different therapies.** **A**, Representative flow cytometry plot of infiltrating myeloid cells, lymphocytes, and resident myeloid cells in the brain. **B**, Relative number of CD19+ B cells in the brain. **C-D**, The phenotype of infiltrating myeloid cells in the brain. Quantitative analysis of CD206+ (M2-like) (**C**) and CD86+ (M1-like) (**D**) infiltrating CD11b+CD11c- myeloid cells in the brain. Data in (**B-D**) are presented as mean  $\pm$  SEM. For (**B**), significantly different (one-way ANOVA with Dunnett test): \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . For (**B-D**),  $n=5$  biologically independent animals for the Healthy group;  $n=7$  biologically independent animals for the other groups.

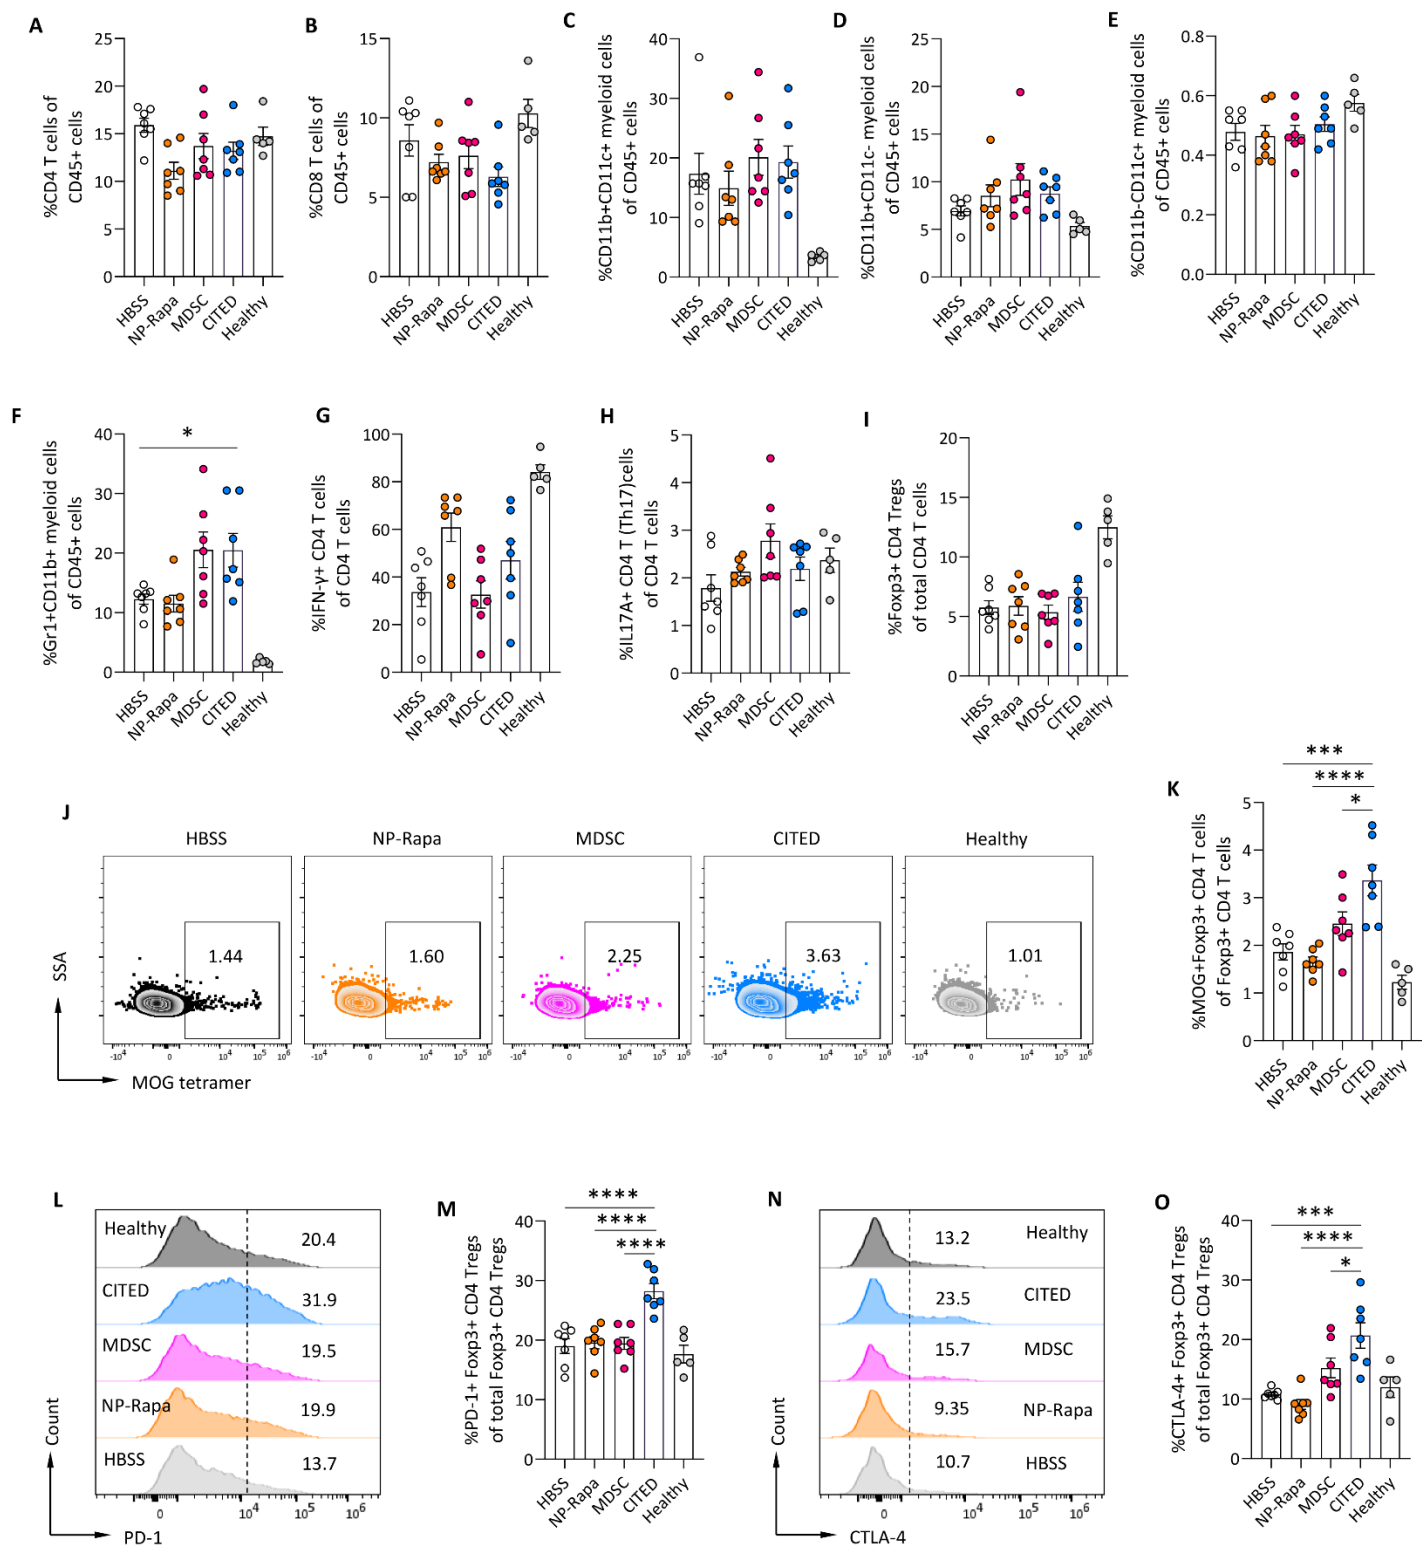

**Fig. S19. Immune cell profiles in the spleen of EAE mice following different treatments.** The percentage of CD4 T cells (A), CD8 T cells (B), CD11b+CD11c+ myeloid cells (C), CD11b+CD11c- myeloid cells (D), CD11b-CD11c+ myeloid cells (E), Gr1+CD11b+ MDSCs (F), IFN- $\gamma$  expressing Th1 cells (G), Th17 cells (H), and Tregs (I) in the spleen. **J-K**, Representative flow cytometry plots (J) and quantification of MOG<sub>38-49</sub>-specific Tregs (K) in the spleen. **L-O**, Representative flow cytometry plots (L, N) and the percentage of PD-1 or CTLA-4 positive Tregs (M, O) in the spleen. Data in (A-I, K, M, O) are presented as mean  $\pm$  SEM. For (F, K, M, O), significantly different (one-way ANOVA with Dunnett test): \*  $p < 0.05$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . For (A-O),  $n=5$  biologically independent animals for the Healthy group;  $n=7$  biologically independent animals for the other groups.

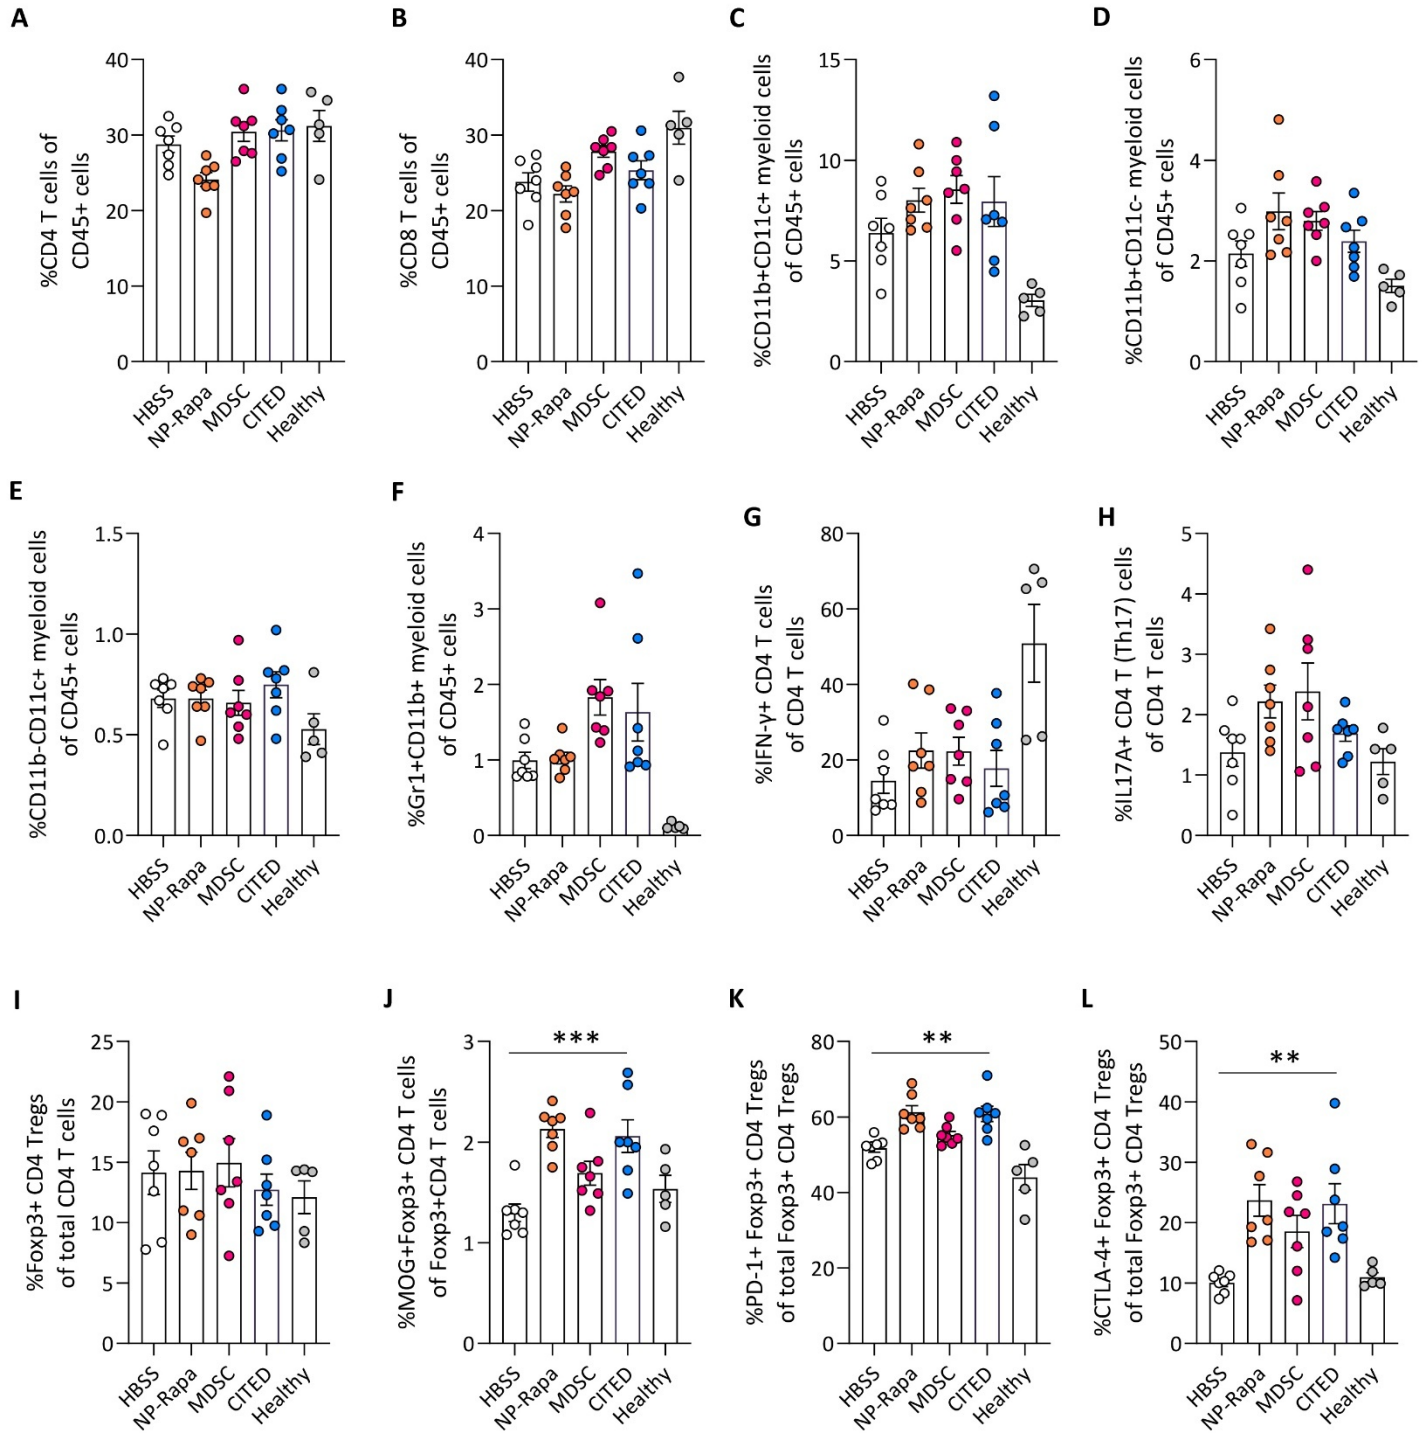

**Fig. S20. Immune cell profiles in the spinal cord-draining lymph nodes (SCDLNs) of EAE mice following different treatments.** The percentage of CD4 T cells (A), CD8 T cells (B), CD11b+CD11c+ myeloid cells (C), CD11b+CD11c- myeloid cells (D), CD11b-CD11c+ myeloid cells (E), Gr1+CD11b+ MDSCs (F), IFN- $\gamma$  expressing CD4 T cells (G), Th17 cells (H), and Tregs (I) in the SCDLNs. J, The percentage of MOG<sub>38-49</sub>-specific Tregs in the SCDLNs. K-L, The percentage of PD-1 or CTLA-4 positive Tregs in the CDLNs. Data in (A-L) are presented as mean  $\pm$  SEM. For (J-L), significantly different (one-way ANOVA with Dunnett test): \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . For (A-L),  $n=5$  biologically independent animals for the Healthy group;  $n=7$  biologically independent animals for the other groups.

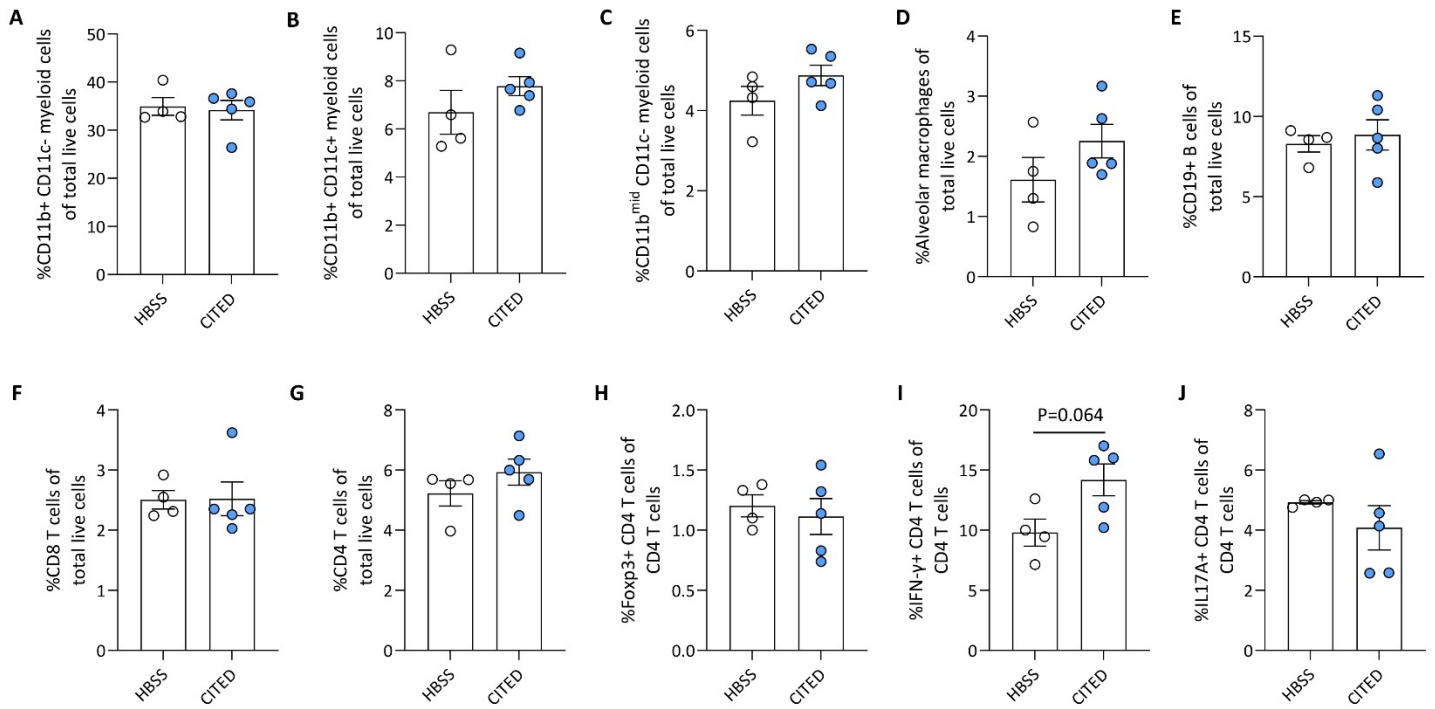

**Fig. S21. Immune cell profiles in the lungs of EAE mice following HBSS or CITED treatments.** The percentage of CD11b<sup>+</sup>CD11c<sup>-</sup> myeloid cells (A), CD11b<sup>+</sup>CD11c<sup>+</sup> myeloid cells (B), CD11b<sup>mid</sup>CD11c<sup>-</sup> myeloid cells (C), alveolar macrophages (D), B cells (E), CD8 T cells (F), CD4 T cells (G), Foxp3-expressing Tregs (H), IFN- $\gamma$  expressing CD4 T cells (I), and IL-17A-expressing Th17 cells (J) in the lungs on day 20 post EAE induction. Mice received two doses of treatment according to the same schedule shown in Fig. 4A. Data are presented as mean  $\pm$  SEM. No statistically significant difference was observed between the HBSS and CITED groups for all these immune cell types studied (two-sided student's t test). For (A-J), n=4 biologically independent animals for the HBSS group; n=5 biologically independent animals for the CITED group.

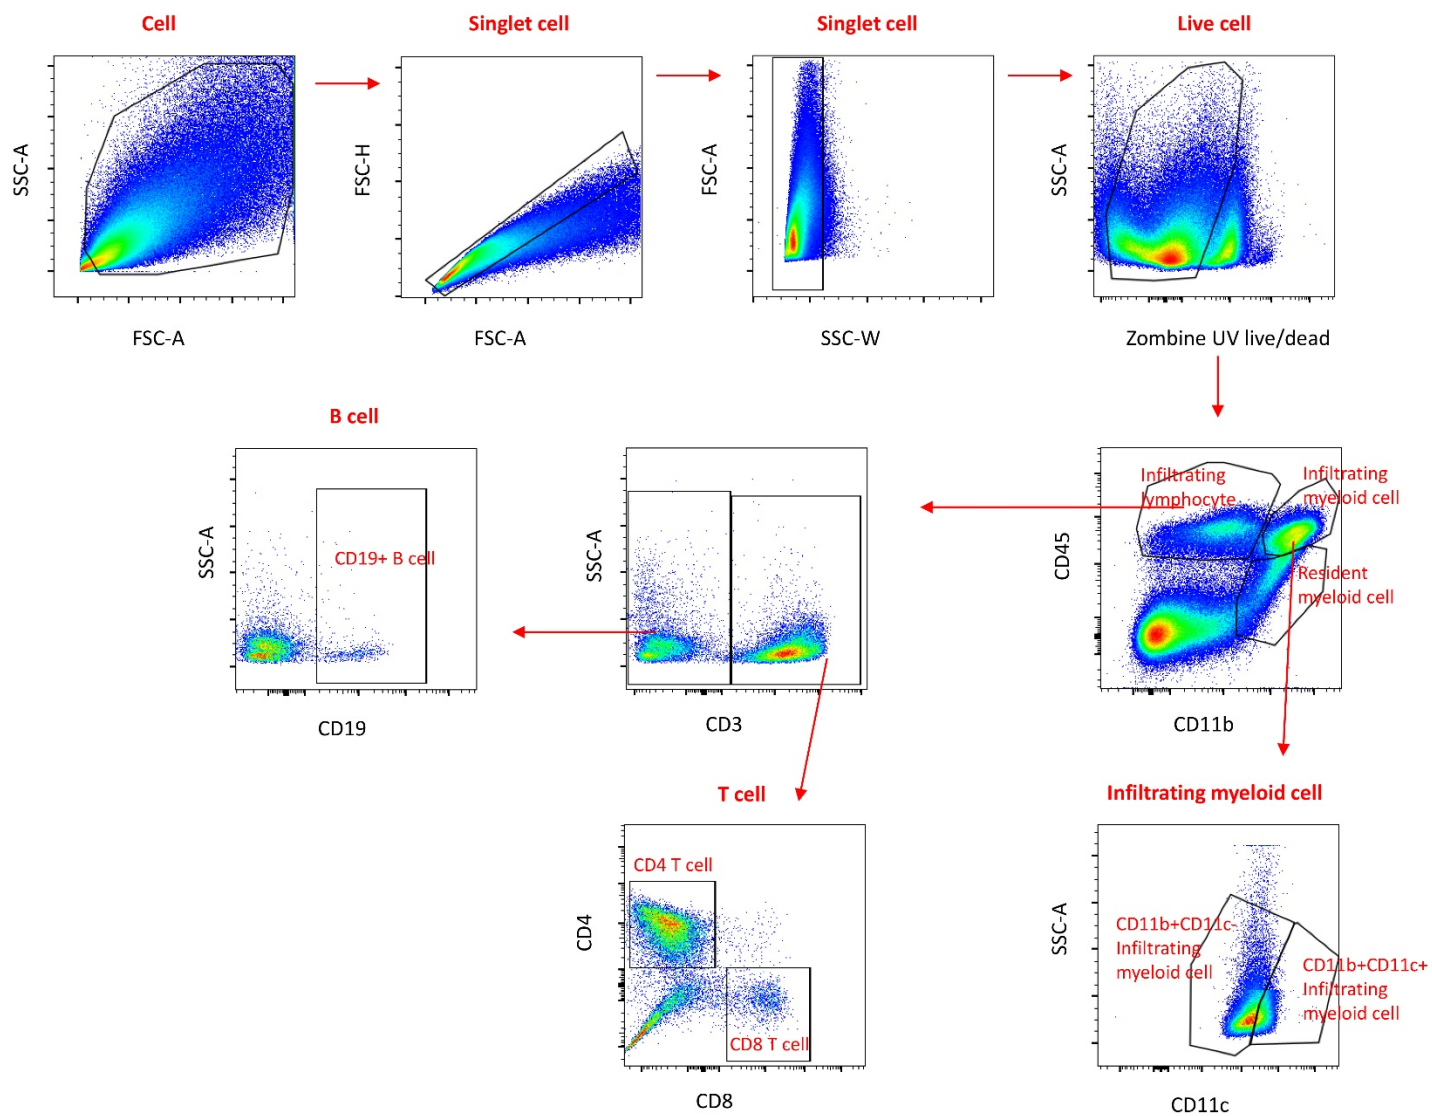

9 **Fig. S22. Representative flow cytometry gating strategies for general immune cells in the spinal cord and**  
 0 **brain.**

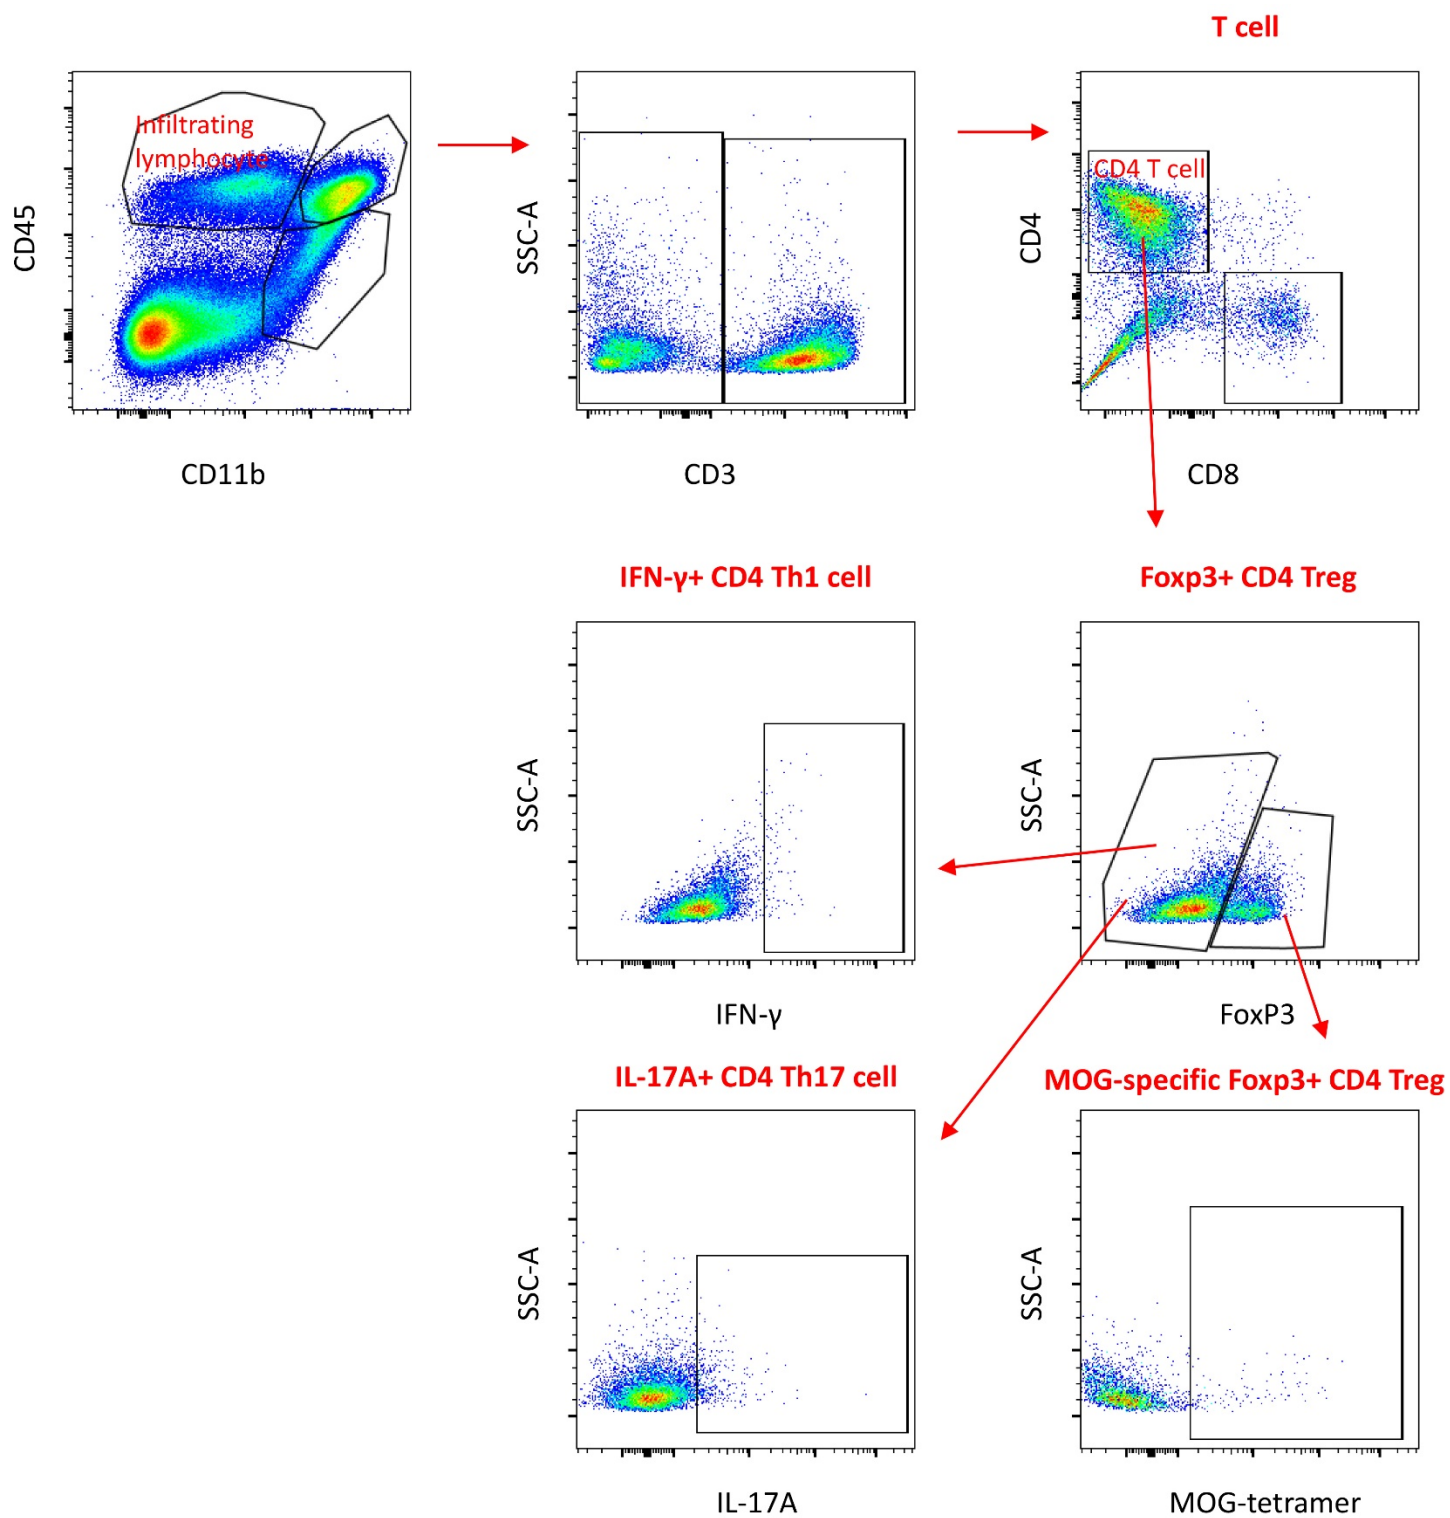

2 **Fig. S23. Representative flow cytometry gating strategies for T cells and CD4 T cell phenotypes in the spinal**  
 3 **cord and brain.**

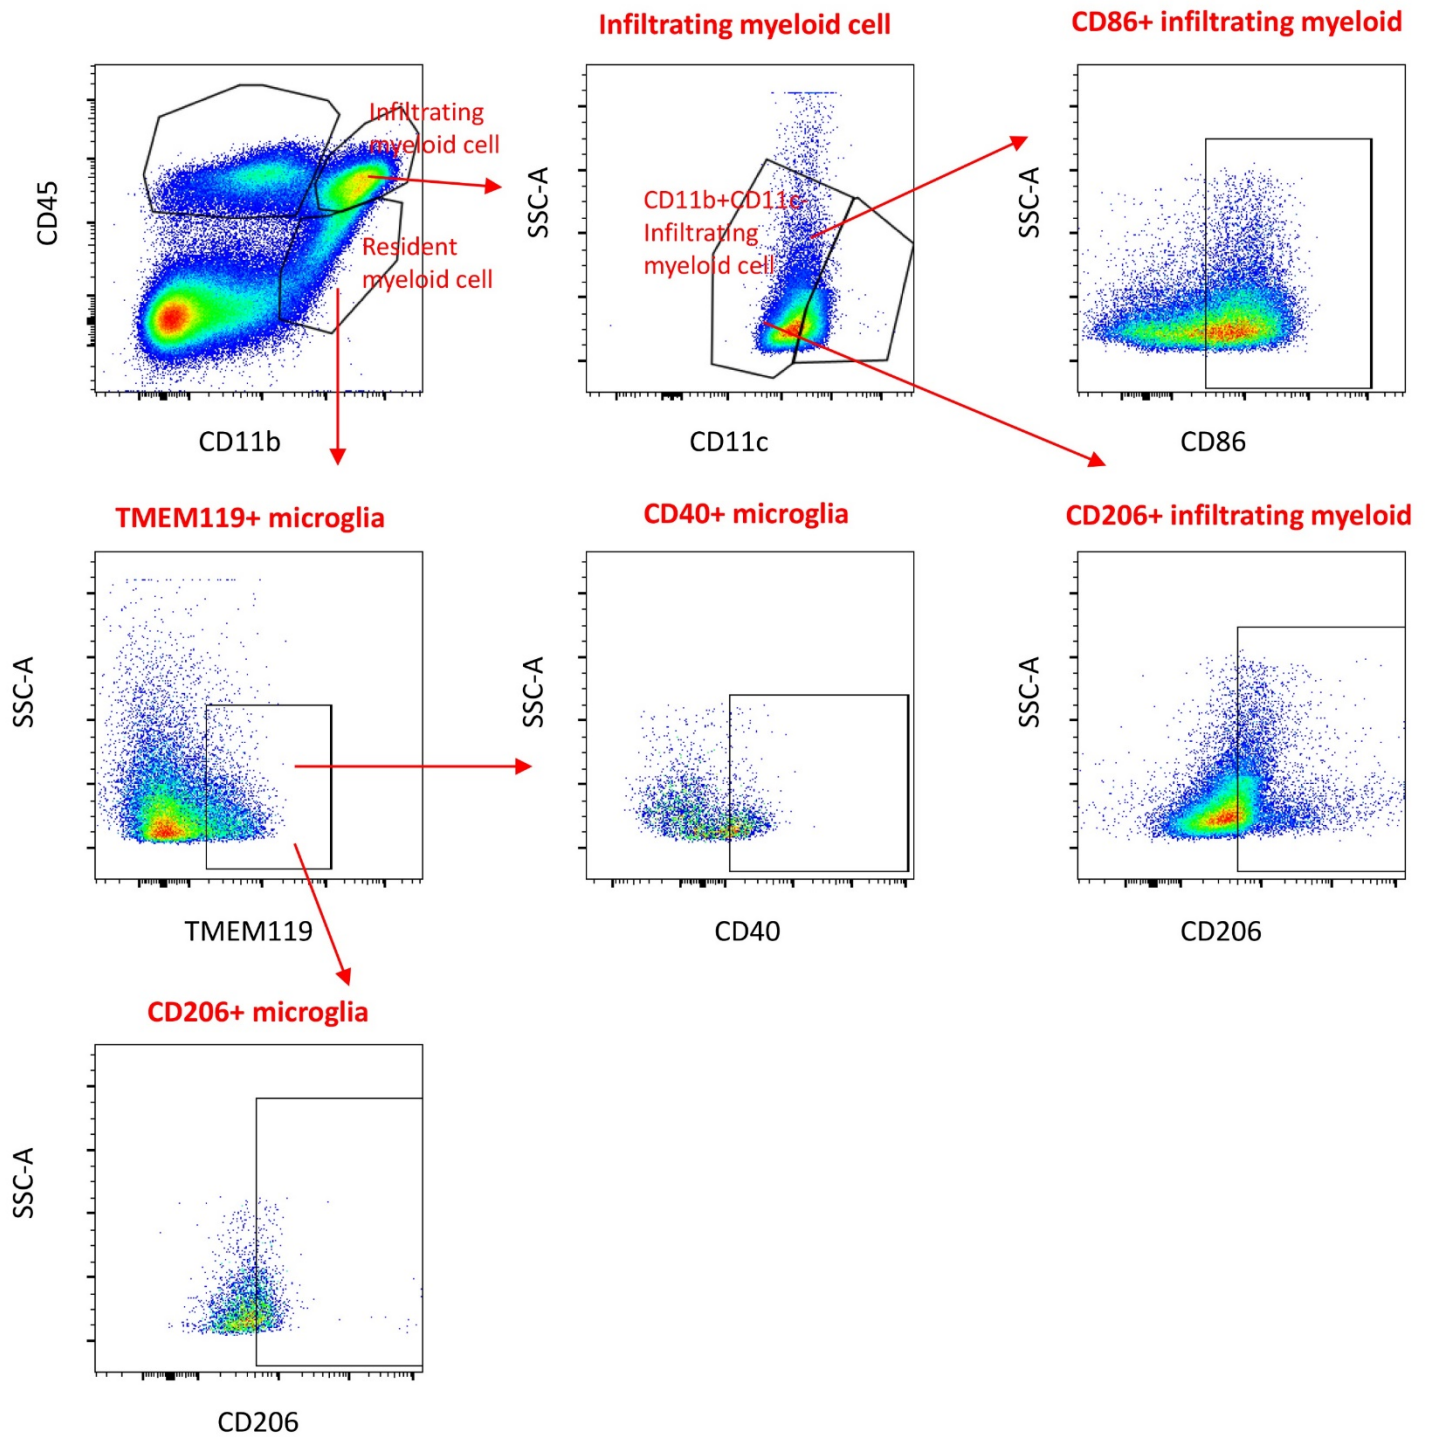

5 **Fig. S24. Representative flow cytometry gating strategies for resident microglia and infiltrating myeloid**  
 6 **cell phenotypes in the spinal cord and brain.**

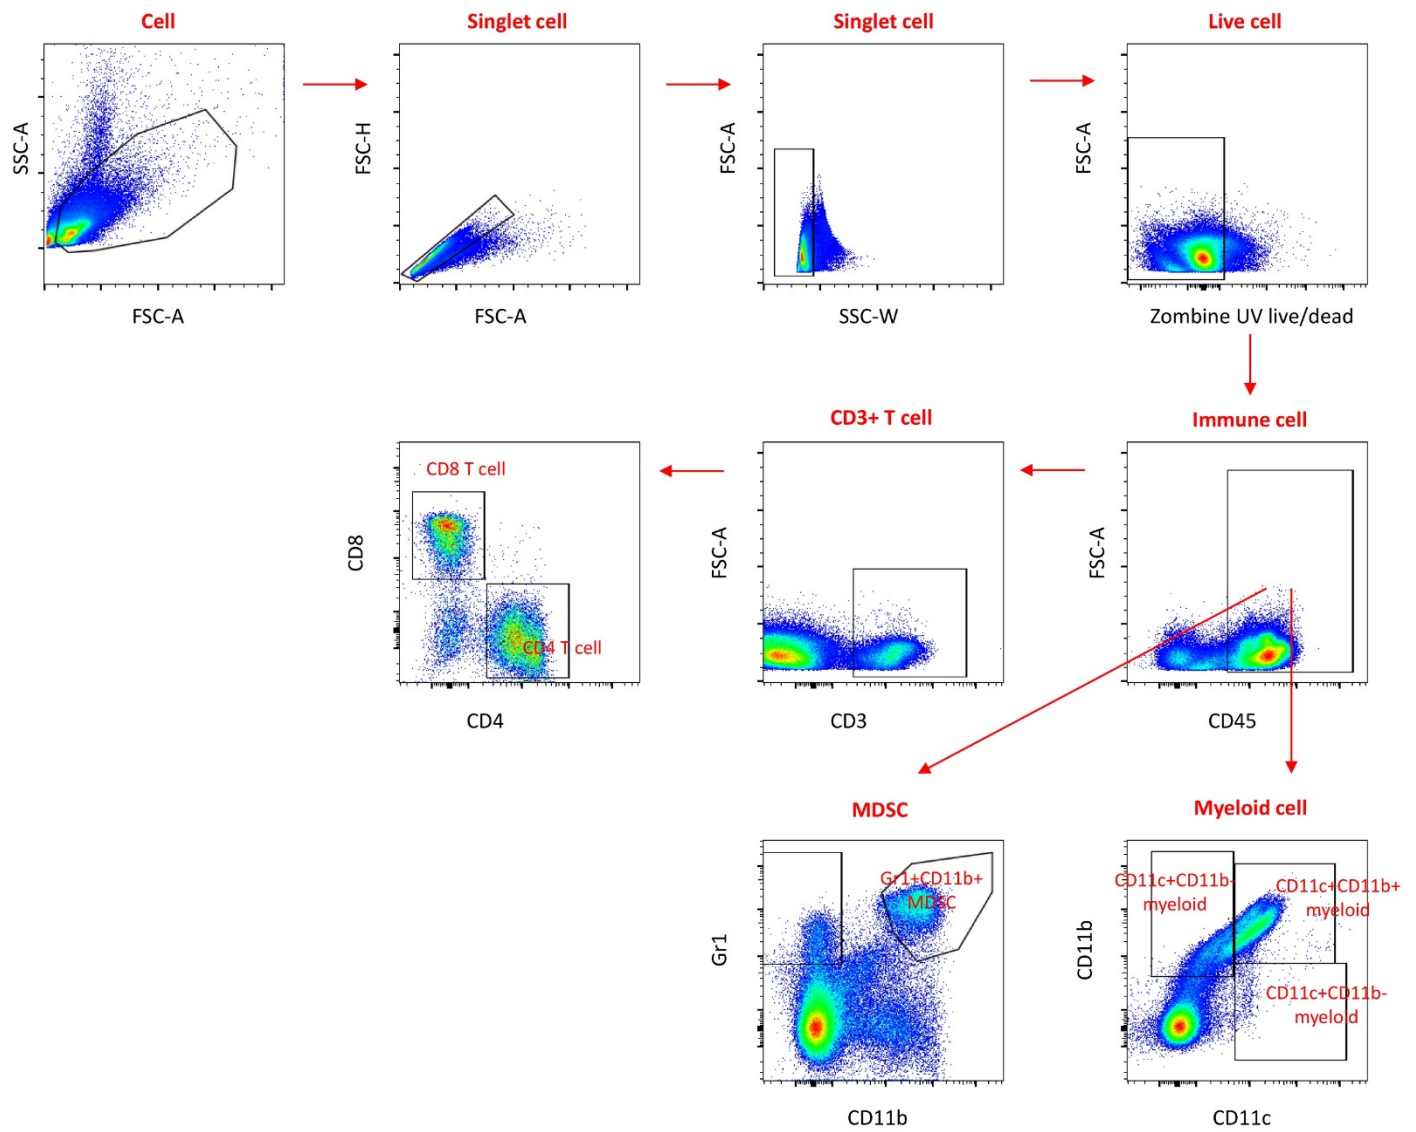

8 **Fig. S25. Representative flow cytometry gating strategies for general immune cells in the spleen and spinal**  
 9 **cord draining lymph nodes.**

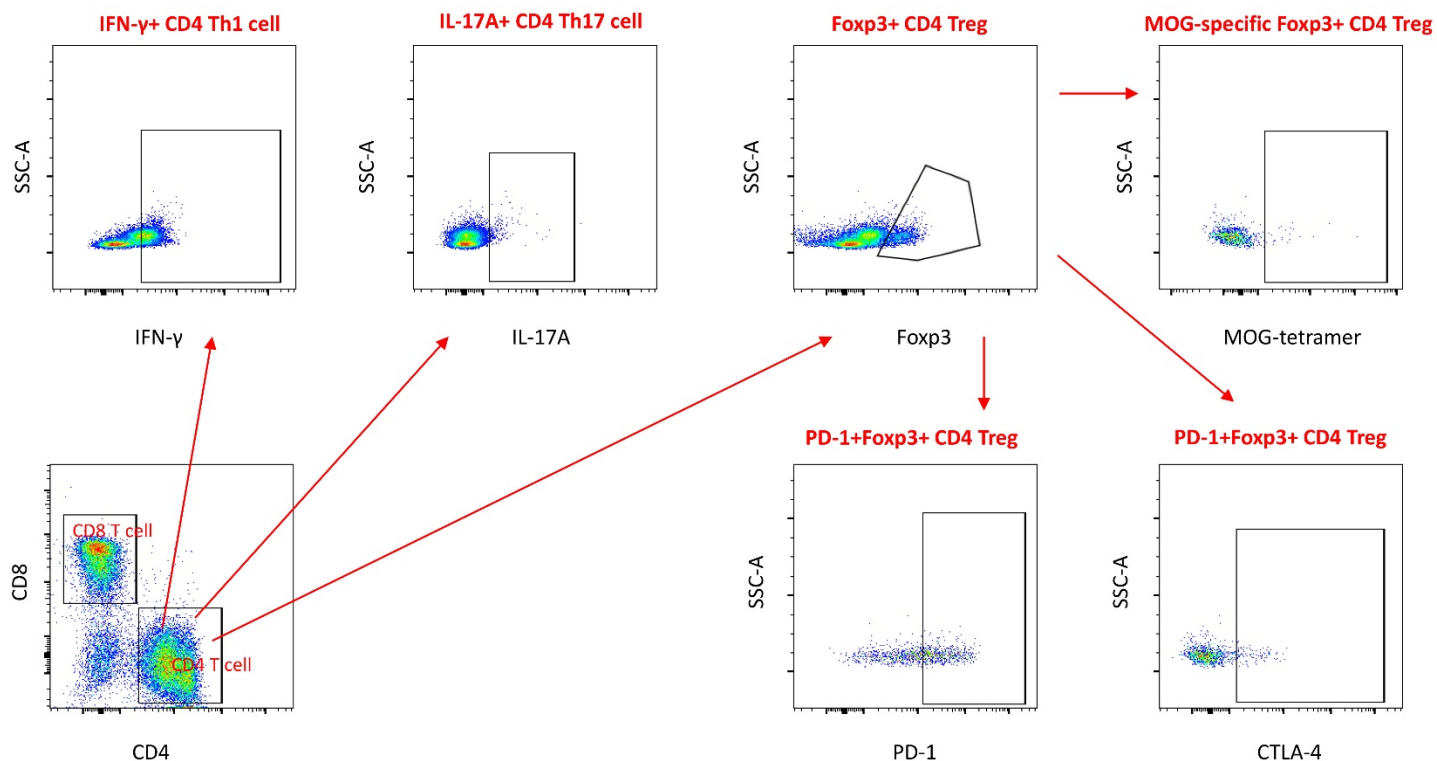

**Fig. S26. Representative flow cytometry gating strategies for T cells and CD4 T cell phenotypes in the spleen and spinal cord draining lymph nodes.**

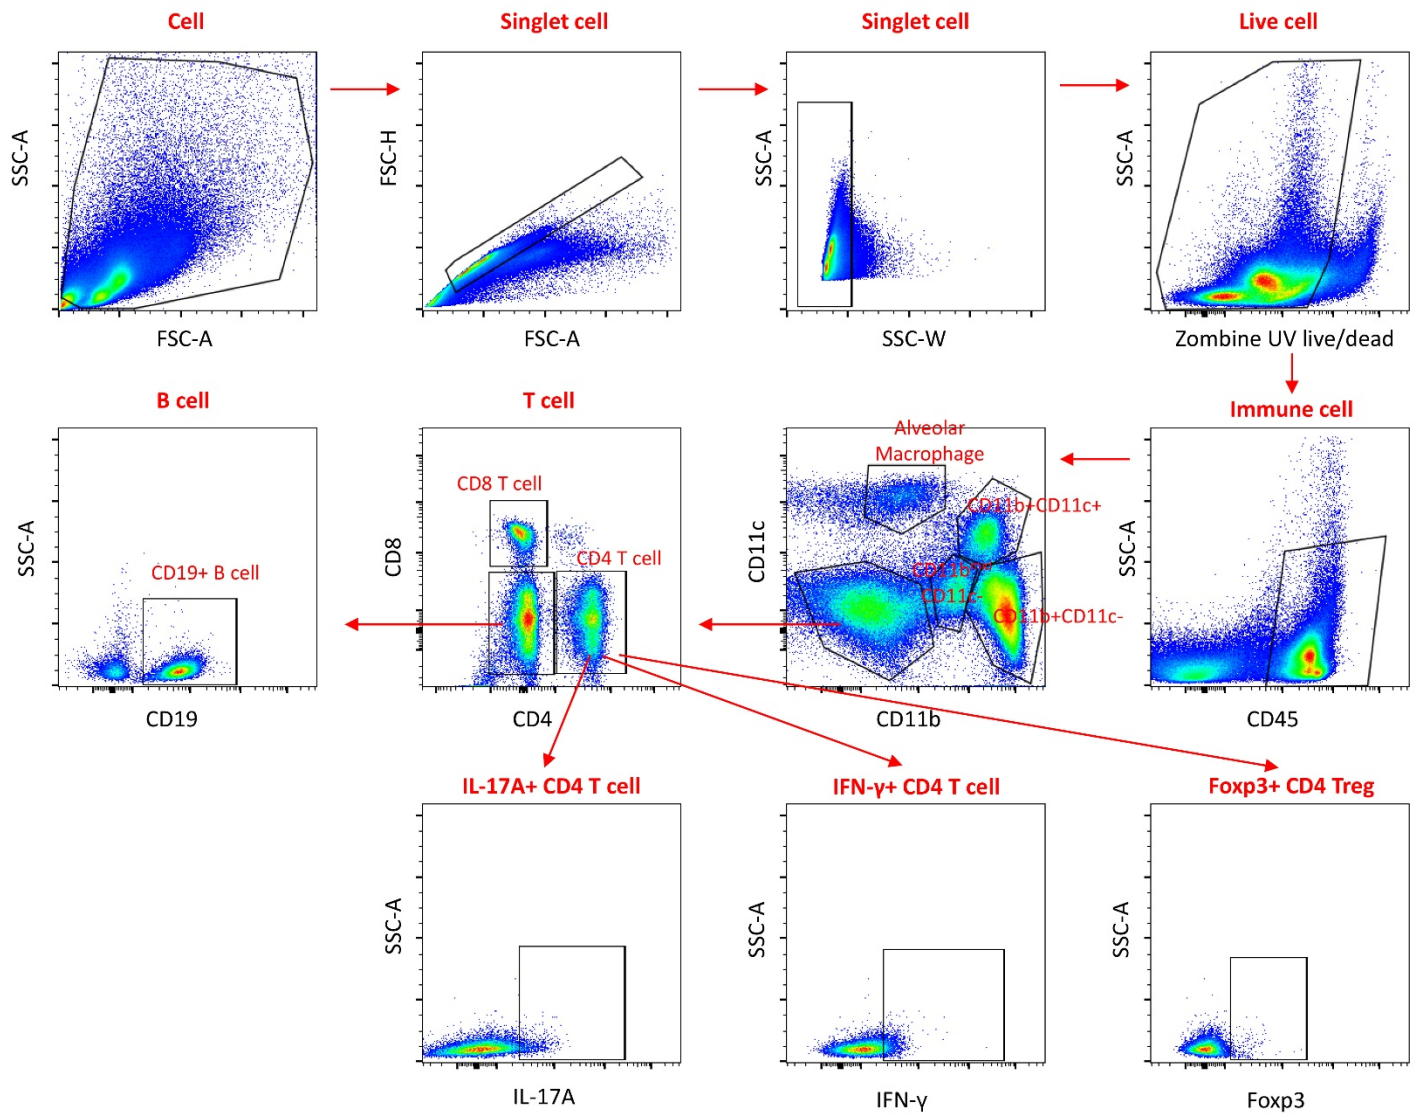

4 **Fig. S27. Representative flow cytometry gating strategies for immune cells in the lungs.**

**Supplementary Table 1.** Antibodies and their titrations for staining cells from mouse tissues in this work.

| Fluorochrome   | Antibody            | Dilution Factor         |                    | Clone        | Catalog number            |
|----------------|---------------------|-------------------------|--------------------|--------------|---------------------------|
|                |                     | Spleen/Lymph node/Blood | Spinal Cord/ Brain |              |                           |
| Spark blue 574 | anti-CD45           | 1:1000                  | 1:1000             | 30-F11       | 103184 (BioLegend)        |
| PE-Cy7         | anti-TMEM119        | n/a                     | 1:20               | V3RT1GOsz    | 25-6119-82 (eBioscience™) |
| PerCP-Fire 806 | anti-CD11b          | 1:200                   | 1:80               | M1/70        | 101294 (BioLegend)        |
| PerCP          | anti-CD11c          | 1:400                   | 1:400              | N418         | 117326 (BioLegend)        |
| BV510          | anti-F4/80          | 1:80                    | 1:200              | BM8          | 123135 (BioLegend)        |
| BV650          | anti-CD80           | 1:40                    | 1:100              | 16-10A1      | 104732 (BioLegend)        |
| AF700          | anti-CD86           | 1:100                   | 1:50               | GL-1         | 105024 (BioLegend)        |
| BV605          | anti-MHC II         | 1:250                   | 1:250              | M5/114.15.2  | 107639 (BioLegend)        |
| BV421          | anti-CD40           | 1:200                   | 1:200              | 3/23         | 124641 (BioLegend)        |
| PE-Fire700     | anti-CD206          | 1:400                   | 1:160              | C068C2       | 141741 (BioLegend)        |
| Spark blue 550 | anti-CD3            | 1:250                   | 1:250              | 17A2         | 100260 (BioLegend)        |
| Spark UV 387   | anti-CD4            | 1:400                   | 1:1666             | GK1.5        | 100492 (BioLegend)        |
| Pacific Blue   | anti-CD8            | 1:400                   | 1:1000             | 53-6.7       | 100725 (BioLegend)        |
| AF647          | anti-Foxp3          | 1:50                    | 1:50               | FM-14        | 126408 (BioLegend)        |
| APC-Fire810    | anti-CD25           | 1:200                   | 1:40               | PC61         | 102076 (BioLegend)        |
| BV785          | anti-IL-17A         | 1:160                   | 1:160              | TC11-18H10.1 | 506928 (BioLegend)        |
| FITC           | anti-CD19           | n/a                     | 1:200              | 1D3/CD19     | 152403 (BioLegend)        |
| APC-Fire750    | anti- IFN- $\gamma$ | 1:400                   | 1:400              | XMG1.2       | 505860 (BioLegend)        |
| BV570          | anti-Gr-1           | 1:40                    | 1:40               | RB6-8C5      | 108431 (BioLegend)        |
| PE-Cy5         | anti-PD-1           | 1:160                   | 1:160              | 29F.1A12     | 135256 (BioLegend)        |
| BV711          | anti-PD-L1          | 1:40                    | 1:200              | 10F.9G2      | 124319 (BioLegend)        |
| PE/Dazzle594   | anti-CTLA-4         | 1:40                    | 1:40               | UC10-4B9     | 106318 (BioLegend)        |

**Supplementary Table 2.** Antibodies and their titrations for staining cell lines or primary cells in this work.

| Fluorochrome   | Antibody            | Dilution<br>Factor | Clone            | Catalog number     |
|----------------|---------------------|--------------------|------------------|--------------------|
| FITC           | anti-CD4            | 1:200              | RM4-5            | 100510 (BioLegend) |
| APC            | anti-CD8            | 1:160              | S18018E          | 162306 (BioLegend) |
| Spark blue 550 | anti-CD3            | 1:50               | 17A2             | 100260 (BioLegend) |
| Spark UV 387   | anti-CD4            | 1:400              | GK1.5            | 100492 (BioLegend) |
| AF647          | anti-Foxp3          | 1:50               | FM-14            | 126408 (BioLegend) |
| APC-Fire810    | anti-CD25           | 1:40               | PC61             | 102076 (BioLegend) |
| BV785          | anti-IL-17A         | 1:80               | TC11-<br>18H10.1 | 506928 (BioLegend) |
| APC-Fire750    | anti- IFN- $\gamma$ | 1:80               | XMG1.2           | 505860 (BioLegend) |
| PerCP          | anti-CD11c          | 1:40               | N418             | 117326 (BioLegend) |
| BV421          | anti-CD40           | 1:80               | 16-10A1          | 104732 (BioLegend) |
| BV650          | anti-CD80           | 1:40               | 3/23             | 124641 (BioLegend) |
| PE/Cy7         | anti-CXCR2          | 1:40               | SA045E1          | 149618 (BioLegend) |
| PE             | anti-CCR2           | 1:40               | SA203G11         | 150610 (BioLegend) |
| BV510          | anti-CD155          | 1:80               | TX56             | 131527 (BioLegend) |
| APC            | anti- FasL          | 1:40               | MFL3             | 106610 (BioLegend) |
| BV711          | anti-PD-L1          | 1:40               | 10F.9G2          | 124319 (BioLegend) |
| PE/Dazzle      | anti-VISTA          | 1:40               | MIH63            | 150214 (BioLegend) |
| Pacific blue   | anti-IL-10          | 1:50               | JES5-16E3        | 505020 (BioLegend) |

**Supplementary Table 3.** Primer Sequences for qPCR Analysis.

| Genes         | Sequence                                               |
|---------------|--------------------------------------------------------|
| GAPDH         | F: CCCATGTTTGTGATGGGTGTG<br>R: AGCCCTTCCACAATGCCAA     |
| IL-1 $\beta$  | F: GCAACTG TTCCTGAACTCAACT<br>R: ATCTTTTGGGGTCCGTCAACT |
| IFN- $\gamma$ | F: AAGACAATCAGGCCATCAGC<br>R: CTGGACCTGTGGGTTGTTGA     |
| TNF- $\alpha$ | F: TAGCCACGTCGTAGCAAAC<br>R: ACAAGGTACAACCCATCGGC      |
| TGF- $\beta$  | F: GGATACCAACTATTGCTTCAG<br>R: TGTCCAGGCTCCAAATATAG    |
| PD-L1         | F: CAAGTGAGAATGCTAGATGTG<br>R: TCCATCTTGAGTCTTTGGAC    |

How the deposited data were processed for this re-analysis (not part of the article)

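Poly(A)-enriched RNA from 12 libraries was analyzed, 4 each of MDSC, MDSC-NP-Blk, and CITED. The authors deposited whole-number counts per gene symbol, made with Salmon from paired-end reads and summed per gene with tximport, and these counts are neither normalized nor filtered. The condition of each library was taken from its title. The replicate numbers come from the same titles, and whether libraries with the same number share a bone marrow preparation is not stated, so the number was used as a block only in an alternative. All columns of the table belong to these 12 libraries. The table was used as deposited, apart from an entry with an empty symbol, which was left out.

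The 17676 symbols with at least 2 counts over the 12 libraries were tested in R 4.3.3. Library factors came from the trimmed mean of M values in edgeR 4.0.16, and a negative binomial model with the group as its only term was fitted to all 12 libraries with glmQLFit and tested with glmQLFTest, with robust estimation off. P-values were adjusted by the method of Benjamini and Hochberg over all genes tested in a comparison. The comparisons were CITED against MDSC, MDSC-NP-Blk against MDSC, and CITED against MDSC-NP-Blk. Normalized counts are counts divided by the library size and factor, on the scale of the mean library. Principal components used log2 CPM values with a prior count of 2 and the 500 genes with the highest variance.

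Gene sets were tested with the multilevel method of fgsea 1.28.0 (seed 1), for sets of 5 to 500 genes after matching. The 15 sets, with 447 entries in all, were written before the data were examined, and p-values were adjusted over the 15 sets within a comparison. The paper's results on these counts were known by then. Coro1a, Lamp1, and Stx11, named above for exocytosis, are also in fig. S11C. The set tests are thus not fully independent of these data. The mouse Reactome sets distributed with fgsea were tested separately, for sizes of 15 to 500, through 16797 symbols that a RefSeq annotation pairs with Entrez identifiers. The Gene Ontology sets of the paper were not used here. Genes shown in the heatmaps and volcano plots of the paper were read from the figures by eye (410 entries) and only described, since they are the paper's own calls on these counts.

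The genes named in the text follow a rule set before the data were examined. It takes the 9 genes that the paper measured as protein or by RT-qPCR. In each comparison it adds the 5 genes with the largest log2 fold change in each direction among those called, with a mean normalized count above 50 and no overlap between the libraries of the groups. For each heatmap panel it takes the 3 genes with the lowest p-value in each direction, and any gene whose direction differs from the panel. From each tested set it takes the 3 genes with the lowest p-value in the direction of the set, and those called in the other direction. Of the genes that meet it, the text names a part. Genes named for their difference from a figure of the paper, for falling outside the thresholds in a panel, or for an outlying library were chosen after their values were seen.

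Transcript length and GC content were those of the canonical transcript in GENCODE release 39, whose release may differ from that of the authors, which is not stated. Length effects were removed, where stated, by a loess curve (span 0.5) fitted in each library to the expression of a gene relative to its mean over libraries. The sequence a gene shares with others is the percent of its 31-base words that occur on the same strand in transcripts of other genes, and it is given where it reaches 10%.

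The depth of each library, given with the first result above, sets a floor of 3 counts. No fold change is reported where both groups lie under it, and one against a group whose libraries all lie at or under it is a lower bound. The alternatives were DESeq2 1.42.0, other normalizations and filters, the 8 libraries of a comparison alone, a replicate block, a length correction, a test against the fold change threshold, other rankings and limits on expression for gene sets, camera in limma 3.58.1, and fits that each left out 1 library. All of these were set before the data were examined. A correction for length and GC content together was added after seeing the data. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9.

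The steps were tested on simulated data with the same layout. Of 17232 simulated genes, 200 had been changed, and edgeR called 209, among them all 200, whereas DESeq2 called 206. The simulated changes all lay well above the fold change threshold, in genes with a mean normalized count above 50. Their full recovery therefore says little about smaller changes or genes with few counts. When a length trend was added to the simulation, 249 of 17260 genes were called, of which 49 had not been changed. With the length correction 218 were called, of which 18 had not been changed. The simulated trend was the same in every NP library, unlike that in the data, which varied within MDSC-NP-Blk. A simulated set of 30 genes shifted in 1 direction had an NES of 2.29, and 0 of 20 other sets passed the threshold.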

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

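The tests of transcript length and of GC content as explanations for the 4 gene sets below were chosen only after the results were seen, although the length correction itself was among the alternatives set earlier. The other tests were chosen before. Among 220 groups of 4 libraries (65 genes considered for the text and measures of the libraries), 8 held a library whose gap to its nearest neighbor exceeded Dixon's 95% critical value as a share of the range of the group. Chance gives about 11, or 5%, so this number of outlying libraries is no more than chance gives. In MDSC replicate 2, the normalized counts were 111893 for Ccl6 (101076 to 102791 in the others; gap 0.841 of the range), 22912 for Ccl9 (21533 to 21679; 0.894), and 2995 for Cxcl2 (2381 to 2469; 0.855). Without this library, the log2 fold change between CITED and MDSC was 1.28 for Ccl6 and 1.39 for Ccl9, and that of Cxcl2 between MDSC-NP-Blk and MDSC was 1.37. In MDSC replicate 1, Fcnb had 2174 (1946 to 1974; 0.879), and without it the log2 fold change between CITED and MDSC was −2.39. Cd274 had 5663 in CITED replicate 1 (6202 to 6218; 0.971), and Pvr had 454 in MDSC-NP-Blk replicate 4 (386 to 391; 0.930). Il10 had 4.14 in MDSC-NP-Blk replicate 2 and 0 in the others (gap 1 of the range), which is close to the floor of 3 counts. No biological explanation was tested for single libraries.

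Pgam1-ps2 had 276 in CITED replicate 3 and 0 in the other CITED libraries (gap 1 of the range). In its transcript, 100% of the 31-base words occur in transcripts of other genes. A candidate explanation for its uneven counts and for its decrease is therefore sequence shared between genes, whose reads Salmon would have divided differently between libraries, and the test does not separate this from a change of the gene itself.

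Several gene sets that the paper does not discuss differed between CITED and MDSC-NP-Blk, which the design sets apart by the rapamycin load. The NES was 2.56 for 24 interferon-stimulated genes (adjusted p = 3.5e-09 from fgsea on edgeR's statistic), with 20 higher in CITED, 9 called higher, and 1 called lower. Oas3 had a log2 fold change of 1.38, Oasl2 of 1.27, and Oas1a, which shares 67.9% of its 31-base words with other genes, of 1.72, whereas Ifit2 was the gene called lower. For 30 lysosome and autophagy genes the NES was 2.64 (adjusted p = 5.2e-11), with 27 higher and 1 called. Ctsb had a log2 fold change of 0.56 and Ctsd, with 37.1% shared words, of 0.91. With a length correction the NES was 2.51 for the interferon-stimulated and 2.62 for the lysosome genes, with length and GC content corrected 2.52 and 2.65, and without the genes that share sequence 2.29 (19 genes left) and 2.60 (28 left). Neither result fell below the threshold with any of these. The correction for length and GC content did act in this comparison. It kept 435 of the 469 calls and took the log2 fold change of Tgfb1 from 0.25 to 0.10. The nearly unchanged scores therefore argue against transcript length and GC content as the cause for these 2 sets. The TMM factors of both groups were nearly equal, library size alone shifted the median log2 fold change by −0.01, and no batch is given. Both sets stayed past the threshold under the 9 alternatives, with an adjusted p of at most 0.0018 and 0.0057. An effect of rapamycin on these genes remains a hypothesis. Whether other splits of the libraries give as high a score for either set was not tested.

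The 9 azurophil granule genes had an NES of −2.20 between CITED and MDSC-NP-Blk (adjusted p = 1.4e-14 from fgsea on edgeR's statistic), and all 9 were lower and called, with log2 fold changes of −2.80 for Elane, −2.77 for Mpo, and −1.75 for Prtn3. For 14 specific and gelatinase granule genes the NES was −1.76 (adjusted p = 0.0111), with 10 lower and 3 called, among them Fcnb (−2.08) and Ngp (−1.05). Chil3, which shares 44.8% of its 31-base words with other genes, had −0.72. Corrected for length, the NES were −2.18 and −1.78, and with GC content −2.16 and −1.76. These scores likewise argue against length and GC content as the cause for both sets. Without genes that share sequence the specific and gelatinase granule set, with 12 genes left, had −1.64. None of the 9 azurophil granule genes shares 10% of its sequence, so leaving out such genes (−2.17) changed no gene of that set and tested nothing. The second set was weaker with genes ranked by log2 fold change (NES −1.52, no longer past the threshold). A candidate explanation is a lower share of progenitor cells in the CITED cultures, since early granule genes are made by immature myeloid cells. Of 20 progenitor markers listed before the test, 16 were expressed, and their median log2 fold change was −0.61, with 13 lower and 10 lower at an adjusted p below 0.05. This lay at percentile 0 of 10000 random lists matched on expression, 95% of which lay between −0.17 and 0.16. The percentile was 2.37 for CITED against MDSC (median −0.38) and 91.1 for MDSC-NP-Blk against MDSC (median 0.11). Between MDSC-NP-Blk and MDSC, however, the azurophil granule genes were also lower (NES −2.25, 8 of 9 lower) while the markers went both ways. Of the 16 markers, 5 were lower, and at an adjusted p below 0.05, 2 were lower and 4 higher. Between CITED and MDSC the azurophil granule genes were lower (NES −2.35, all 9 lower and called), as the markers were. The specific and gelatinase granule genes did not pass the threshold there. The sign of their score changed with the settings (NES 1.16, but −1.09 with library size alone and −1.17 with the length correction). That set therefore says nothing either way in CITED against MDSC. Between MDSC-NP-Blk and MDSC the same set was higher (NES 1.89, 12 of 14 higher). Its decrease from MDSC-NP-Blk to CITED thus begins at a raised level. Fewer progenitors may thus account for part of the difference between CITED and MDSC-NP-Blk. For the lower azurophil granule genes in MDSC-NP-Blk the markers decide nothing, since they went both ways. A lower share of progenitors cannot be told apart from lower expression per cell in bulk RNA.

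In the Reactome collection, Peptide chain elongation had an NES of 3.13 between MDSC-NP-Blk and MDSC, a set the paper does not discuss. The median log2 fold change of 78 ribosomal protein genes, which carry out this step, was 0.76, and 78 of 78 were higher. Short genes were higher in general in this comparison, but random lists of the same length and expression had medians of 0.37 to 0.56 (95% range), and the ribosomal protein genes lay at percentile 100 of them. With length and GC content corrected the NES was 2.93, although this correction kept only 626 of the 838 genes called in this comparison. The 7 genes without shared sequence had a median of 0.82. With library size alone the median was 0.50, but this normalization shifts all genes and does not test the change relative to the other genes. The NES after correction and the matched lists argue against transcript length and GC content as the cause of the whole increase. The matched lists rose as well, so length may account for a part, and the remaining cause is open. The same Reactome set had an NES of 3.03 between CITED and MDSC, where the median of the ribosomal protein genes was 0.65, at percentile 90.4, within the range of its matched lists. Between CITED and MDSC-NP-Blk the NES was −2.13 and the median −0.11, at percentile 0. The increase beyond the matched lists, seen only in MDSC-NP-Blk, may reflect a change of ribosomal protein RNA with blank NPs. The length trend described under the other observations is not explained, however, and a part of it that the matched lists miss is not excluded.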

How the results depend on the processing

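All alternatives were set before the data were examined, except the correction for length and GC content together, which was chosen after seeing the data. The 3 counts of differentially expressed genes stayed within 1.5 times the reported ones under DESeq2 (1721, 836, and 492 for CITED against MDSC, MDSC-NP-Blk against MDSC, and CITED against MDSC-NP-Blk), RLE normalization, upper-quartile normalization, filterByExpr (1584, 734, and 437), no filter, the 8 libraries of a comparison alone, the replicate block, and the length corrections. The genes were largely the same ones under DESeq2, which called 1638, 749, and 429 of the 1765, 838, and 469. With the length correction, 1452, 642, and 452 of them were called. Fits that each left out 1 of the 12 libraries called 1631 to 1772, 722 to 892, and 417 to 474 genes.

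Library size alone also kept the totals within 1.5 times (2163, 1206, and 476) but moved their division by direction. It shifted the median log2 fold change of all genes by −0.27 for CITED against MDSC and by −0.26 for MDSC-NP-Blk against MDSC. It gave 272 genes higher and 1891 lower in CITED than in MDSC, and 146 higher and 1060 lower in MDSC-NP-Blk than in MDSC, so the share of called genes that were higher fell from 32.9% to 12.6% and from 39.7% to 12.1%. This change in balance follows from the shift of all genes. Under RLE, upper-quartile normalization, and DESeq2, the share that was higher stayed at 32.2% to 34.9% and at 38.5% to 41.6%. With the length correction it was 26.5% and 34.0%. For CITED against MDSC-NP-Blk the shift was −0.01, and 110 genes were higher and 366 lower.

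With a mean normalized count above 50 required, 1122 genes were called for CITED against MDSC, 726 of them lower. The counts were 452 for MDSC-NP-Blk against MDSC (205 higher, 247 lower) and 287 for CITED against MDSC-NP-Blk (48 higher). This filter takes genes with few counts out of the test, which depth limits most. The test against a log2 fold change of 1 left 722 genes (233 higher, 489 lower), 143 (81 higher, 62 lower), and 59 (14 higher, 45 lower) for the same comparisons in order. Among the calls for MDSC-NP-Blk against MDSC it thus left more genes higher than lower, unlike the reported counts. An adjusted p-value alone gave 7862 (3930 higher, 3932 lower), 6815 (3522 higher, 3293 lower), and 3883 (1862 higher, 2021 lower).

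The sets of S phase genes, of G2 and M phase genes, and of azurophil granule genes kept their direction and stayed past the threshold in all 3 comparisons under every alternative with fgsea. The chemokine ligands did not for MDSC-NP-Blk against MDSC. Their NES of 1.65 was no longer past the threshold with the length correction (1.43), the block with the length correction (1.46), the added correction for length and GC content (1.52), or genes ranked by log2 fold change (1.56). Camera gave an adjusted p of 0.063 for them, and over the 9 alternatives the adjusted p ranged from 0.0067 to 0.0677. The chemokine receptors passed for the same comparison only with the added correction for length and GC content (NES 1.48). For the immune inhibitory genes between CITED and MDSC-NP-Blk, the NES fell to 1.17 with genes ranked by log2 fold change, and camera gave an adjusted p of 0.179, with a range of 1.8e-04 to 0.294 over the alternatives. Camera also left 8 sets past the threshold for MDSC-NP-Blk against MDSC, where fgsea had 14. The cause of these changes was not tested.

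Some results that were not past the threshold changed sign. The specific and gelatinase granule genes in CITED against MDSC had an NES of 1.16, and −1.09 with library size alone, −1.17 with the length correction, and −1.15 with the block and the length correction. Between CITED and MDSC-NP-Blk, the chemokine receptors had 0.94 with DESeq2 and 1.05 with the added correction for length and GC content, and −0.98 to 0.91 with single libraries left out. The cholesterol biosynthesis genes had −0.64 in the same comparison, and 0.77 with the length correction, 0.76 with the block and the length correction, 0.72 with the added correction, 0.38 ranked by log2 fold change, and −0.73 to 0.85 with single libraries left out. By camera, this set and the exocytosis machinery each changed direction with an adjusted p of 0.837, with ranges over the alternatives of 0.807 to 1 and 0.602 to 0.837. Among single genes, the log2 fold change of Cx3cr1 between CITED and MDSC was −0.091 with library size alone and −0.016 to 0.40 with single libraries left out. That of Pvr between MDSC-NP-Blk and MDSC was −0.12 to 0.01. That of Vsir between CITED and MDSC-NP-Blk was near 0 throughout, at 0.0012 with DESeq2, 0.0011 with RLE, 0.0045 with upper quartiles, 0.011 with the length correction, and −0.029 to 0.014 with single libraries left out. The cause was not tested.

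The share of variance between groups, 45.7%, was 41.4% with 2000 genes, 59.9% with the genes kept by filterByExpr, 50.045% with library size alone, 84.7% with DESeq2's variance-stabilizing transformation, and 43.6% to 49.9% with single libraries left out. Among 199 values of named genes, 196 kept their direction and side of the threshold with DESeq2, 195 with library size alone, 198 with the replicate block, and 195 with the length correction. Of 39 values of gene sets, 37, 36, 39, and 35 did so. With camera this was 18 of 30, and 10 of the others were weaker. Over the fits without single libraries, 2371 of 2388 values of genes and 454 of 468 values of sets kept direction and side.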

Differences from the paper's values

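For 30 genes and comparisons, a log2 fold change was read by eye from the volcano plots of the paper. All 30 had the same sign here. For 8 of them, all libraries of one group had at most 3 counts, so the value here is a lower bound computed against the floor, and no bound was more than 1.5 times the paper's fold change. For the others the median gap was 0.04, and 2 differed by more than the spread between replicates. That spread does not include the error of reading a plot by eye, which was not measured, so these 2 gaps may lie within it. In CITED against MDSC, the paper's log2 fold change of Mpo is about −4.3 in fig. S8B, read by eye, and −4.41 here. Of the alternatives set before the data were examined, only the fit without CITED replicate 2 (−4.38) came within the spread, and the others did not. The paper's value for Cd14 is about 2.9 in fig. S8B, read by eye, and 2.97 here. The filter on a mean normalized count above 50, the fit without MDSC replicate 3, and the fit without CITED replicate 1 gave 2.95 each and came within the spread, and the others did not. DESeq2, the tool named in the paper, gave −4.41 for Mpo and 2.96 for Cd14, close to edgeR.

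The legends of the heatmaps and of fig. S10A present their genes as differentially expressed, and some did not pass both thresholds here. With the threshold on the adjusted p-value alone, all genes named below pass except Dpp4, Cask, and Pld2, and the alternatives in what follows are those that keep both thresholds, the correction for length and GC content, chosen after seeing the values, included. In fig. S9C this was Bcas3, with a log2 fold change of 0.55, which no alternative called. In fig. S11A it was Dpp4, with −0.19 (adjusted p = 0.49 from edgeR), which was not called and had no adjusted p below 0.05 under any alternative. In fig. S11B, Ugt1a6a, which shares 98.5% of its 31-base words with other genes, had 0.91 and was called without MDSC replicate 1, without MDSC-NP-Blk replicate 2, and without MDSC-NP-Blk replicate 3, and Mef2c had −0.70 and was called under no alternative. For regulated exocytosis in fig. S11C, 30 of 33 genes did not pass both thresholds, and no alternative called more than 3. Among the 30, only Dnm1l (−0.85) was called under an alternative, library size alone, and Cask (0.15) and Pld2 (−0.29) had no adjusted p below 0.05 in the reported test. In fig. S11D, 8 of 34 genes did not pass. Pttg1 (0.98) was called without MDSC replicate 1 and without MDSC-NP-Blk replicate 2, and Rad51ap1 (−0.85), Ccnb1 (−0.90, with 46.2% shared words), and Kif14 (−0.86) were called with library size alone. The others were called under no alternative. In fig. S10A, Acat2, with 42.5% shared words, had −0.99 and was called with DESeq2, RLE normalization, library size alone, a mean normalized count above 50, the 8 libraries alone, the length correction, the block with the length correction, and without MDSC-NP-Blk replicate 3, and also with the correction for length and GC content, which was chosen after seeing the values.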

Other observations

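The tests of library quality and of endotoxin below were chosen only after the results were seen. The 8 libraries of a comparison can be divided into groups of 4 in 35 ways, of which 8 part all 4 same-numbered pairs, as the real grouping does. Among these 8, the number of splits with as many differentially expressed genes as the real grouping, itself included, was 1 for CITED against MDSC, 1 for MDSC-NP-Blk against MDSC, and 1 for CITED against MDSC-NP-Blk. For gene sets past the threshold it was 1, 4, and 1. With 8 splits the share cannot fall below 0.05, so these 8 alone do not rule out chance. Of the 27 splits that part fewer pairs, none called as many genes as the real grouping in any of the 3 comparisons, so for genes the real grouping ranked highest among all 35. The other 7 splits called 0 genes in each comparison with MDSC, where 146 to 1092 and 174 to 1373 genes had an unadjusted p below 0.05, against 8858 and 7817 in the real groupings. Between CITED and MDSC-NP-Blk the other splits called at most 1 gene. The sets did not separate the real grouping as clearly as the genes did. The 16 splits that exchange 1 library between the groups still put 10 to 12, 8 to 14, and 6 to 9 sets past the threshold, since most of the difference between the groups remains in them, and 8 of the 16 gave as many as the real grouping for MDSC-NP-Blk against MDSC. The 18 splits with equal parts of each group gave 0 sets for CITED against MDSC (at most 3 at an unadjusted p below 0.05), at most 2 for MDSC-NP-Blk against MDSC, and at most 5 for CITED against MDSC-NP-Blk. For CITED against MDSC, no other split of the 35 gave as many sets as the real grouping. For MDSC-NP-Blk against MDSC, 8 others did, and for CITED against MDSC-NP-Blk 1 other did, each with 1 library exchanged.

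The RNA of 9 genes that the paper measured as protein or by RT-qPCR was examined as listed before the data were examined. The log2 fold changes of CITED against MDSC, MDSC-NP-Blk against MDSC, and CITED against MDSC-NP-Blk were 0.85, 0.51, and 0.34 for Cd274, which encodes PD-L1. They were 1.11, 0.86, and 0.25 for Tgfb1, and 0.37, 0.70, and −0.34 for Arg1. For Vsir, which encodes VISTA, the log2 fold change was 0.58 in both comparisons with MDSC. All of these had an adjusted p below 0.05 from edgeR, but Arg1 in CITED against MDSC did not with library size alone (log2 fold change 0.09) or with the length correction (log2 fold change 0.14), and Tgfb1 in CITED against MDSC-NP-Blk did not with length and GC content corrected (log2 fold change 0.10). Pvr had −0.28 in CITED against MDSC (adjusted p = 0.0194) and −0.04 in MDSC-NP-Blk against MDSC (adjusted p = 0.81). Cx3cr1 had 0.18 (adjusted p = 0.747) and 1.07 (adjusted p = 0.0221). Neither of the values past the threshold was stable. Pvr in CITED against MDSC was lost in 3 of the 12 fits without single libraries (adjusted p up to 0.0825), and Cx3cr1 in MDSC-NP-Blk against MDSC in 4 of them (up to 0.12) and with library size alone (0.0801, in a range of 0.0126 to 0.0801 over the 8 alternatives). Fasl was at or under the floor of 3 counts in all 12 libraries and Il10 in 11 of them, so no fold change is given. Adjusted over all genes, 6, 6, and 4 of the 9 were past an adjusted p of 0.05 in the 3 comparisons. These counts mix directions, since Ccr2 was lower in all 3 and Pvr was lower in CITED against MDSC. By flow cytometry the paper reports more CD155 (encoded by Pvr), CD95L (Fasl), and IL-10 in CITED, at a later time than the RNA. For Ccr2 the values were −1.18, −0.67, and −0.51. The paper reports more CCR2 protein on CITED by flow cytometry, whereas the Ccr2 RNA was lower in CITED than in both other groups, under each scaling tried. RNA and surface protein are different measures, and no explanation was tested. Between CITED and MDSC, 11 of 16 monocyte and macrophage genes were lower (NES −1.67) and 14 of 18 neutrophil genes higher (NES 1.99). Between MDSC-NP-Blk and MDSC these sets had NES of −1.71 and 2.31. These scores passed the threshold with fgsea, but only the last did with camera. Between CITED and MDSC-NP-Blk neither set passed. Bulk RNA cannot tell a different mix of monocytic and polymorphonuclear cells from changes of Ccr2 or other genes per cell.

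Longer genes were lower in both NP groups than in MDSC. Over 11231 genes, the Spearman correlation of log2 fold change with transcript length was −0.31 for CITED against MDSC, −0.32 for MDSC-NP-Blk against MDSC, and −0.13 for CITED against MDSC-NP-Blk, and that with GC content was 0.27, 0.22, and 0.20. The fifth of genes with the shortest transcripts had a median log2 fold change of 0.28 in CITED against MDSC, and the fifth with the longest −0.26. Without the Reactome Cell Cycle genes and the ribosomal protein genes, 10716 genes were left and the correlation for CITED against MDSC was −0.31, so these genes do not carry the trend. A difference in library quality is a candidate explanation. The correlation of single libraries with length spanned 0.12 within MDSC, 0.15 within CITED, and 0.49 within MDSC-NP-Blk. The gap between the medians of MDSC and MDSC-NP-Blk (0.45) is thus no larger than the spread within MDSC-NP-Blk, whereas the gap between MDSC and CITED (0.53) is larger than the spread within either of these groups. The spread within MDSC-NP-Blk shows that libraries of the same group can differ this much, so a technical part of the trend cannot be ruled out. A true change in the length of expressed genes with NP conjugation is the alternative, and neither was tested further.

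All 37 genes of the lipopolysaccharide list were higher in both NP groups than in MDSC (NES 2.57 for CITED and 2.58 for MDSC-NP-Blk). Ccl2, which is in the paper's panel for the response to lipids but not among these 37, was lower in both. A candidate explanation that does not involve the polymer is endotoxin carried by the NPs. Endotoxin also induces interferon-stimulated genes, and their NES between MDSC-NP-Blk and MDSC was 1.50, with 18 of 24 higher and an adjusted p of 0.0459 from fgsea on edgeR's statistic. Over the 9 alternatives the adjusted p ranged from 0.0025 to 0.0792. Other stimuli induce both groups of genes, so the pattern cannot be told apart from endotoxin, and an effect of the NPs themselves was not tested. Azido labeling and the handling during conjugation may also differ between the NP groups and MDSC, and their effect was not tested either.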
